# DNA methylation-free *Arabidopsis* reveals crucial roles of DNA methylation in regulating gene expression and development

**DOI:** 10.1038/s41467-022-28940-2

**Published:** 2022-03-14

**Authors:** Li He, Huan Huang, Mariem Bradai, Cheng Zhao, Yin You, Jun Ma, Lun Zhao, Rosa Lozano-Durán, Jian-Kang Zhu

**Keywords:** DNA methylation, Plant development, Gene expression

## Abstract

A contribution of DNA methylation to defense against invading nucleic acids and maintenance of genome integrity is uncontested; however, our understanding of the extent of involvement of this epigenetic mark in genome-wide gene regulation and plant developmental control is incomplete. Here, we knock out all five known DNA methyltransferases in *Arabidopsis*, generating DNA methylation-free plants. This quintuple mutant exhibits a suite of developmental defects, unequivocally demonstrating that DNA methylation is essential for multiple aspects of plant development. We show that CG methylation and non-CG methylation are required for a plethora of biological processes, including pavement cell shape, endoreduplication, cell death, flowering, trichome morphology, vasculature and meristem development, and root cell fate determination. Moreover, we find that DNA methylation has a strong dose-dependent effect on gene expression and repression of transposable elements. Taken together, our results demonstrate that DNA methylation is dispensable for *Arabidopsis* survival but essential for the proper regulation of multiple biological processes.

## Abstract (web summary)

Our understanding of the extent of involvement of DNA methylation in genome-wide gene regulation and plant developmental control is incomplete. Here, the authors knock out all five known DNA methyltransferases and show the developmental and gene expression changes in the DNA methylation-free Arabidopsis plants.

## Introduction

DNA methylation at the C-5 position of cytosine residues is a conserved epigenetic modification involved in transposon silencing, genome stability, and regulation of gene expression in many eukaryotes^1–13^. In plants, DNA methylation occurs in three sequence contexts: CG, CHG, and CHH, where H is any nucleotide except G. Plants have evolved different DNA methyltransferases for the establishment and maintenance of DNA methylation depending on the cytosine sequence contexts^13,14^. CG methylation is maintained by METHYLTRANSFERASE 1 (MET1), an orthologue of the mammalian DNA methyltransferase 1 (DNMT1), which recognizes hemi-methylated CG dinucleotides following DNA replication and methylates the unmodified cytosine in te daughter strand^15,16^. Maintenance of CHG methylation is catalyzed by CHROMOMETHYLASE 3 (CMT3) and, to a lesser extent, by CMT2 and is tightly linked to dimethylation of lysine 9 on histone 3 (H3K9me2)^17–19^. The asymmetric CHH methylation is maintained by two different types of DNA methyltransferases, CMT2 and DOMAINS REARRANGED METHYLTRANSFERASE 1/2 (DRM1/2, homologs of DNMT3), depending on the genomic regions: CHH methylation in heterochromatin is maintained by CMT2, whereas CHH methylation in euchromatin or at the edge of long transposable elements (TEs) is mediated by DRM1/2 through the RNA-directed DNA methylation (RdDM) pathway^20–24^. RdDM is also important for de novo DNA methylation in all three sequence contexts^1,2,21,23,25–28^. Even though the roles of these five DNA methyltransferases have been extensively studied, whether they are sufficient to maintain DNA methylation throughout the entire genome or, on the contrary, the contribution of other yet-to-be-described DNA methyltransferases is required, is unresolved.

Heavy DNA methylation occurs in heterochromatic regions, which are enriched with TEs and other repetitive DNA sequences^29–31^. Extensive hypomethylation in heterochromatic regions causes genome-wide TE transcriptional activation and induces TE transposition after continuous selfing^20,32–39^. Thus, DNA methylation plays an important role in repressing invading nucleic acids (transposable elements, viruses, and transgenes). In contrast to TEs, which are methylated in their body region in all three sequence contexts, gene-associated DNA methylation can occur in the promoter region or in introns, or within the transcribed gene body only in the CG context. DNA methylation in different positions within genic sequences seems to play different functions: (1) in promoters, DNA methylation usually inhibits gene transcription, although the opposite effect has occasionally been observed^29,40,41^; (2) genes with DNA methylation in their body in the CG context are generally constitutively expressed^29,42,43^; and (3) DNA methylation in the introns of several genes has been shown to promote polyadenylation of their full-length transcripts^44–49^, but whether intronic DNA methylation has a general effect on transcript processing is still uncertain. In order to fully assess the genome-wide contribution of DNA methylation to gene expression, the generation of stable DNA methylation-free plant materials is required. Although mutant *Arabidopsis* plants displaying a nearly complete loss of either CG or non-CG methylation are available^19,29^, mutants with full erasure of DNA methylation have not been reported.

DNA methylation is critical for development in animals: e.g., null mutation in *DNMT1* or *DNMT3a/3b* in mice leads to embryonic lethality^13^. However, loss of function of MET1, DRM1/2, CMT2, or CMT3 does not result in obvious developmental abnormalities in *Arabidopsis*, with the exception of the late flowering phenotype displayed by *met1*^15,50^. The *drm1 drm2 cmt3 cmt2* quadruple mutant, which loses almost all non-CG methylation, has curled leaves and a slightly reduced rosette size^19,51,52^. Simultaneous mutations in both *met1* and some of the non-CG methyltransferases produces serious developmental defects, including extremely slow growth and late flowering, reduced plant size, and sterility^53,54^. Nevertheless, the lack of a *met1 drm1 drm2 cmt3 cmt2* quintuple mutant has precluded conclusive studies regarding the contribution of DNA methylation to the regulation of different aspects of plant development.

Here, we generate the elusive *Arabidopsis* quintuple mutant in which the genes encoding all known functional DNA methyltransferases (*MET1*, *DRM1, DRM2, CMT3*, and *CMT2*) have been mutated (hereafter referred to as *mddcc*). *mddcc* plants exhibit extreme growth retardation and small size, display a suite of severe developmental defects, and do not undergo floral transition. We report the genome-wide analysis of DNA methylation, RNA expression, and TE movement in this mutant, demonstrating that: (i) DNA methylation in all contexts is completely eliminated in *mddcc*; (ii) DNA methylation exhibits a strong dose effect in terms of the regulation of gene expression and TE silencing; and (iii) CG and non-CG methylation act redundantly in the control of multiple biological processes, including flowering, trichome morphology, vasculature and meristem development, and root cell differentiation, likely through affecting the expression of genes encoding central regulators of these processes. Our findings extend prior knowledge on the importance of DNA methylation for global gene expression and development in plants and establish a framework for the future investigation of the contribution of this epigenetic mark to specific biological processes.

## Results

### MET1, DRM1, DRM2, CMT3, and CMT2 maintain the entire DNA methylation of the *Arabidopsis* genome

To determine whether the five known DNA methyltransferases maintain the entire DNA methylation of *Arabidopsis* plants, we combined the power of CRISPR/Cas9-mediated genome editing with traditional genetics to knock out the corresponding protein-coding genes^55^. First, we crossed *cmt2* to the *drm1 drm2 cmt3* (*ddc*) triple mutant and isolated the *drm1 drm2 cmt3 cmt2* (*ddcc*) quadruple mutant; then, we used a CRISPR/Cas9 system with two sgRNAs targeting the first exon of *MET1* to generate a *met1* mutation in the *ddcc* background. Cas9-free *met1/+ drm1 drm2 cmt3 cmt2* seeds were obtained in the T2 generation, and *met1 drm1 drm2 cmt3 cmt2* (*mddcc*) individuals were isolated from the progeny of these plants. We named the *met1* allele generated in the quadruple mutant background *met1-8* (Fig. 1a and Supplementary Fig. 1a). In parallel, the same CRISPR/Cas9 vector was used to produce a *met1* single mutant; the allele generated in the WT background was named *met1-9* (Fig. 1a and Supplementary Fig. 1a). *met1-8* results in a frameshift mutation that creates a premature stop codon in the first exon of *MET1* (Fig. 1a and Supplementary Fig. 1a). In *met1-9*, a 531 bp fragment was deleted from the *MET1* gene, causing a deletion of 177 aa in the N-terminal part of MET1 (Fig. 1a).

**Fig. 1:**
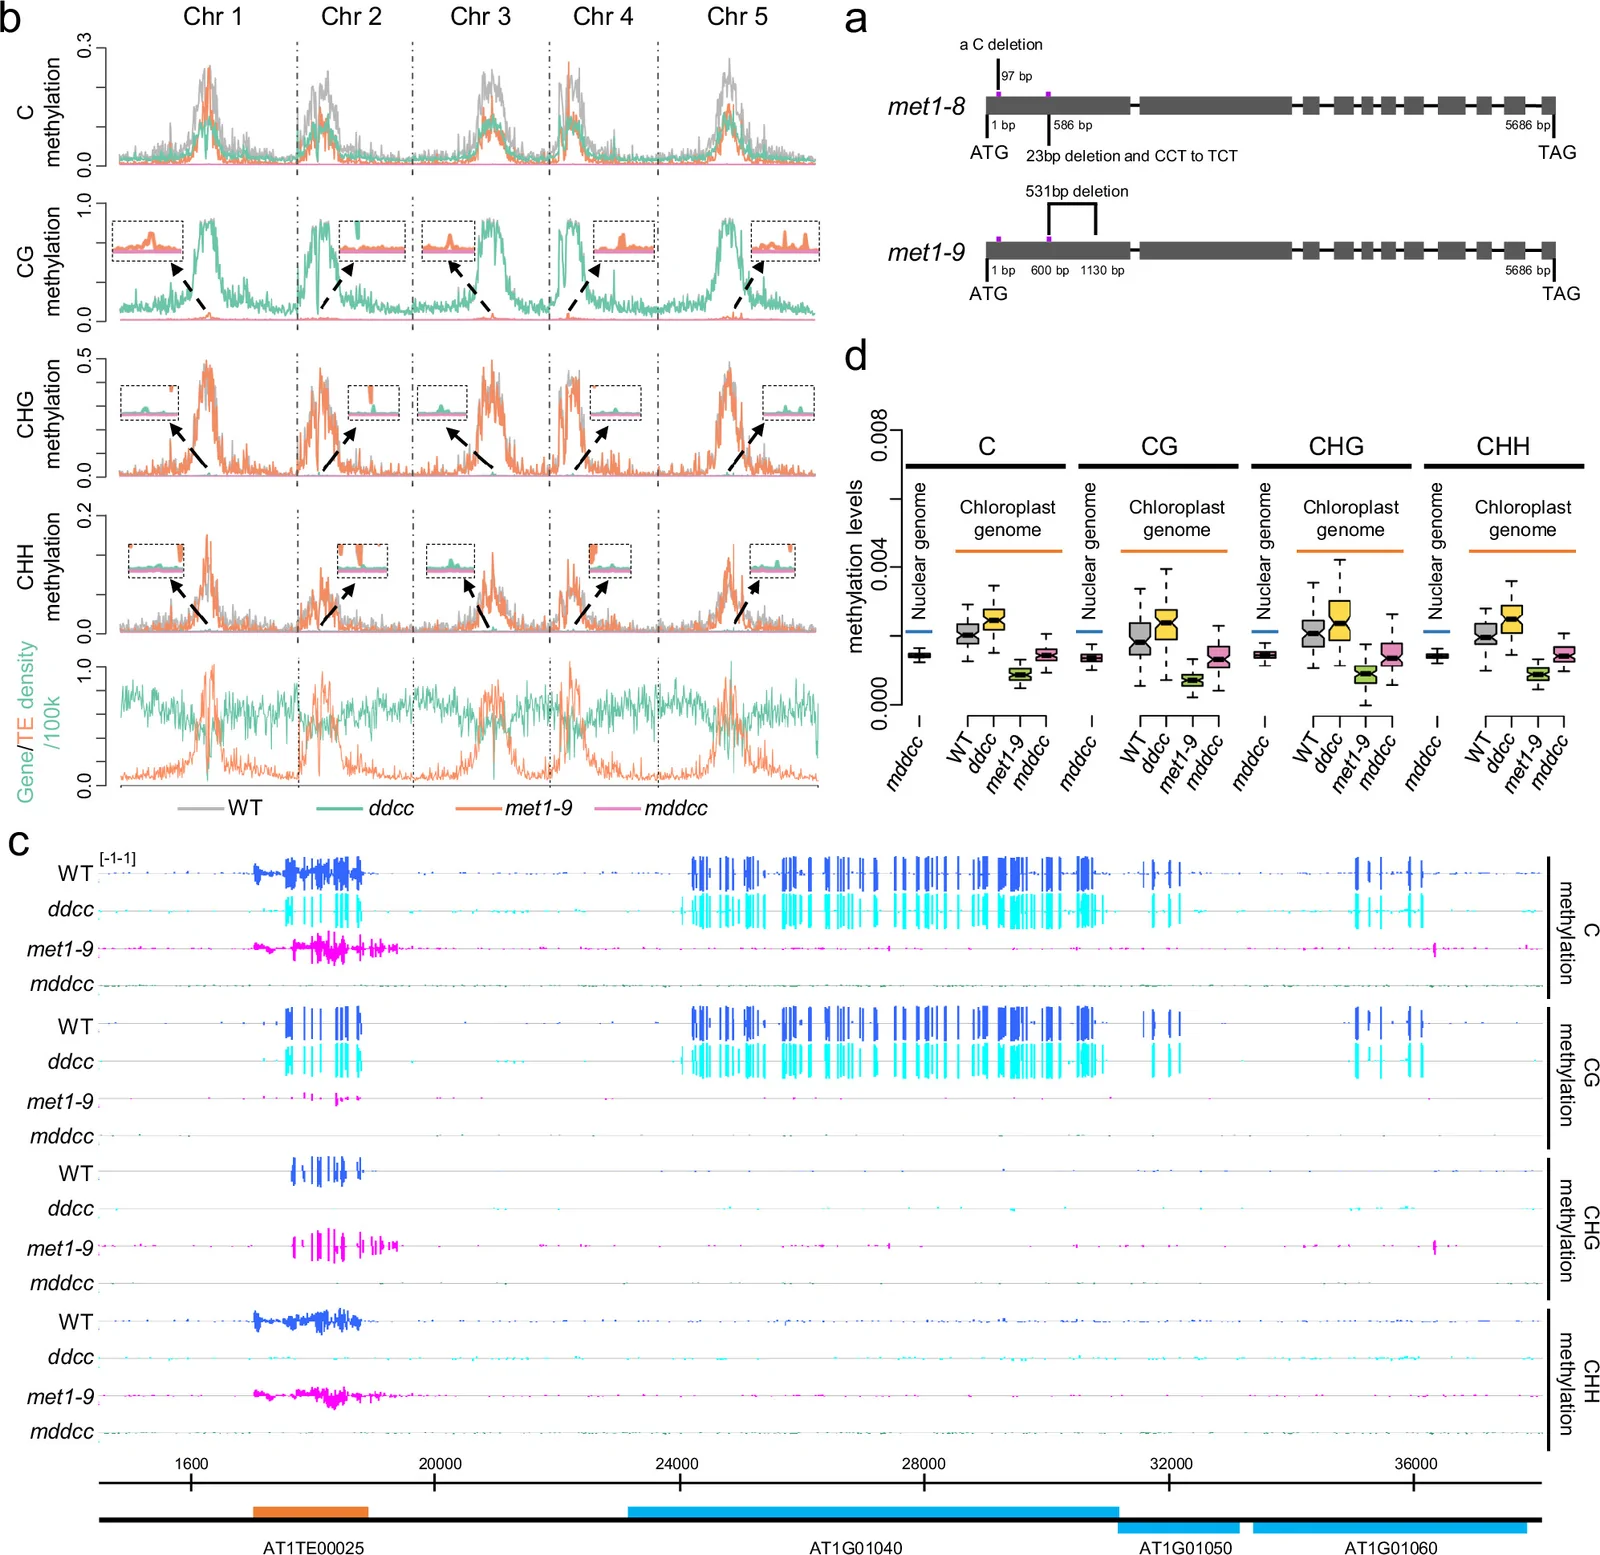
DNA methylation is eliminated in the *mddcc* mutant. **a** Diagrams of the *MET1* gene showing the mutation sites in *met1-8* (upper) and *met1-9* (lower) mutants. Purple bars indicate the position of the sgRNAs used. **b** Genome-wide distribution of DNA methylation in all three sequence contexts in the indicated mutants. Wireframes are zoom-in of the indicated regions. Biological replicates were combined as one sample. Independent biological replicates are shown in Supplementary Fig. 2a. It should be noted that the lines of the WT overlap with those of *ddcc* in the mCG row. **c** Screenshot of DNA methylation levels over one representative locus in the indicated mutants. Orange and blue bars indicate TEs and genes, respectively. TEs and genes oriented 5′–3′ and 3′–5′ are shown above and below the line, respectively. Biological replicates were combined as one sample. Independent biological replicates are shown in Supplementary Fig. 2b. **d** Comparison of the DNA methylation levels between nuclear and chloroplast genomes in the indicated genotypes. Biological replicates were combined as one sample. Independent biological replicates are shown in Supplementary Fig. 2c. The horizontal line within the box represents the median; the whiskers represent minimum and maximum values; and the lower and upper boundaries of the box represent the 25th and 75th percentiles, respectively.

To examine the DNA methylation levels in *ddcc*, *met1-9*, and *mddcc* mutants, we carried out whole-genome bisulfite sequencing (Supplementary Table 1). As expected, almost all CG and non-CG methylation is eliminated in *met1-9* and *ddcc* mutants, respectively (Fig. 1b, c and Supplementary Fig. 1b–d and Fig. 2a, b). A more detailed observation of DNA methylation levels across chromosomes revealed that a low level of CG and non-CG methylation remains at pericentromeric regions in *met1-9* and *ddcc* relative to *mddcc*, respectively, indicating that MET1 and DRM1/DRM2/CMT2/CMT3 can contribute to some extent to maintaining non-CG and CG methylation, respectively (Fig. 1b and Supplementary Fig. 2a). To investigate whether genomic DNA methylation is completely erased in *mddcc*, we compared the DNA methylation levels of the nuclear genome with those of the methylation-free chloroplast genome. Noticeably, the DNA methylation of the nuclear genome in *mddcc* was as low as that of the chloroplast genome in any mutant background in all three sequence contexts (Fig. 1d and Supplementary Fig. 2c), indicating that MET1, DRM1, DRM2, CMT3, and CMT2 are responsible for the maintenance of the entire DNA methylation in the *Arabidopsis* genome, and implying that additional yet-to-be-described DNA methyltransferases do not contribute genome-wide to this epigenetic modification (Fig. 1d and Supplementary Fig. 2c). Thus, the *mddcc* mutant is a DNA methylation-free *Arabidopsis* genotype.

**Fig. 2:**
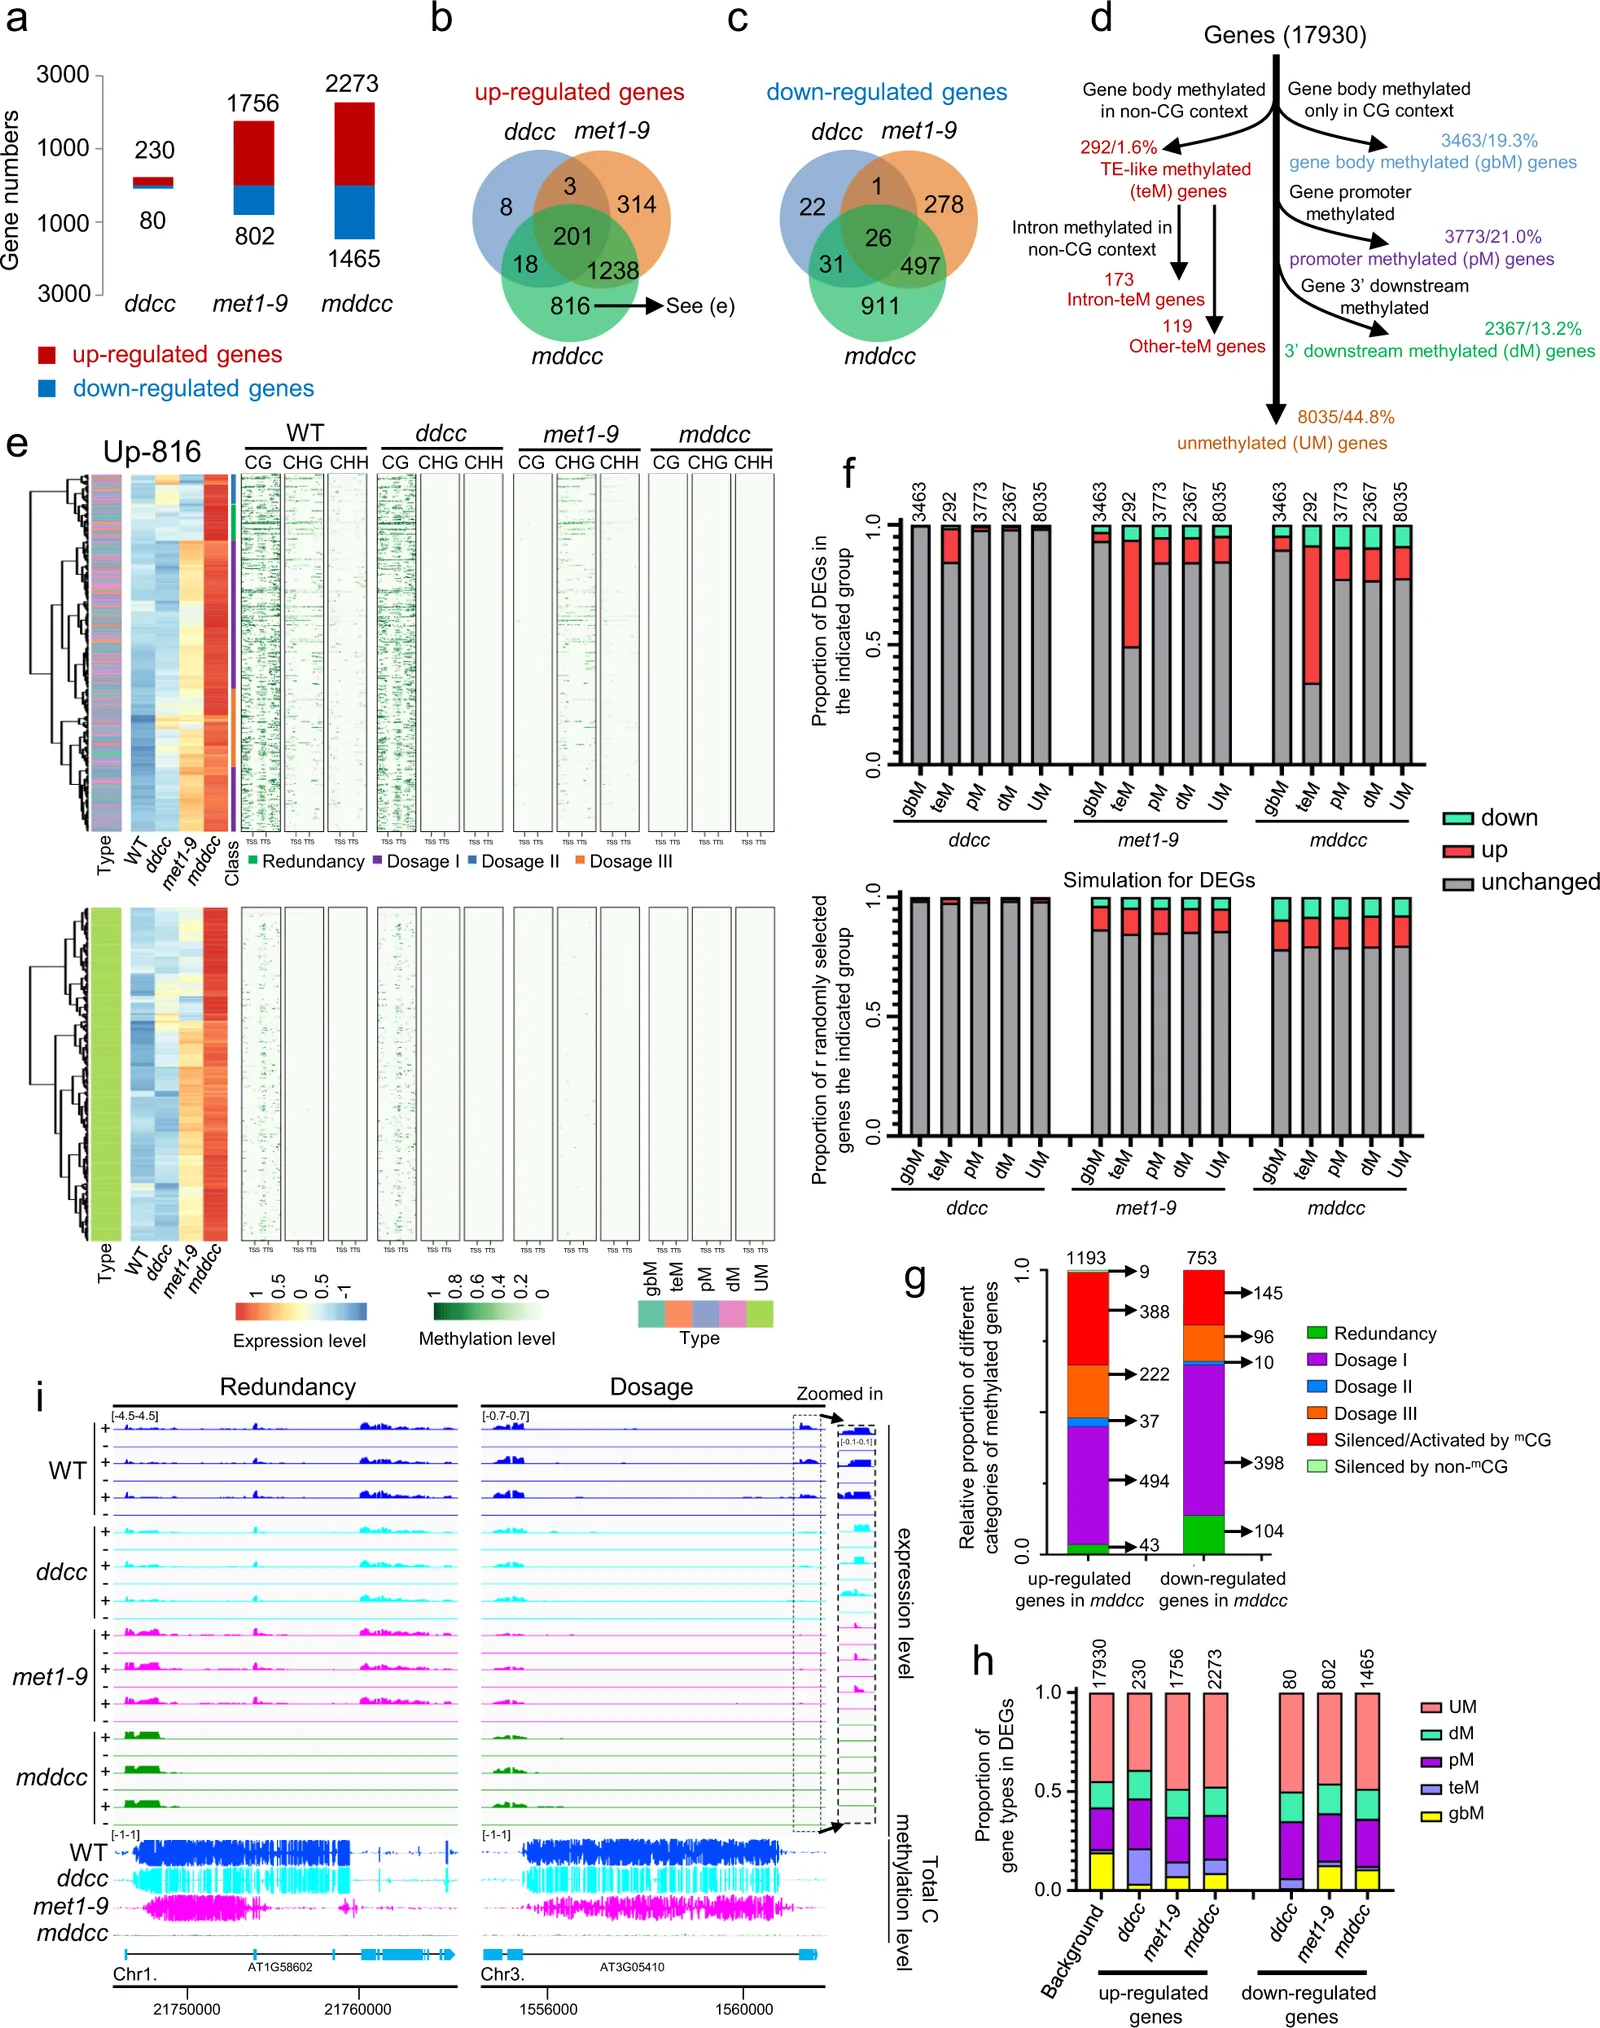
DNA methylation regulates genes expression in a dose-dependent manner. **a** Numbers of differentially expressed genes (DEGs) in the indicated mutants relative to WT. **b**, **c** Venn diagrams showing the overlap among up-regulated genes (**b**) or down-regulated genes (**c**) in *ddcc*, *met1-9*, and *mddcc* mutants. **d** Flow diagram indicating the criteria for gene classification according to the DNA methylation status in the WT background. Genes with no detectable expression (FPKM < 0.5) in any genotype were excluded. FPKM: fragments per kilobase of exon model per million mapped fragments. **e** Heat maps showing the expression and DNA methylation patterns of the indicated groups of up-regulated in DNA methyltransferase-deficient mutants. Based on their expression pattern, DEGs methylated in the WT were classified in the following categories: Redundancy (expression increased only in *mddcc*); Dosage I (expression mildly increased upon loss of CG methylation (in *met1-9*), and further increased upon loss of non-CG methylation (in *mddcc*)); Dosage II (expression mildly increased upon loss of non-CG methylation (in *ddcc*), and further increased upon loss of CG methylation (in *mddcc*)); and Dosage III (expression weakly increased upon loss of either CG or non-CG methylation (in both *met1-9* and *ddcc*) and further increased upon complete loss of DNA methylation (in *mddcc*)). **f** Proportion of DEGs in the gbM, teM, pM, dM, or UM categories in the indicated genotypes. Down: down-regulated; up: up-regulated. Numbers over the bars indicate the total number of genes in each category. Bottom, we randomly selected the same numbers of genes to perform the overlap analysis. **g** Relative proportion of different categories of methylated genes. The number of genes in each category is indicated. **h** Proportion of gene types in the indicated DEG subsets. Numbers above the bars indicate the total number of DEGs. **i** Snapshots of expression and DNA methylation levels over two Intron-teM genes in the indicated mutants. Structure of genes are shown in the bottom. + and − indicate forward and reverse strands in the genome, respectively. Source data are provided as a Source Data file.

### DNA methylation regulates gene expression in a dose-dependent manner

We performed strand-specific RNA sequencing (RNA-seq) in WT, *ddcc*, *met1-9*, and *mddcc* (Supplementary Fig. 3a and Supplementary Table 2). By analyzing differentially expressed genes relative to WT (DEGs; fold change >2, *p*-adjusted < 0.01), we found that, in contrast to *met1-9*, which shows thousands of DEGs, there are just ~300 DEGs in *ddcc* (Fig. 2a), suggesting that the impact of CG methylation on gene transcription directly and indirectly is much stronger than that of non-CG methylation. Furthermore, the *mddcc* mutant shows a substantially higher number of DEGs than *met1-9* (Fig. 2a), supporting a partial functional redundancy between CG and non-CG methylation in the regulation of gene expression. The subsets of DEGs in *ddcc*, *met1-9*, and *mddcc* highly overlap with one another (Fig. 2b, c). To confirm our identified DEGs, we randomly selected 25 up-regulated and 25 down-regulated genes in the *mddcc* mutant for validation by qPCR; the results obtained are consistent with the RNA-seq data, as shown in Supplementary Fig. 4. Gene ontology (GO) analysis showed that defense- and response to stimuli-related GO terms are enriched in the subset of up-regulated genes in *ddcc*, *met1-9*, and *mddcc*, whereas metabolic process-related GO terms are enriched in the subset of down-regulated genes in *met1-9* and *mddcc* (Supplementary Fig. 5a, b). Interestingly, cell division-related GO terms are specifically enriched in the *mddcc*-unique down-regulated genes (Supplementary Fig. 5b).

To perform a more detailed analysis of the function of DNA methylation in the regulation of gene expression, we first classified the 17,930 genes with detectable expression (genes with no detectable expression in any genotype were excluded) into five main categories based on their methylation level in the WT background: 3463 (19.3%) genes with gene body methylation only in the CG context (gbM genes), 292 (1.6%) genes with gene body methylation in non-CG contexts (teM genes, TE-like methylated genes), 3773 (21.0%) genes with methylation in their promoters (pM genes), 2367 (13.2%) genes with methylation in their 3′ downstream regions (dM genes), and 8035 (44.8%) unmethylated genes (UM genes) (Fig. 2d). The proportion of DEGs among gbM genes is low (Fig. 2f). A significant proportion of DEGs was found among dM genes, suggesting that DNA methylation in the 3′ downstream of genes also plays a role in regulating gene expression (Fig. 2f). The proportion of up-regulated genes in the teM subset is significantly higher than that of down-regulated genes, indicating that non-CG gene body methylation plays a major role in gene repression (Fig. 2f). Unexpectedly, a similar number of up- and down-regulated genes could be identified in each of the gbM, pM, and dM subsets (Fig. 2f). Thus, our results confirm the accepted repressive effect of DNA methylation on gene expression but also hint at a broad activating function of DNA methylation. Admittedly, we cannot exclude that the downregulation of methylated genes in these mutants is an indirect consequence of the upregulation of methylated genes or derives from additional side effects of the depletion of this epigenetic mark.

Interestingly, using heatmaps to compare the gene expression level of overlapping DEGs among *ddcc*, *met1-9*, and *mddcc* mutants (Fig. 2b, c, e and Supplementary Fig 3b, c), we found that DNA methylation in the methylated genes (gbM, teM, pM, and dM) affects gene expression in multiple ways. According to the behavior of DEGs in the different mutant backgrounds, we could distinguish the following effects of DNA methylation on gene expression: Redundancy, when the expression is increased/decreased only in *mddcc*; Dosage I, when the expression is mildly increased/decreased upon loss of CG methylation (in *met1-9*), and is further increased/decreased upon loss of non-CG methylation (in *mddcc*); Dosage II, when the expression is mildly increased/decreased upon loss of non-CG methylation (in *ddcc*), and is further increased/decreased upon loss of CG methylation (in *mddcc*); Dosage III, when the expression is weakly increased/decreased upon loss of either CG or non-CG methylation (in both *met1-9* and *ddcc*) and is further increased/decreased upon complete loss of DNA methylation (in *mddcc*); Silenced/Activated by ^m^CG, when the degree of gene up- or down-regulation in *met1-9* is comparable to that in *mddcc*; and Silenced by non-^m^CG, when the degree of gene up-regulation is similar between *ddcc* and *mddcc* (Fig. 2e, Supplementary Fig 3b, c, and Supplementary Figs. 6–8). The number of genes regulated by a Dosage effect is significantly higher than that of genes regulated by Redundancy, Silenced/Activated by ^m^CG, and Silenced by non-^m^CG genes (Fig. 2g), suggesting that either DNA methylation regulates gene expression mainly in a dose-dependent manner, or CG and non-CG methylation exert a redundant effect on gene expression. Compared to Dosage I regulation, which is the most common dosage effect, Dosage II and III cases are rare (Fig. 2g), indicating that CG methylation plays a major role in regulating gene expression under normal conditions, whereas the main function of non-CG methylation is to prevent misexpression of genes when CG methylation is absent. Of note, consistent with previous results^56^, we found that CHG and CHH methylation of methylated DEGs in *met1-9* was mildly decreased relative to the WT. Therefore, changes in non-CG methylation could also contribute to the changes in gene expression detected in *met1-9* (Supplementary Fig. 9).

It should be noted that a substantial proportion of DEGs in *ddcc*, *met1-9*, and *mddcc* are UM genes (Fig. 2h). The expression changes in these genes could be indirectly caused by changes in the expression of methylated genes, although the possibility that the differential expression of these genes results from the loss of trace levels of DNA methylation cannot be ruled out (Fig. 2e and Supplementary Fig. 3b, c).

It has been previously shown that DNA methylation in an intron promotes the polyadenylation of the full length transcript for several genes, as exemplified by intronic DNA methylation in the *IBM1* gene^44,46,47^. Consistent with the previous results, 3′ transcripts of the *IBM1* gene are dramatically decreased in *ddcc*, *met1-9*, and *mddcc* relative to WT (Supplementary Fig. 10). To investigate the extent to which DNA methylation in introns promotes the accumulation of 3′ transcripts, we selected a subset of 173 teM genes with heavy methylation in introns, which we called Intron-teM genes (Fig. 2d). A whole gene can be divided in two parts (5′ and 3′) by a methylated intron. After excluding genes with low levels of 5′ transcripts (see the “Methods” section), we retained 52 Intron-teM genes, 9 of which showed a dramatic decrease in 3′ transcripts in *mddcc* compared to WT (Supplementary Table 3, Log_2_ [(*mddcc* 3′/5′)/(Col-0 3′/5′)] < −1). Intronic DNA methylation in Intron-teM genes promoting the stability of 3′ transcripts also shows various patterns of regulation, including Redundancy, when a downregulation of 3′ transcripts is found only in the complete absence of DNA methylation (Fig. 2i); Dosage, when the decrease in 3′ transcripts correlates with the quantitative loss of intronic DNA methylation (Fig. 2i); ^m^CG, when the degree of downregulation of 3′ transcripts is comparable between *met1-9* and *mddcc* mutants (Supplementary Fig. 10); and ^m^CG-and-non-^m^CG, when the degree of downregulation of 3′ transcripts is comparable among *ddcc*, *met1-9*, and *mddcc* mutants (Supplementary Fig. 10). Our findings suggest that intronic DNA methylation is required for the proper expression of some Intron teM genes by promoting the production of their full-length transcripts, although the number of teM genes for which 3′ transcripts are decreased in *mddcc* is limited.

### CG and non-CG methylation jointly repress TE expression and transposition

We identified differentially expressed TEs (DETs) in the DNA methyltransferase mutants relative to WT (DET; fold change > 2, *p*-adjusted < 0.01). As expected, most DETs are up-regulated in these mutants (Fig. 3a), and the results support that methylation in the CG context has a major role in suppressing TE expression, with non-CG methylation acting redundantly with CG methylation to repress a subset of TEs (Fig. 3a). Consistent with what is observed in genic regions, the effect of DNA methylation on TE expression displays various patterns, including Redundancy, Dosage I, Dosage II, Dosage III, Silenced by ^m^CG, and Silenced by non-^m^CG (Fig. 3b, c and Supplementary Fig. 11). Thus, CG and non-CG methylation collaborate to repress TE expression in various ways, and there is a dose/effect relationship between DNA methylation and TE expression.

**Fig. 3:**
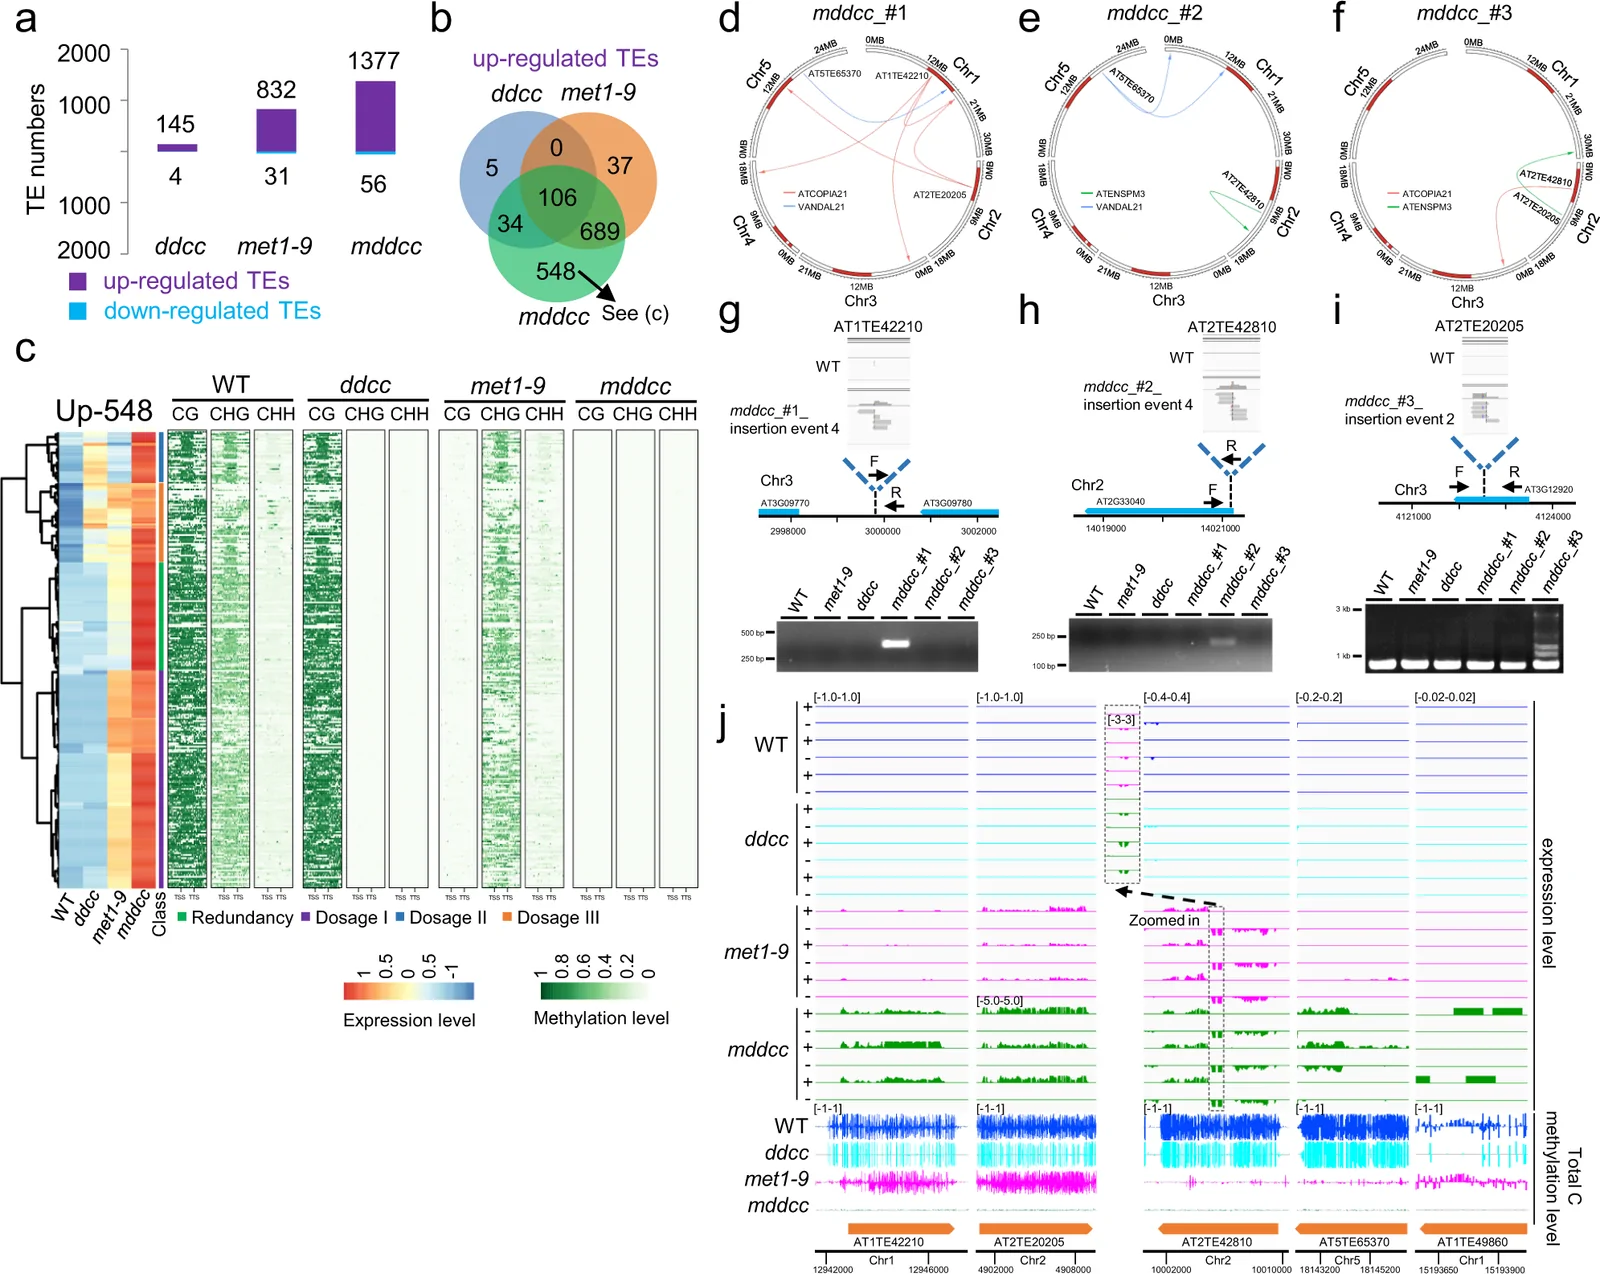
CG and non-CG methylation jointly repress TE activation and movement. **a** Number of differentially expressed TEs (DETs) in the indicated mutants relative to WT. **b** Venn diagram showing the overlap among up-regulated TEs in *ddcc*, *met1-9*, and *mddcc* mutants. **c** Heat maps showing the expression and DNA methylation patterns of TEs in the indicated groups. Based on the expression patterns of TEs, TEs were classified into the following categories: Redundancy, Dosage I, Dosage II, and Dosage III (for details, see Fig. 2e). **d**–**f** Circle plots showing TE transposition in different *mddcc* individual plants. Arrows start and end represent the original and inserted sites of transposed TEs, respectively. The red/green/blue arrows indicate that the transposed TE belongs to the ATCOPIA21, ATENSPM3, or VANDAL21 subfamily, respectively. **g**–**i** Products of PCR amplification with paired primers flanking new insertion sites or a transposon-specific primer and a primer flanking the new insertion site in the indicated genotypes. Black arrows indicate primers. Upper panels: screenshots from Integrative Genomic Viewer (IGV) showing split-reads for TE insertions. Lower panels, coordinate lines indicate the sequence contexts of the new insertion sites. **j** Snapshots of expression and DNA methylation levels over transposed TEs in the indicated mutants. Source data are provided as a Source Data file.

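By subfamily, the insertions that amplified by PCR comprise 6 of ATENSPM3 (30 split reads), 3 of ATCOPIA21 (21 split reads) and 2 of VANDAL21 (13 split reads). With both limits included, the overlap at the site was 4 to 8 bp for ATENSPM3, 7 to 8 bp for ATCOPIA21 and 11 to 12 bp for VANDAL21. The length listed as target site duplication leaves out both limits. It was 2 to 6 bp for ATENSPM3, 5 to 6 bp for ATCOPIA21 and 9 to 10 bp for VANDAL21. The overlaps and site sequences below include both limits. Over all 15 insertions listed in *mddcc*, the overlap was 5.83 ± 1.47 bp for ATENSPM3, a DNA transposon of the En-Spm superfamily (SD, n = 6), and 10.1 ± 2.85 bp for the other insertions (SD, n = 9; exact permutation test, two-sided, p = 0.00859, adjusted p = 0.0344). Among the insertions that amplified, the other subfamilies had 9.20 ± 2.17 bp (SD, n = 5; exact permutation test, two-sided, p = 0.0195). The 9 include the 3 chloroplast insertions, each with an overlap of 13 bp. These lie at 2 distinct sites, so the site listed in both *mddcc*_#1 and *mddcc*_#2 is counted for each plant. On nuclear chromosomes alone, an alternative chosen after seeing the data, the difference was −2.83 bp (exact permutation test, two-sided, p = 0.0455). The p-values for the insertions that amplified and for the nuclear chromosomes were not adjusted. Insertions are not replicates of a genotype, so these tests describe the listed insertions only. The lists place the donor on the chromosome of the insertion in 3 of 15 cases (20.0%), where shuffling the sites among the donors gave 17.3% on average (permutation test, two-sided, raw and adjusted p = 1.00). The 3 chloroplast insertions have donors on chromosome 2 and can never share a chromosome with them. Without them, an alternative chosen after seeing the data, the share was 25.0% (3 of 12), against 24.99% by chance. The sites of the VANDAL21 insertions are GGCAAAATCAAG on chromosome 2 (14021144 to 14021155) and CACCATTTATG on chromosome 1 (29190880 to 29190890), and those of the ATCOPIA21 insertions are GTGCTCTC (16644301 to 16644308), GAGAATCT (11471129 to 11471136) and GACAGAT (955661 to 955667), all on chromosome 1.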

To examine whether reactivation of TEs in these mutants may result in TE transposition, we performed DNA sequencing (DNA-seq) in WT, *ddcc*, *met1-9*, and *mddcc* mutants (Supplementary Fig. 12a and Supplementary Table 4). 

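DNA-seq reads the genomic DNA of a plant, so that a TE copy at a position where the reference genome has none is seen in split reads, which match the end of a TE on one side and the new site on the other. The insertion lists of 6 libraries were analysed, 1 each of WT, *ddcc* and *met1-9* and 3 of *mddcc* (plants #1, #2 and #3). The sample labels give an age of 5 weeks for WT, *ddcc* and *met1-9* and of 11 weeks for *mddcc*, while the *mddcc* plants of Supplementary Fig. 12a had grown for 74 d, so age and genotype could not be told apart. Depth was taken from Supplementary Table 4, as the paper's number of clean reads multiplied by its unique mapped rate. In units of 1000000 reads (M), this gave 12.0 M uniquely mapped reads in WT, 13.5 M in *ddcc* and 11.7 M in *met1-9*, against 5.75 M in *mddcc*_#1, 6.83 M in *mddcc*_#2 and 4.49 M in *mddcc*_#3. The paper's column of multiple mapped rates was taken as the rate of all mapped reads, because it exceeds the unique mapped rate in every library and the 2 rates of WT add up to more than all reads. This rate was 79% in WT, 78% in *ddcc* and 84.2% in *met1-9*, but 41.3%, 42.6% and 24.4% in the 3 *mddcc* plants. The authors mapped the reads with Bowtie2, collected the reads left unmapped, searched them for TE ends with SPLITREADER and deposited a list of insertions for each library. Each insertion has the left and right limits of its site, the length of the target site duplication, the number of split reads at its upstream and downstream extremity, the TE subfamily and the number of split reads assigned to each possible donor copy. The split reads are plain counts that were not scaled to depth, and no read was remapped here. The site coordinates are on TAIR10, and the genes and sequences at the sites were taken from the RefSeq annotation of the TAIR10.1 assembly. The overlap of an insertion was counted with both limits of the site included. Because WT, *ddcc* and *met1-9* have 1 library each, tests between genotypes set the 3 *mddcc* plants against these 3 libraries together, and such a test cannot give a two-sided p below 0.1.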

By analyzing the DNA-seq data, 1, 1 and 12 putative TE transposition events were identified in *ddcc*, *met1-9*, and *mddcc*, respectively (Supplementary Table 5); however, only 11 TE transposition events, all in *mddcc*, could be confirmed by PCR (Fig. 3d–i and Supplementary Fig. 12). 

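The lists hold 17 insertions in all, 0 in WT, 1 in *ddcc*, 1 in *met1-9*, 7 in *mddcc*_#1, 6 in *mddcc*_#2 and 2 in *mddcc*_#3. The *mddcc* plants had 5.00 ± 2.65 listed insertions (SD, n = 3 plants) and the other libraries 0.667 ± 0.577 (SD, n = 3), and every *mddcc* plant had more than every other library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow; adjusted p = 0.16 over the 8 tests made, by the Benjamini-Hochberg method). Of the alternatives tried, the requirement of at least 4 split reads at one extremity, chosen after seeing the data, moved the difference between the means most, from 4.33 to 2.33 insertions per library. Of the 15 insertions in *mddcc*, 12 are on nuclear chromosomes and have the coordinates of Supplementary Table 5, and 3 are on the chloroplast genome. The chloroplast insertions were listed at 63663 to 63675 in both *mddcc*_#1 and *mddcc*_#2 (ATREP10B, donor AT2TE44930, 4 and 8 split reads) and at 46667 to 46679 in *mddcc*_#2 (ATREP19, donor AT2TE26350, 5 split reads). The site at 63663 lies between *psbJ* (3 bp away) and *psbL* (129 bp away), and that at 46667 between the tRNA genes ArthCt100 (382 bp away) and *trnL* (215 bp away). The chloroplast sequence from 63363 to 63658 matches chromosome 2 from 10470123 to 10470400 with 87.8% identity, and that from 46385 to 46571 matches chromosome 2 from 6455551 to 6455731 with 94.1% identity. Supplementary Table 5 marks 11 of the nuclear insertions as positive by PCR, 6 in *mddcc*_#1, 3 in *mddcc*_#2 and 2 in *mddcc*_#3. The other 3 are marked FALSE there and are called PCR-negative, which does not show that a PCR was tried and failed. The insertions that amplified had 5.82 ± 2.18 split reads (SD, n = 11) and the PCR-negative ones had 4.33 ± 0.577 (SD, n = 3), a difference within the spread between insertions (exact permutation test, two-sided, p = 0.368, adjusted p = 0.491). The insertion listed in *ddcc* has 4 split reads, 2 at each extremity, and lies on chromosome 5 from 10532403 to 10532418, at ACAAAATGTTTTAAAA, between *FRS10* (AT5G28530), which ends 4837 bp to its left, and the pseudogene AT5G28535, which starts 2400 bp to its right. It belongs to ARNOLDY2, its split reads are divided evenly between AT1TE38795 and AT2TE13770, and 14 other places in the nuclear genome match the sequence around it.

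**Figure D1:**
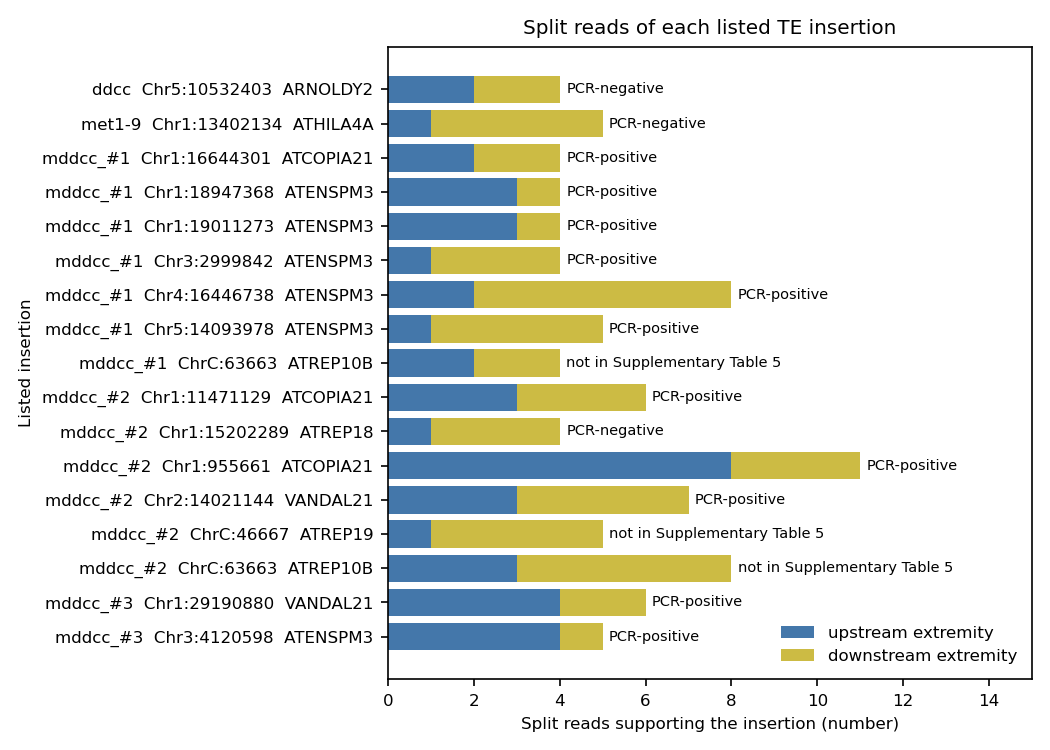
Split reads supporting each of the 17 listed insertions (x axis, number of reads), divided into the upstream and the downstream extremity; each bar is 1 insertion, named by library, chromosome, left limit and TE subfamily, with its PCR result in Supplementary Table 5. Between 4 and 11 split reads support an insertion, and the ranges of the PCR-positive and PCR-negative insertions overlap.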

The 11 transposition events involved 5 TEs (Fig. 3j and Supplementary Table 5); these transposed TEs (AT1TE42210, AT2TE20205, AT5TE65370, and AT1TE49860) show the highest expression levels in *mddcc*, suggesting that the high degree of TE transcriptional activation only partially correlates with transpositional activation. 

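For the 11 insertions that amplified by PCR, the lists name 5 possible donor copies, AT1TE42210, AT2TE18415, AT2TE20205, AT5TE65370 and AT2TE42810, and Supplementary Table 5 assigns the insertions to 4 of them. AT5TE65370 is the only copy listed for 3 ATCOPIA21 insertions, with 4, 6 and 11 split reads, and AT2TE42810 the only one for 2 VANDAL21 insertions, with 7 and 6 split reads. The 6 ATENSPM3 insertions together have 30 split reads, of which 18 were assigned to AT1TE42210, 6 to AT2TE20205 and 6 to AT2TE18415. All split reads point to AT1TE42210 at 2 of these insertions, on chromosome 1 at 19011273 (4 split reads) and on chromosome 4 at 16446738 (8 split reads), whereas the other 4 are divided between copies. At the insertion on chromosome 1 at 18947368, which Supplementary Table 5 assigns to AT2TE20205, 2 split reads were assigned to AT2TE18415 and 1 each to AT1TE42210 and AT2TE20205. At the insertion on chromosome 5 at 14093978, AT2TE18415 and AT2TE20205 have 2 split reads each, and at that on chromosome 3 at 4120598, AT2TE20205 has 3 and each of the others 1. The ends of these copies are close in sequence. Of the 20-nt words in the 300 bp up to position 12947014 of chromosome 1, at the end of AT1TE42210, 68.0% also occur at the end of one of the copies on chromosome 2. AT1TE49860 is the donor of the insertion in *mddcc*_#2 on chromosome 1 from 15202289 to 15202294, which is PCR-negative. It has 1 and 3 split reads at its extremities, 2 of them assigned to AT1TE49860, and the sequence around its site matches 657 other places in the nuclear genome.

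**Figure D2:**
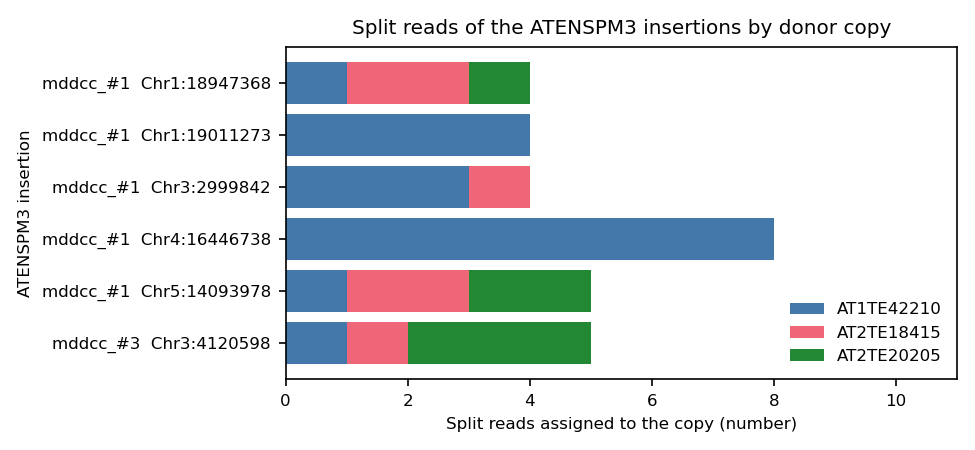
Split reads of the 6 ATENSPM3 insertions (x axis, number of reads) by the donor copy they were assigned to; each bar is 1 insertion, named by plant, chromosome and left limit. Only the insertions at 19011273 and 16446738 have all their split reads on 1 copy, AT1TE42210.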

Interestingly, we found that only a partial and antisense transcript of AT2TE42810 is increased in *mddcc* relative to *met1-9*, implying that the activation of this part of the locus may be more important than the other part for AT2TE42810 transposition (Fig. 3j). Consistent with previous results showing that mutations in *MET1* cause transposition of a limited number of TEs only after continuous selfing^35^, we did not find any transposed TEs in the *met1-9* mutant, which is newly generated by CRISPR-Cas9 (Supplementary Table 5). 

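The single insertion listed in *met1-9* is of ATHILA4A, an LTR/Gypsy subfamily, with AT2TE20085 as its donor. Its site is on chromosome 1 from 13402134 to 13402153, at TTAACTAGATTTTGAATCTA, inside the pseudogene AT1G35970 (13397664 to 13403558). It has 1 split read at the upstream and 4 at the downstream extremity, its overlap of 20 bp is the longest of all listed insertions, and the 300 bp on each side of its site match 217 other places in the nuclear genome. Supplementary Table 5 gives it no positive PCR result. At the depth of this library, 3 insertions would give a rate of 0.257 per M uniquely mapped reads, and in WT, where no insertion was listed, 0.250 per M. With 1 library of each genotype, these rates have no replicate check.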

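The insertions differ between the *mddcc* plants. In *mddcc*_#1, 1 ATCOPIA21 and 5 ATENSPM3 insertions amplified by PCR, in *mddcc*_#2 2 ATCOPIA21 and 1 VANDAL21 insertion, and in *mddcc*_#3 1 ATENSPM3 and 1 VANDAL21 insertion. None of the 12 nuclear insertions listed in a *mddcc* plant overlaps an insertion of another plant or genotype. The only site shared between libraries is the chloroplast site at 63663, listed in *mddcc*_#1 and *mddcc*_#2, and counting sites within 1000 bp of each other as shared gave the same number of shared sites. The lists give the split reads that support an insertion but not the reads that match the unoccupied site, so the share of cells or chromosomes that carry an insertion was not analysed here.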

Of note, in the *mddcc* mutant, the 11 transposition events were identified in the first homozygous generation. 

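Scaled to depth, *mddcc*_#1 had 1.22 listed insertions per M uniquely mapped reads (exact 95% Poisson interval 0.489 to 2.51), *mddcc*_#2 had 0.879 (0.322 to 1.91) and *mddcc*_#3 had 0.445 (0.0539 to 1.61). The rate was 0.0743 in *ddcc* (0.00188 to 0.414) and 0.0858 in *met1-9* (0.00217 to 0.478), and the upper limit in WT was 0.308. The intervals cover counting error only, and those of *ddcc* and *met1-9* overlap those of *mddcc*_#2 and *mddcc*_#3. The upper limit in WT also lies above the lower limit in *mddcc*_#3. On nuclear chromosomes alone, a setting chosen after seeing the data, *mddcc*_#1 had 1.04 per M (0.383 to 2.27). That interval overlaps those of *ddcc* and *met1-9*, whose listed insertions are all nuclear. The mean rate was 0.847 ± 0.387 in *mddcc* (SD, n = 3 plants) and 0.0534 ± 0.0466 in the other libraries (SD, n = 3), a difference of 0.794 (exact permutation test, two-sided, p = 0.1, the smallest possible here). This difference is larger than the SD among the *mddcc* plants, whereas the SD of the other libraries is a spread across genotypes. The *mddcc* plants were also the older ones. The calls were made from reads left unmapped, so the number of insertions listed need not rise with uniquely mapped reads. The unique mapped rate was 15.7% to 27.2% in *mddcc* and 51% to 58.3% in the other libraries. A low unique mapped rate alone therefore widens the contrast between these rates. Relative to clean reads the difference was 0.181 per M, and with the insertions that amplified by PCR alone it was 0.643 per M uniquely mapped reads. With each *mddcc* plant left out in turn, the difference stayed between 0.608 and 0.995. By the paper's account, *ddcc* has lost almost all non-CG methylation and *met1-9* almost all CG methylation, with a low level remaining at pericentromeric regions relative to *mddcc*. The insertions that amplified by PCR were all in *mddcc*.

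**Figure D3:**
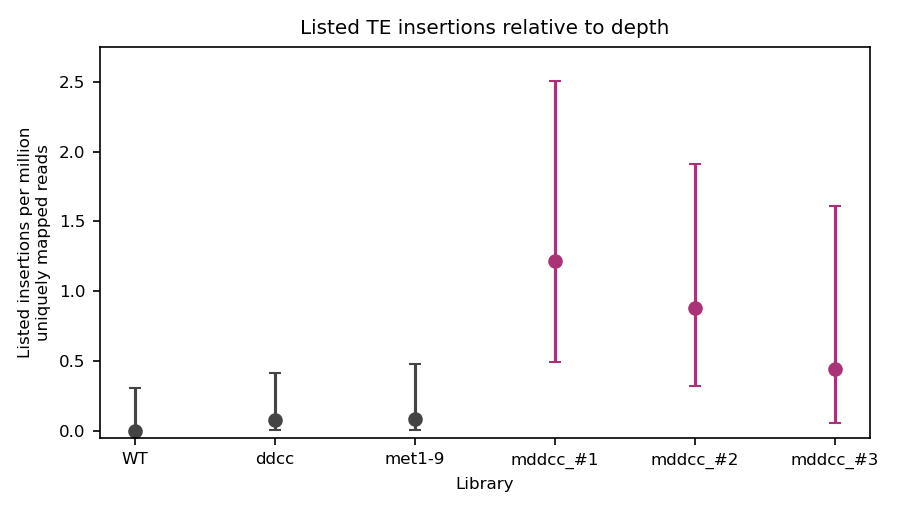
Listed insertions per 1000000 uniquely mapped reads (y axis) in each of the 6 libraries (x axis); points are the rates and bars the exact 95% Poisson intervals. The *mddcc* plants lie between 0.445 and 1.22 and the other libraries between 0 and 0.0858.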

Our findings confirm prior results indicating that CG and non-CG methylation act redundantly to prevent TEs transposition.

### Expression of antisense transcripts and non-annotated transcripts in DNA methyltransferase-deficient mutants

DNA methylation (both CG and non-CG) in gene bodies has been proposed to suppress the expression of intragenic antisense transcripts^57–59^; however, mutation in *MET1*, which results in a substantial loss of gene body methylation, causes overexpression of only a handful of intragenic antisense transcripts^29^. We hypothesized that CG and non-CG methylation may act redundantly to suppress the expression of intragenic antisense transcripts. To test this idea, we identified antisense transcripts with significantly altered expression (fold change > 4, *p*-adjusted < 0.01) in *ddcc*, *met1-9*, and *mddcc* mutants compared to WT. The numbers of misexpressed antisense transcripts in *met1-9* and *mddcc* mutants are low, but higher than those in *ddcc*. The observed increase in *mddcc* relative to *met1-9* is minor (Fig. 4a, b). As expected, most of the genes with up-regulated antisense transcripts harbor heavy DNA methylation in WT plants (Fig. 4c, d). These results support a role of CG and non-CG methylation in the gene bodies in suppressing antisense transcription on a restricted number of loci.

**Fig. 4:**
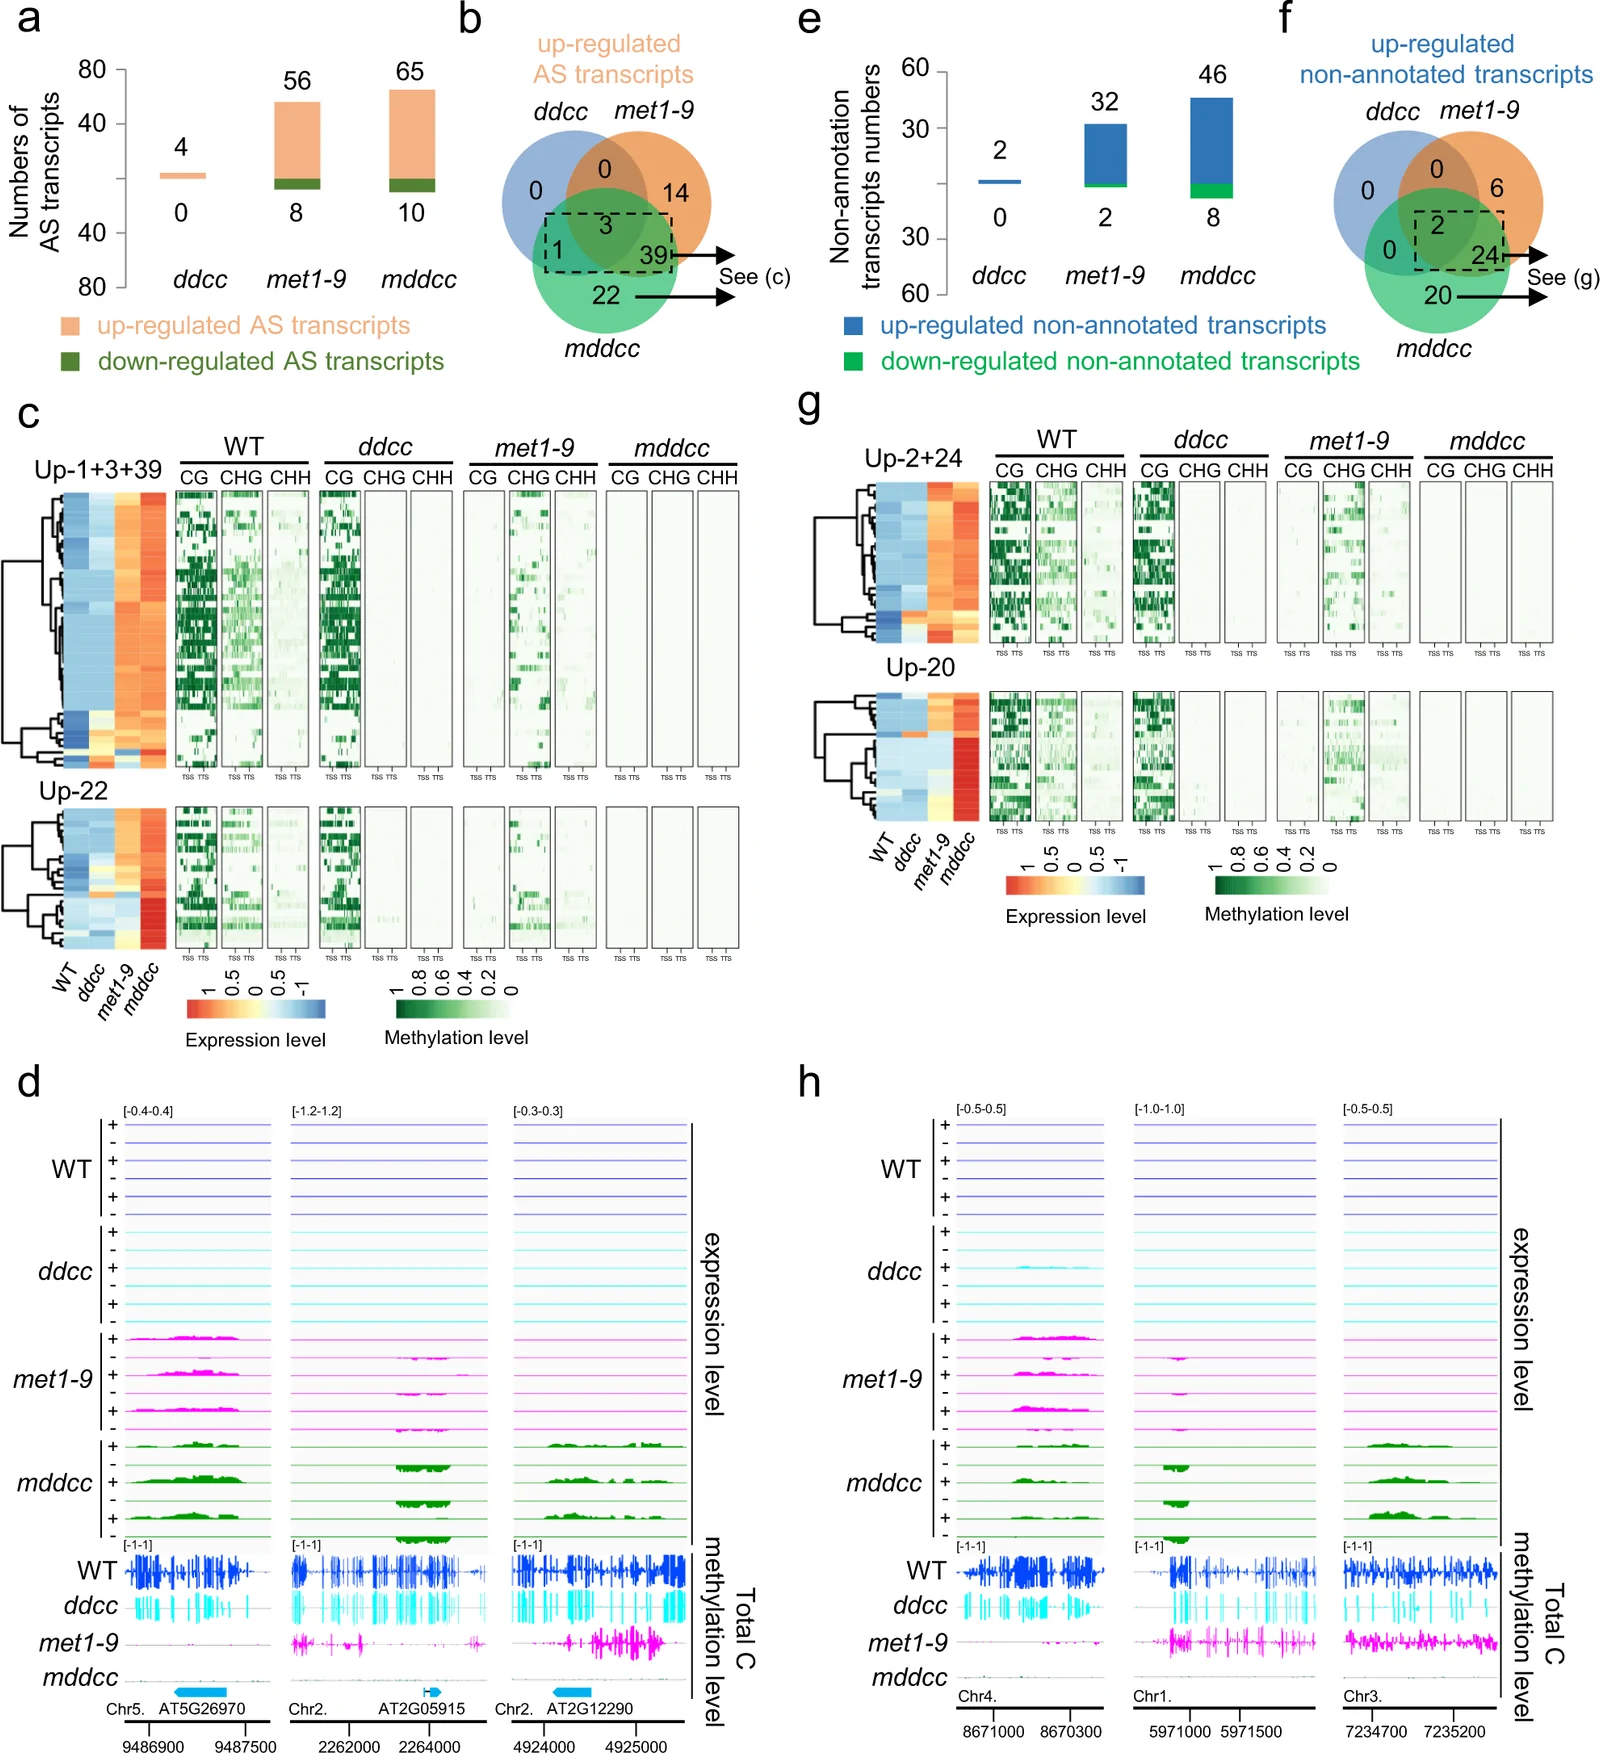
DNA methylation represses the expression of antisense and non-annotated transcripts. **a** Numbers of differentially expressed antisense (AS) transcripts in the indicated mutants relative to WT. **b** Venn diagram showing the overlap among up-regulated AS transcripts in *ddcc*, *met1-9*, and *mddcc* mutants. **c** Heat maps showing the expression and DNA methylation patterns of the antisense transcripts in the indicated groups. **d** Snapshots of expression and DNA methylation levels over three antisense transcript genes in the indicated mutants. **e** Number of differentially expressed non-annotated transcripts in the indicated mutants relative to WT. **f** Venn diagram showing the overlap among up-regulated non-annotated transcripts in *ddcc*, *met1-9*, and *mddcc* mutants. **g** Heat maps showing the expression and DNA methylation patterns of the non-annotated transcripts in the indicated groups. **h** Snapshots of expression and DNA methylation levels over three non-annotated transcripts in the indicated mutants.

Additionally, we searched for non-annotated transcripts with different expression levels (fold change > 2, *p*-adjusted < 0.01) in *ddcc*, *met1-9*, and *mddcc* mutants relative to WT. Interestingly, we identified 46 non-annotated transcribed elements in the *mddcc* mutant (Fig. 4e, f). The vast majority of loci of up-regulated non-annotated transcripts display dense DNA methylation in WT plants (Fig. 4g, h). This finding suggests that additional transcribed elements, whose expression is blocked by DNA methylation, exist in the *Arabidopsis* genome.

### DNA methylation is required for normal *Arabidopsis* development but dispensable for its survival

To investigate the significance of DNA methylation for plant development, we phenotyped the *ddcc*, *met1-9*, and *mddcc* mutants throughout their life cycle. While seedling size in *ddcc* and *met1-9* is similar to that in WT (Fig. 5a), *mddcc* seedlings are extremely small (Fig. 5a). The reduction in size is even more pronounced when *mddcc* plants are grown in soil, where they display a range of phenotype severities (Fig. 5b). This phenotypic variability among *mddcc* individual plants may be caused by TE transposition in these plants (Fig. 3 and Supplementary Fig. 12). 

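Of the 11 insertions that amplified by PCR, 8 lie in an annotated gene, 5 of them in coding sequence, 2 in a UTR and 1 in a pseudogene. In *mddcc*_#1, they are in the coding sequence of AT4G34400 (chromosome 4, 16445141 to 16447822, exon 5 of 8 of its first transcript), in that of AT5G35945 (chromosome 5, 14093675 to 14094286, exon 2 of 2), in the 3′ UTR of 3 of the 15 annotated transcripts of AT1G51270 (chromosome 1, 19007364 to 19011285) and in the pseudogene AT1G43886 (chromosome 1, 16638997 to 16645265). The 2 intergenic insertions of this plant lie between *FBH3* (AT1G51140, 1556 bp away) and *DEG6* (AT1G51150, 996 bp away) and between *LOG2* (AT3G09770, 1587 bp away) and *CCR1* (AT3G09780, 868 bp away). In *mddcc*_#2, the insertions are in the coding sequence of *SOM* (AT1G03790, chromosome 1, 954290 to 956144) and of AT1G31940 (chromosome 1, 11470056 to 11471481, exon 1 of 3) and in the 5′ UTR of *ATP3* (AT2G33040, chromosome 2, 14018610 to 14021185). Around the *SOM* insertion the sequence is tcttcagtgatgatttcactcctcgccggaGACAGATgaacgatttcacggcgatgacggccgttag, with the overlap in capitals. In *mddcc*_#3, an insertion is in the coding sequence of AT1G77670 (chromosome 1, 29188843 to 29191079, exon 1 of 2), at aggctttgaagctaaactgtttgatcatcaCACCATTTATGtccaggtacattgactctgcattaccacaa, and the other lies between AT3G12915 (4647 bp away) and *BRG3* (AT3G12920, 1186 bp away). The PCR-negative insertion in *mddcc*_#2 lies between the pseudogenes AT1G40121 (10298 bp away) and AT1G40123 (7665 bp away). Over the 12 nuclear insertions of the 3 plants, 66.7% were in a gene, against 64.1% of random nuclear positions, a difference that chance gives often (permutation test with 100000 draws, p = 0.555 one-sided, and 1.00 two-sided before and after adjustment). The phenotype of each sequenced plant was not analysed here.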

Noticeably, although *mddcc* plants grow slowly and exhibit severe developmental alterations, their survival span is longer than that of other genotypes in long-day conditions (Supplementary Fig. 13), leading to the conclusion that DNA methylation is necessary for *Arabidopsis* development but dispensable for its survival. Nevertheless, we found that the *mddcc* mutant never flowered (Fig. 5c and Supplementary Fig. 13), which correlates with the aberrant expression of genes involved in floral development (Fig. 5d). Previous studies have demonstrated that the loss of DNA methylation at the *FWA* promoter in *met1* mutants causes ectopic *FWA* expression, which results in late flowering^60^. Since the expression levels of *FWA* are comparable between *met1-9* and *mddcc* (Fig. 5e), other genes must underlie this phenotypic difference between the two mutants.

**Fig. 5:**
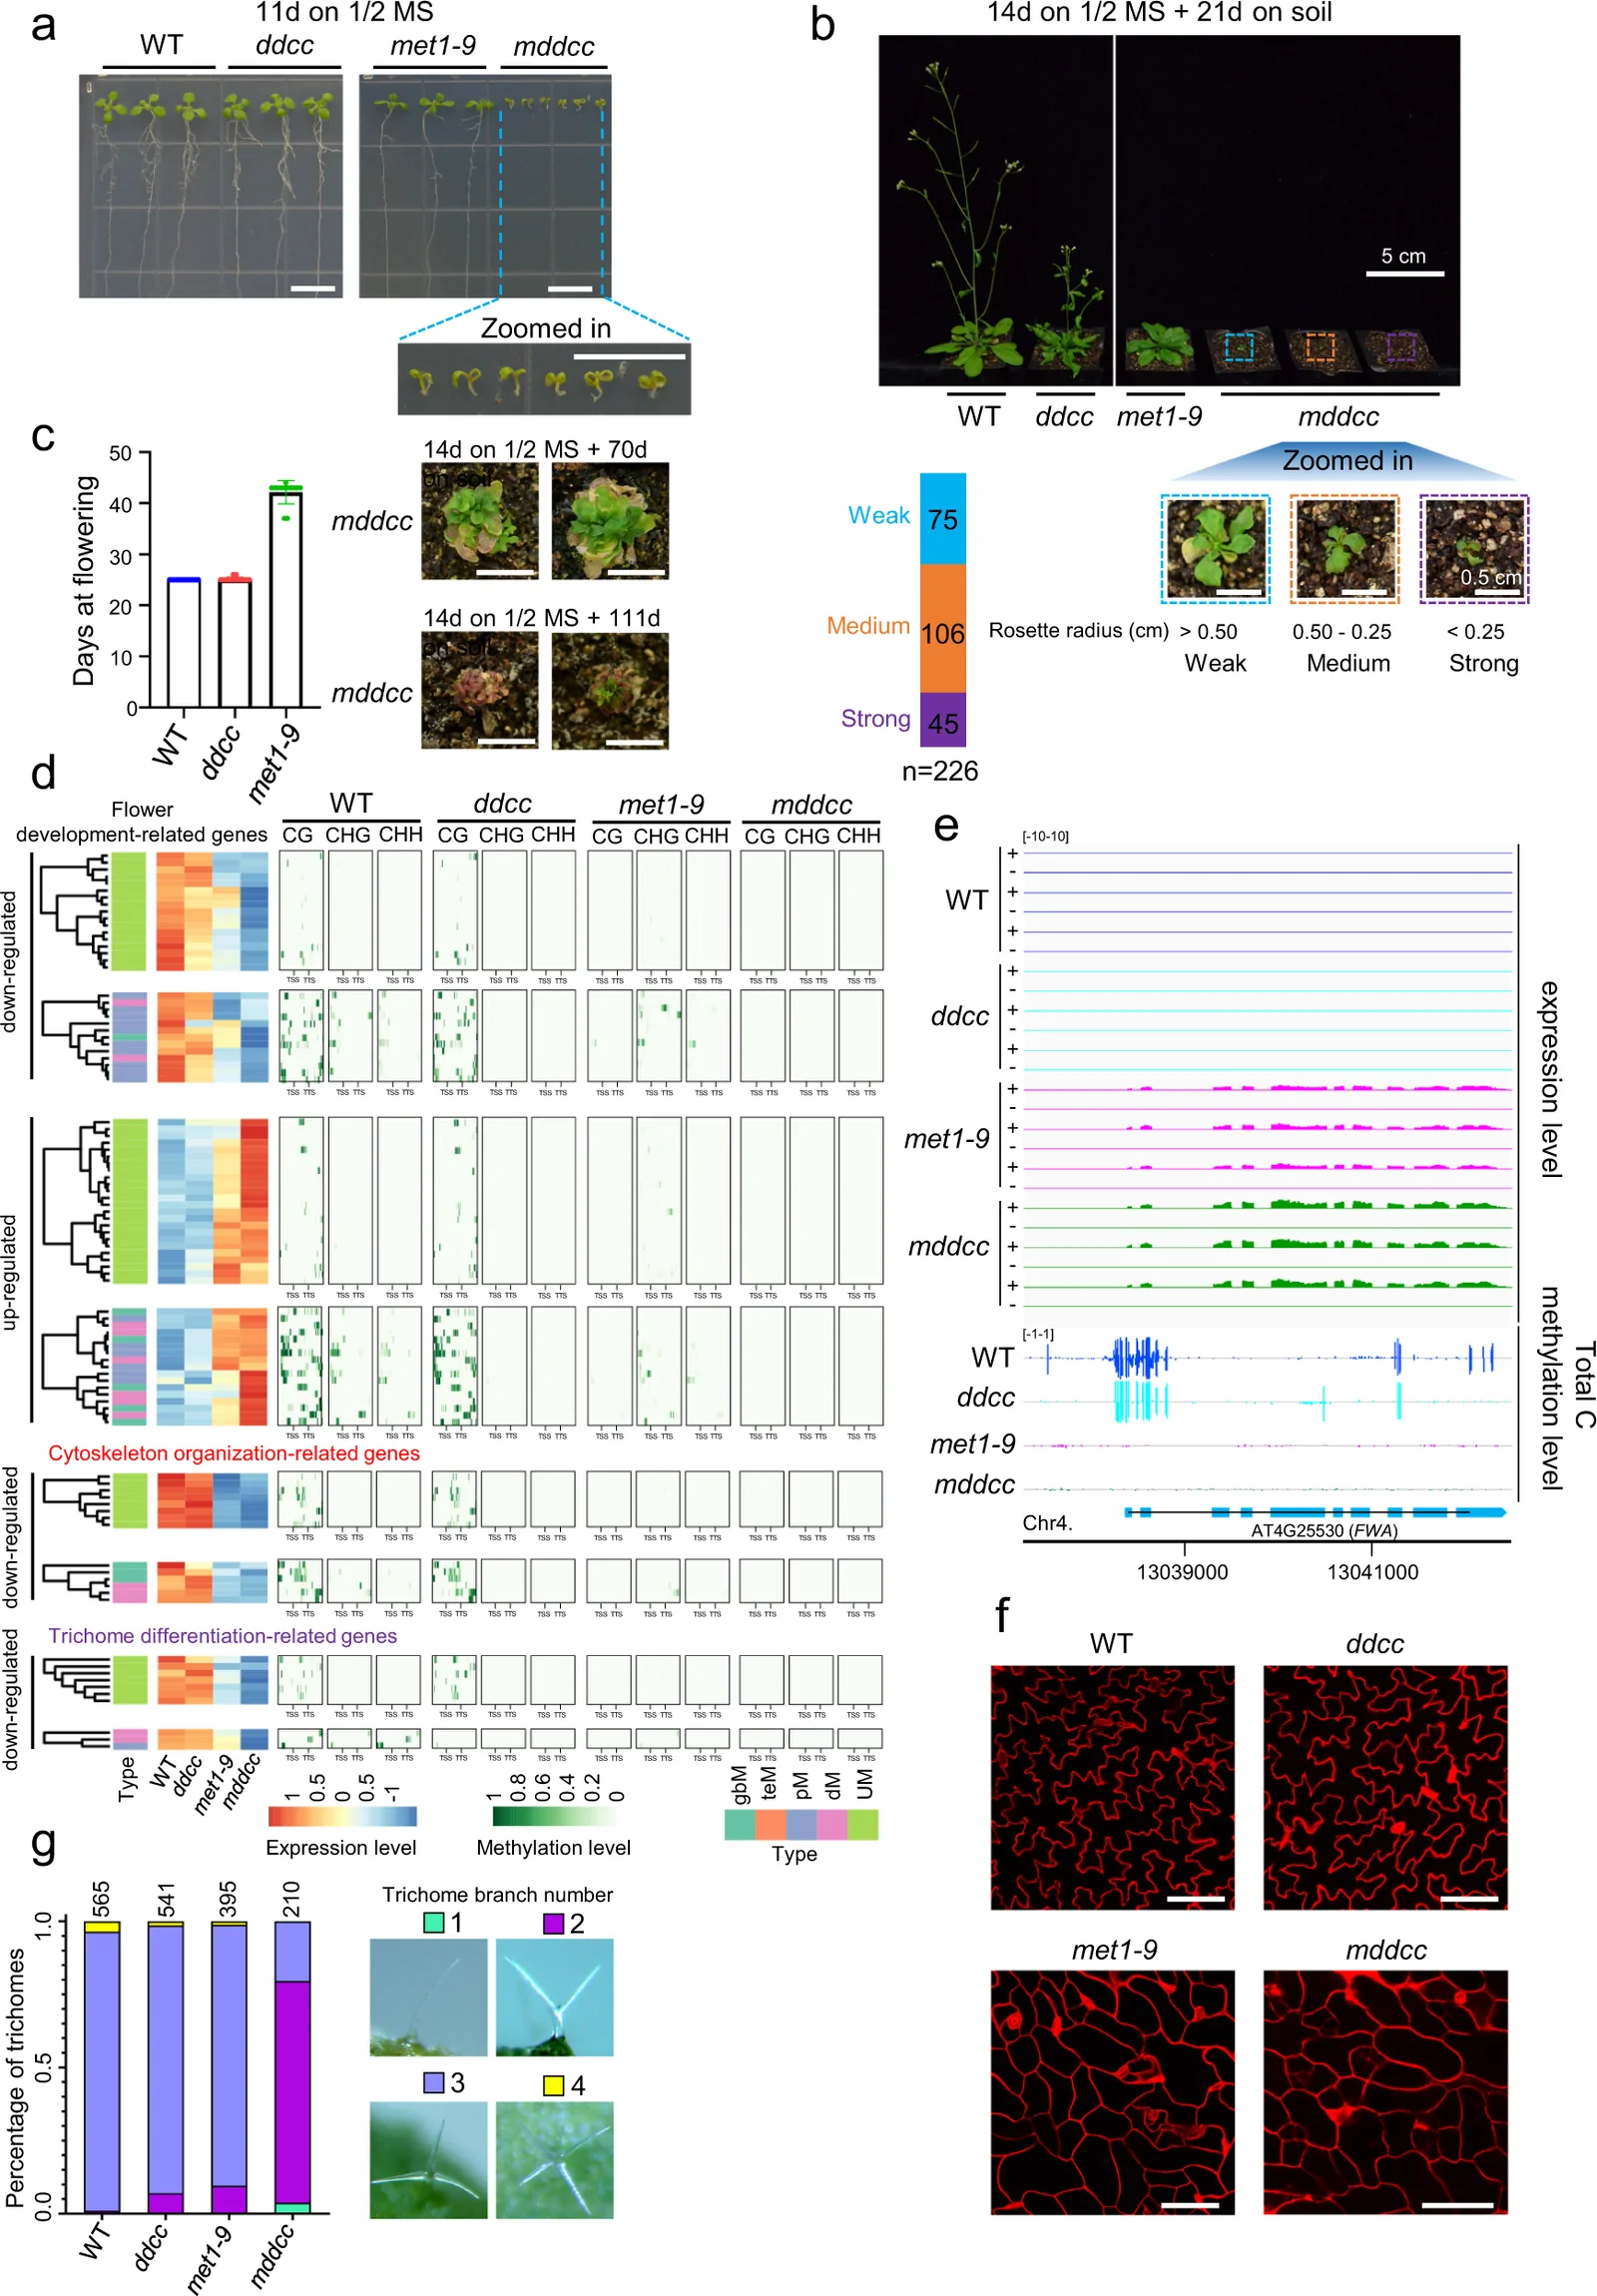
The *mddcc* mutant exhibits a suite of extreme developmental defects and fails to flower. **a** Phenotypes of 11-day-old seedlings of the indicated genotypes on 1/2 MS media. Scale bar, 1 cm. **b** Phenotypes of 35-day-old plants of the indicated genotypes. After growing for 14 days on 1/2 MS media, the plants were transplanted into soil for 21 days of growth. Based on the rosette radius, the phenotypes of the *mddcc* mutant were classified into Weak, Medium and Strong, as indicated; the bar plot shows the relative abundance of each of these categories. **c** The *mddcc* mutant never flowers. Left, bar pot showing the flowering times of the indicated genotypes grown in long-day conditions. The data are the means ± SD of the biological repeats (*n* = 13). Right, phenotypes of 84-day-old and 125-day-old *mddcc* plants. After growing for 14 days on 1/2 MS media, the plants were transplanted into soil for 70 or 111 days of growth. Scale bar, 1 cm. **d** Heat maps showing the expression and DNA methylation patterns of flower development-related genes (upper panel), cytoskeleton organization-related genes (middle panel), and trichome differentiation-related genes (lower panel) in the indicated genotypes. Flower development-related genes (see Supplementary Data 1) were selected from the overlap between GO:0009908 (flower development) and DEGs in *mddcc*. Cytoskeleton organization-related genes (see Supplementary Data 1) were selected from microtubule-related GO terms over-represented in the subset of down-regulated genes common to *met1-9* and *mddcc* (Fig. 2c). Trichome differentiation-related genes (see Supplementary Data 1) were identified from the overlap between GO:0010026 (trichome differentiation) and down-regulated genes in *mddcc*. **e** Snapshots of expression and DNA methylation levels over AT4G25530 (*FWA*) in the indicated mutants. **f** Representative images of pavement cell morphology of cotyledons from 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Cell outlines were visualized with PI. Scale bar: 100 μm. Experiments were independently repeated two times with similar results. **g** Trichome branch number in WT, *ddcc*, *met1-9*, and *mddcc*. The numbers above the bars indicate the total number of trichomes analyzed. Trichomes were observed from the first true leaf of 11-day-old plants. Source data are provided as a Source Data file.

Intriguingly, mutation in *MET1* is sufficient to alter pavement cell shape from irregular (jigsaw-puzzle shape)^61^ to regular (lacking interdigitation of lobes) (Fig. 5f and Supplementary Fig. 14a), and to cause spontaneous cell death (Supplementary Fig. 14c). Consistently, cytoskeleton organization-related genes with pivotal roles in controlling pavement cell shape^62,63^ and cell death-related genes are sharply down-regulated and up-regulated, respectively, in both *met1-9* and *mddcc* mutants (Fig. 5d and Supplementary Fig. 14d). In addition, CG methylation affects endoreduplication in nuclei isolated from cotyledons from 11-day-old seedling, since the distribution of DNA content in nuclei from *met1* and *mddcc*, which peaks at 8 °C, is different from that in nuclei from WT and *ddcc*, which peaks at 16 °C instead (Supplementary Fig. 14b)^61^. In contrast to WT, *ddcc*, and *met1*, where trichomes generally have three branches, the majority of trichomes in *mddcc* have two branches (Fig. 5g and Supplementary Fig. 14e), indicating that CG and non-CG methylation redundantly contribute to trichome development. In addition, DNA methylation is essential for proper vascular development, since vasculature is dramatically reduced in the *mddcc* mutant (Supplementary Fig. 15a–c). Gene expression analyses support our findings, since multiple genes involved in trichome differentiation and vascular development are drastically misexpressed in *mddcc* (Fig. 5d and Supplementary Fig. 15d). Given the extreme developmental defects of the *mddcc* mutant, we wondered whether DNA methylation might be required for meristem activity. While the shoot apical meristem (SAM) in both *met1-9* and *ddcc* mutants is comparable to that in WT (Supplementary Fig. 16a, b), the SAM in the *mddcc* mutant is severely reduced (Supplementary Fig. 16a, b), implying that CG and non-CG methylation are redundantly involved in the development of the SAM. In line with this observation, misregulation of genes involved in SAM development is maximal in the *mddcc* mutant (Supplementary Fig. 16c).

Root length is slightly reduced in *ddcc* and *met1* compared to the WT, but is drastically decreased in *mddcc* (Fig. 6a). To examine the activity of the RAM, we applied the thymidine analog 5-ethynyl-2′-deoxyuridine (EdU) to visualize cell proliferation in this area^64,65^. We found that the EdU signal, a proxy for DNA replication and cell division, is dramatically decreased in *met1-9*, and is virtually undetectable in *mddcc* (Fig. 6b), demonstrating that CG methylation contributes to cell proliferation in the RAM, with non-CG methylation acting partially redundantly. Remarkably, we found that xylem differentiation and root hair differentiation occur prematurely in *mddcc*, being frequently observed directly at the root tip (Fig. 6c–e and Supplementary Fig. 17); this phenotype suggests that CG and non-CG methylation act redundantly to either inhibit root cell differentiation and/or promote meristem maintenance.

**Fig. 6:**
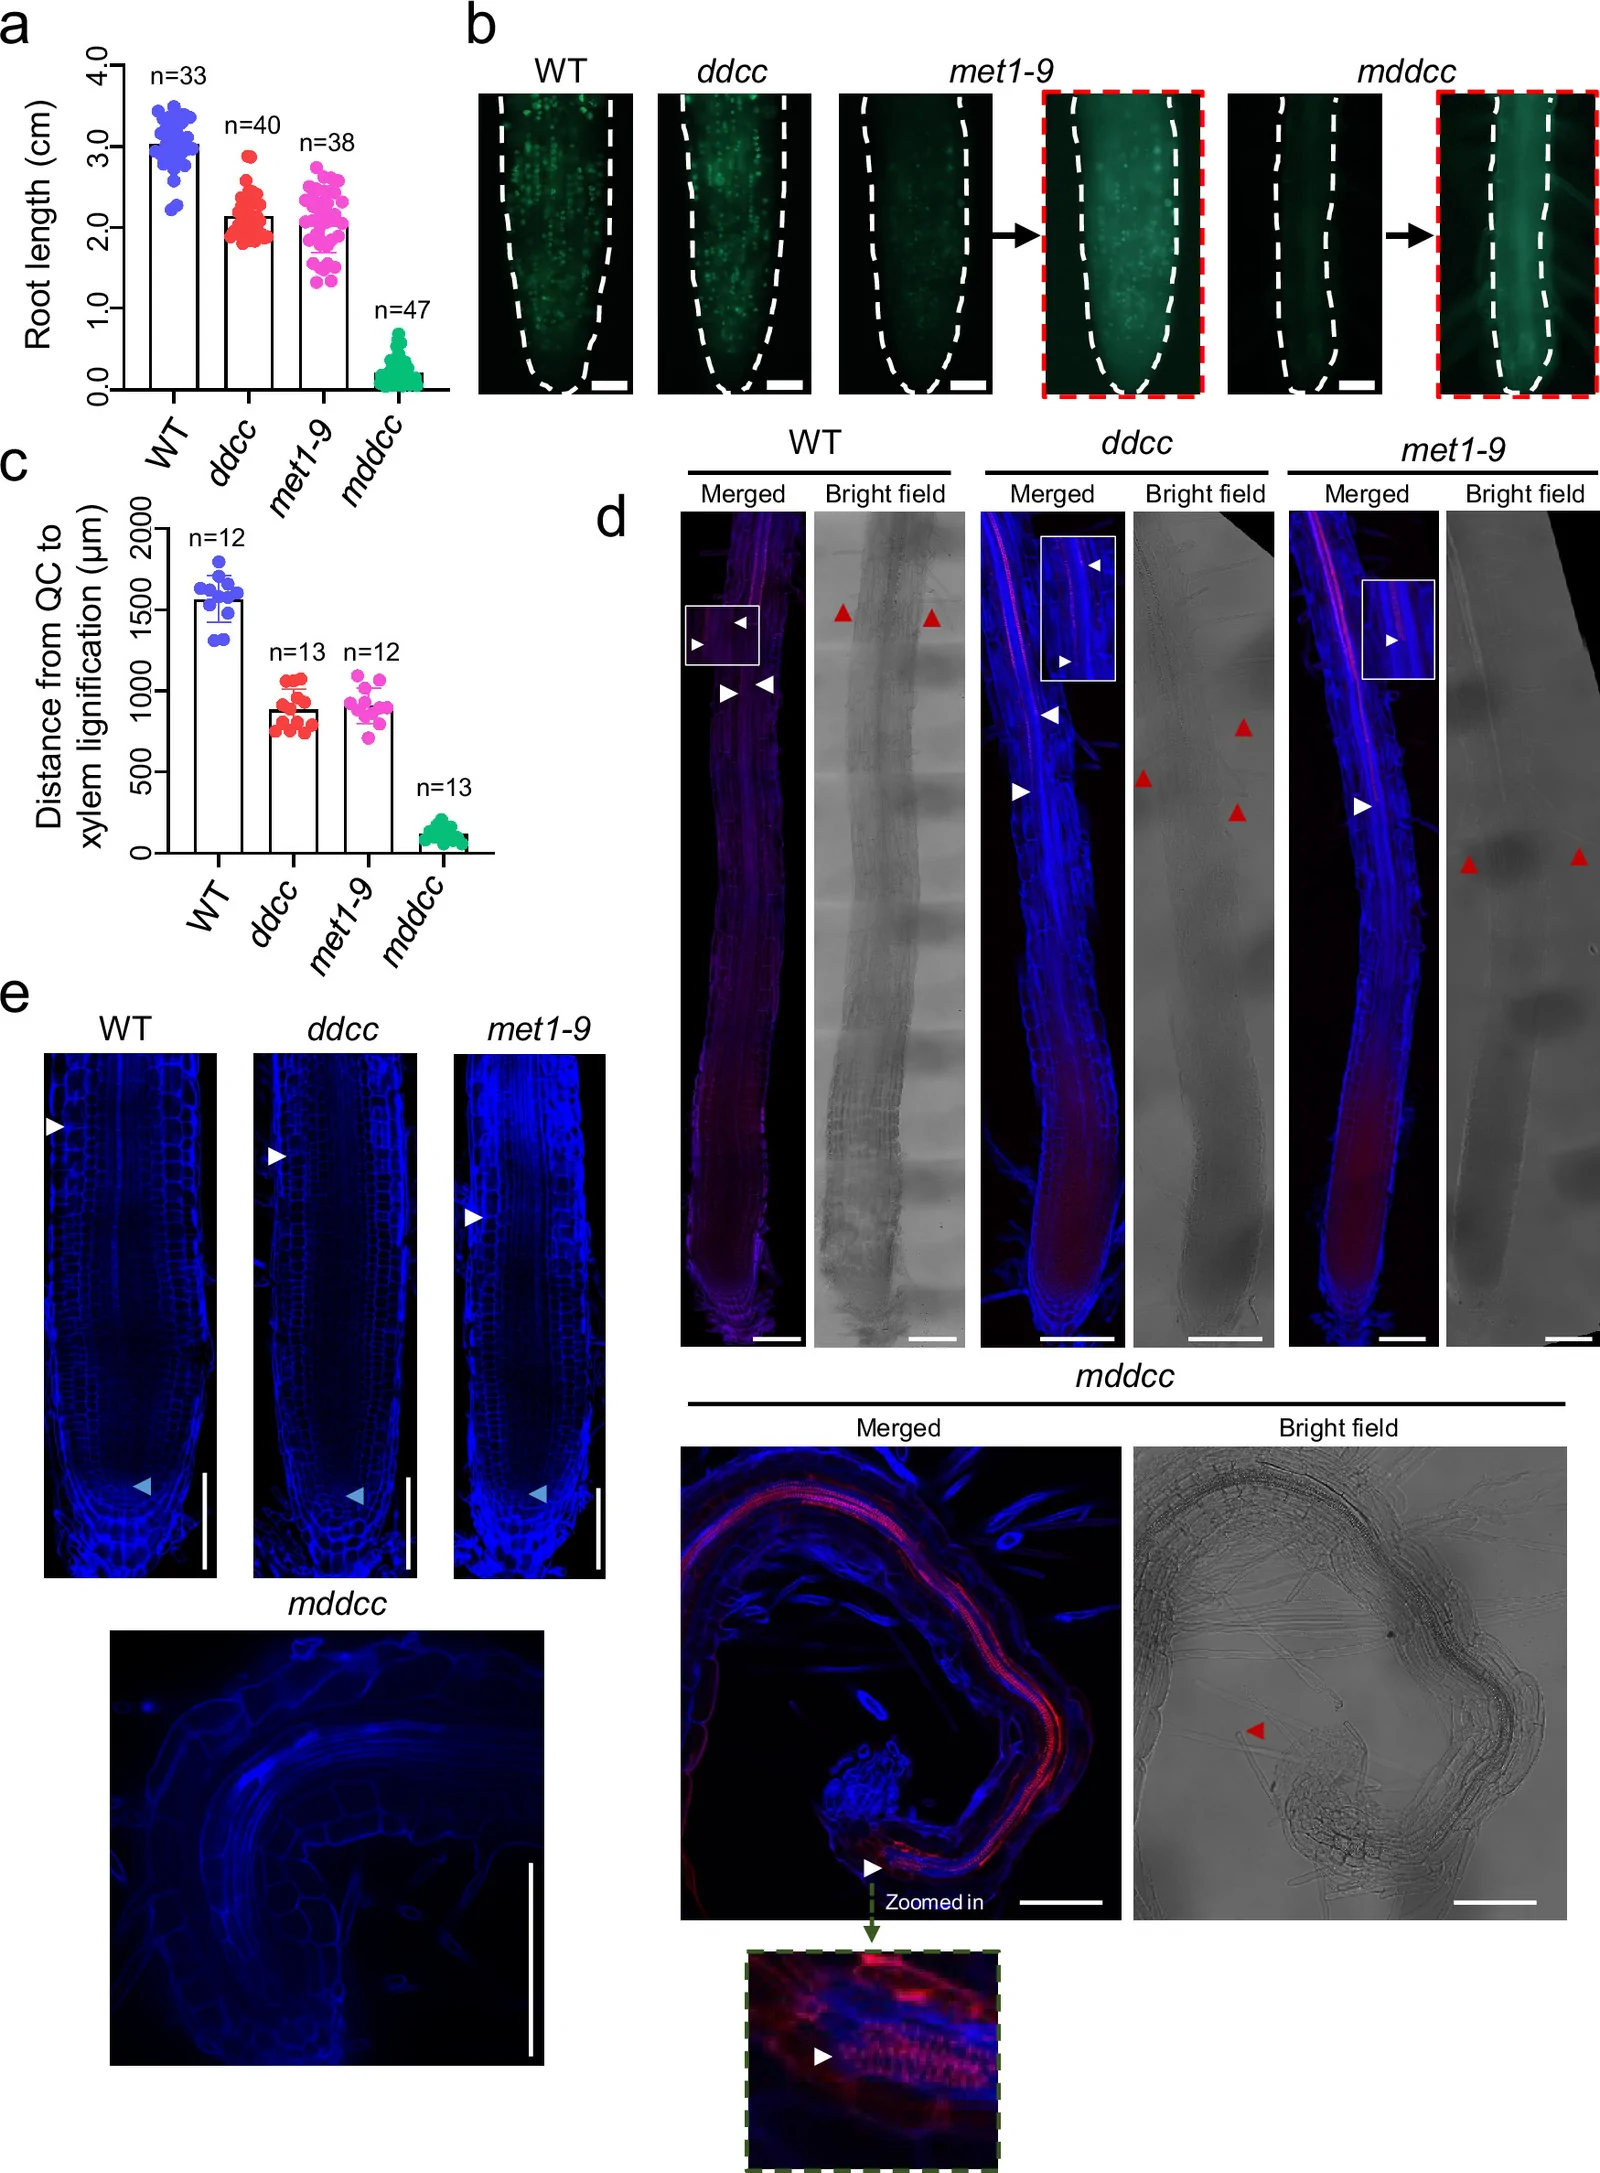
CG and non-CG methylation jointly regulate the activity of RAM. **a** Quantification of root length of 9-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. The data are the means ± SD of the biological repeats. **b** Representative images of EdU labeling in the RAM of roots of 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Images framed with a red dotted line show a higher exposure version of the images on the left. Scale bar: 50 μm. Experiments were independently repeated two times with similar results. **c** Distance from the QC to xylem lignification in roots of 9-day-old WT, *ddcc*, *met1-9*, and *mddcc* mutants. The data are the means ± SD of the biological repeats. **d** Cleared roots stained with calcofluor white (blue) and basic fuchsin (red). White arrowheads indicate the site of appearance of the first protoxylem cells; red arrowheads indicate root hairs. Scale bar: 100 μm. Experiments were independently repeated two times with similar results. **e** Representative images of root meristems from 9-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Cell outlines were visualized with calcofluor white. Blue and white arrowheads indicate the QC and the cortex transition boundary, respectively. Scale bars: 100 μm. Experiments were independently repeated two times with similar results. Source data are provided as a Source Data file.

## Discussion

The mechanisms regulating DNA methylation in plants have been extensively studied in the model species *Arabidopsis* in the past decades^1,2,4–9,12–14,28,66^. However, DNA methylation-free mutant plants have not been available thus far, and consequently it remained unclear to what extent this epigenetic modification was required for plant growth and development. Here, we mutated all known functional DNA methyltransferases in *Arabidopsis*, generating a quintuple mutant devoid of DNA methylation (Fig. 1). Our results demonstrate that DNA methylation in *Arabidopsis* is mediated entirely by the five previously identified DNA methyltransferase enzymes. The extremely low levels of DNA methylation in *mddcc* are likely attributable to non-conversion of unmethylated cytosines (Supplementary Table 1). In *Arabidopsis*, there are three *MET1* homologs (AT4G14140, AT4G13610, and AT4G08990), of which the potential function in DNA methylation is unexplored. Considering that these homologous genes are expressed in seedlings^67^ and that DNA methylation is completely erased in *mddcc*, it seems likely that the encoded proteins do not play a prevalent role in maintaining DNA methylation, although we cannot exclude that they may maintain DNA methylation in endosperm since their expression levels are up-regulated in endosperm relative to other tissues^68^. Of note, a function of these or other yet-to-be-identified DNA methyltransferases in very limited specific cells or at certain developmental stages, of which the contribution might have been diluted in our experimental approach, can nevertheless not be ruled out at this point.

It is notable that complete removal of DNA methylation in *Arabidopsis* is not lethal, rendering individuals infertile yet viable. In contrast, null mutations in single DNA methyltransferases result in seedling or embryonic lethality in rice or maize^69,70^. Compared to *Arabidopsis*, these plants have much higher contents of TEs in their genomes^71^, and consequently much higher probabilities of essential genes being affected by nearby TEs and thus by DNA methylation around the TEs. Even though DNA methylation is present in the genomes of all vertebrates and plants, there are species without DNA methylation, as exemplified by *Drosophila melanogaster*, *Caenorhabditis elegans*, and *Tribolium castaneum*^13,72^. It seems that these species have evolved other mechanisms to replace the central function of DNA methylation, namely the silencing of TEs^73^. While our manuscript was under review, Liang et al. reported that an *mddcc* mutant is embryonically lethal^74^. It should be pointed out that their failure to obtain a viable *mddcc* mutant likely results from the fact that their selected *ddcc* alleles (*drm1-2 drm2-2 cmt3-11 cmt2-7*), as well as the process employed for the generation of the quintuple mutant^74^ (CRISPR/Cas9-mediated mutation of *MET1* in the WT background and subsequent crossing with the *ddcc* mutant), are different from the ones used in this work (*drm1-2 drm2-2 cmt3-11 cmt2-3*; CRISPR/Cas9-mediated mutation of *MET1* directly in the *ddcc* background (see the “Methods” section)).

The DNA methylation-free *mddcc* mutant has enabled a comprehensive assessment of the full impact of DNA methylation on the regulation of gene expression, TE silencing, and plant development. Our results indicate that the degree of functional redundancy between CG methylation and non-CG methylation in the regulation of gene expression is limited (Fig. 2), and that DNA methylation dosage is determinant (Fig. 2g). Unexpectedly, we found that nearly half of the differentially expressed, methylation-associated genes (with the exception of teM genes) are down-regulated in *mddcc* (Fig. 2f), pointing to a possibly broader role of DNA methylation than previously assumed in the promotion of gene expression. Recently discovered DNA methylation reader complexes which promote gene expression support this assumption^75–79^. Also surprising is the observation that half of the DEGs in *mddcc* belong to the unmethylated (UM) category (Fig. 2h); it is conceivable that the altered expression of these genes is a byproduct of changes in the expression of DNA methylation-associated genes, or, alternatively, is regulated by distant DNA methylation through chromosomal interactions^80^.

Our results also revealed that DNA methylation in introns at Intron-teM genes promotes the accumulation of full-length transcripts (Fig. 2i and Supplementary Fig. 10). This role is in agreement with the recent discovery of a protein complex that promotes distal polyadenylation of intron-methylated genes^45–49,81^. It seems likely that DNA methylation-associated heterochromatic histone modifications may recruit this protein complex to Intron-teM genes to facilitate the production of full-length transcripts.

In contrast to gbM, dM, and pM genes, the expression of most teM genes is up-regulated in *mddcc* (Fig. 2f), suggesting that DNA methylation acts to restrain gene expression when gene bodies carry heavy non-CG methylation. Across all mutants, few DEGs belong to the gbM gene category (Fig. 2f), supporting that either CG methylation in gbM genes has a limited role in regulating gene expression, or that the role of gbM in regulating gene expression is limited, and the affected transcripts did not reach the threshold to be considered DEGs in our analyses. In a recent preprint, Shahzad et al. showed that gene body methylation tends to have a modest positive effect on gene expression in natural accessions and that natural variation in this trait is associated with environmental variables, suggesting a role in adaptive evolution^59^. In mouse cells, CG methylation in gene bodies prevents cryptic transcription initiation^82^. However, results obtained in *Arabidopsis* do not support a similar function in plants^83^.

Interestingly, we found that the proportion of DEGs in dM genes is similar to that in pM genes; how DNA methylation at 3′ downstream sequences regulates gene expression is poorly understood. Conceivably, DNA methylation in these regions may affect transcription termination or transcript processing, hence affecting transcript stability, or may even impact promoter function through the formation of chromatin loops^84,85^.

The subset of up-regulated genes in the DNA methylation-deficient mutants is highly enriched in defense-related GO terms (Supplementary Fig. 5a, c), which suggests a general role of DNA methylation in this process. This is consistent with recent studies showing that DNA demethylases are required for the expression of defense-related genes and for plant resistance against fungal and bacterial pathogens^86–89^.

It should be noted that the age of the plants used for the transcriptomic analysis is genotype-dependent: while 2-week-old plants were used for the WT, *met1*, and *ddcc*, 5-week-old plants were used for the quintuple *mddcc* mutant. The justification for this experimental design lies on the extremely slow pace of growth and development exhibited by the latter, which renders 5-week-old *mddcc* plants more similar to 2-week-old plants of the other genotypes analyzed. To exclude the possibility that DEGs identified in *mddcc* in this study are mainly caused by the difference in sampling time, we compared the expression levels of these DEGs between 5-week-old *mddcc* and 5-week-old WT plants. We found that more than half of these DEGs are similarly up/down-regulated in 5-week-old *mddcc* compared to 5-week-old WT plants (Supplementary Fig. 19). Most of those DEGs that are not similarly up/down-regulated in 5-week-old *mddcc* compared to 5-week-old WT plants display the corresponding changes in 2-week-old *met1* plants relative to 2-week-old wild-type plants (Supplementary Fig. 19), suggesting that the expression of these genes can be regulated by DNA methylation rather than purely developmental stage-dependent. In parallel, we compared the expression levels of selected previously described DEGs potentially involved in specific phenotypes of the *mddcc* mutant, finding that the majority of very highly up-regulated DEGs are also up-regulated in 5-week-old *mddcc* relative to 5-week-old WT plants, despite the differences in developmental stage (Supplementary Fig. 20). Taken together, these results indicate that the transcript differences identified between the *mddcc* mutant and WT are, at least to a large extent, not artifactual due to the age difference. Nevertheless, an effect of the sampling time on the transcript differences observed cannot be excluded. Moreover, the difference in the development of *mddcc* mutant compared to other genotypes could have unintended secondary effects, which must be considered when interpreting the results. Of note, the analysis of expression of TEs, antisense, and non-annotated transcripts may be also affected by the factors mentioned above (sampling time and developmental stage).

Our results indicate that non-CG methylation fully compensates the loss of CG methylation in terms of transposition, even though this compensation is only partial in terms of TE expression. Interestingly, RdDM has been shown to preferentially target the extremities of long TEs (e.g. ONSEN and other COPIA LTR-retroelements), which is sufficient to prevent their transposition even when they are transcriptionally active^90,91^. While 12 TE subfamilies were identified as mobilized in a *ddm1*-derived epi-RIL population^38^, only three of them were found as transposing in this work; nevertheless, it is worth noting that these three subfamilies account for 98% of the transposition events in the *ddm1*-derived epi-RIL. The detection of additional, lowly represented mobilized TE subfamilies in the *mddcc* mutant might have been hampered by the limited number of individuals included in the analyses. TE transposition occurs in the first homozygous generation of *mddcc*, providing direct evidence that DNA methylation plays a crucial role in protecting genome stability. DNA methylation is known to strongly impact meiotic recombination frequencies^92–94^. It would be of interest to investigate in the future whether the DNA methylation-free mutants may exhibit changes in genomic structural rearrangements.

Choi et al. proposed that DNA methylation and other factors jointly suppress the expression of antisense transcripts^95^; however, according to our results, DNA methylation would have a strong contribution in this process, yet on a limited number of loci (Fig. 4a–d). Interestingly, we found that dozens of non-annotated transcripts are expressed in the *mddcc* mutant (Fig. 4e–h). These non-annotated transcripts may represent unidentified genes or non-coding RNAs normally masked by DNA methylation. Whether these putative novel transcripts have biological functions in plants is at this point an open question.

Strikingly, the *mddcc* mutant displays extremely reduced size and a number of obvious developmental defects, fails to flower (Fig. 5 and Supplementary Fig. 13), and both the SAM and RAM and the formation of the vasculature are dramatically affected in these plants (Fig. 6 and Supplementary Figs. 15 and  16). Our results therefore suggest that meristem activity is redundantly regulated by CG and non-CG methylation. This notion is supported by the fact that DNA methylation dynamically changes during SAM development^96–98^. In contrast, pavement cell shape, cell death, and endoreduplication are specifically controlled by CG methylation (Fig. 5f and Supplementary Fig. 14a–c). Absence of both CG and non-CG methylation in the *mddcc* mutant causes premature cell differentiation in roots; a role of this epigenetic modification in cell differentiation is consistent with the finding that the RAM displays widespread cell type-specific patterns of DNA methylation^99^. Loci encoding crucial regulators of some of the biological processes severely affected in the DNA methyltransferases-deficient mutants analyzed in this work show altered methylation patterns and gene expression levels (Supplementary Data 1). For example, the positive regulator of cell death *ACCELERATED CELL DEATH 6* (*ACD6*) loses DNA methylation in its promoter in *met1* and *mddcc*, and is concomitantly up-regulated (Supplementary Fig. 18). It has been demonstrated that over-expression of *ACD6* causes spontaneous cell death^100^. Therefore, the CG methylation-dependent cell death regulation (Supplementary Fig. 14c) could potentially function, at least in part, via modulating *ACD6* expression. Loss of methylation in the promoter of *E2Fc*, encoding a core inhibitor of cell division^101,102^, correlates with a substantial increase in its expression (Supplementary Fig. 18), which may underlie the observed defects in cell proliferation in *met1-9* and *mddcc* (Fig. 6b).

In summary, our results demonstrate that CG and non-CG methylation act together to protect genome stability and regulate gene expression, ultimately controlling a suite of important developmental processes and reproduction.

## Methods

### Plant materials and growth conditions

All plants were grown under long-day condition (16 h light/8 h dark). For seedling growth, *Arabidopsis* seeds were plated on 1/2 Murashige and Skoog (MS) medium with 0.6% agar, 0.7% agar, 1.0% or 1.2% agar and 1.5% sucrose and stratified for 7 days at 4 °C in darkness before being transferred to the growth chamber (16 h light/8 h dark, 22 °C). For experiments with adult plants, 14-day-old seedlings were transplanted to soil in the growth chamber. All mutant lines used in this study are in the Columbia-0 (Col-0) background. The *ddcc* mutant used in this study was generated by genetic crossing (*cmt2* × *ddc*) and subsequent PCR-based genotyping in F2 populations. The *mddcc* and *met1-9* mutants used in this study were generated by CRISPR/Cas9 system in *ddcc* and WT background, respectively (see below).

### Generation of *ddcc*, *met1-9*, and *mddcc* mutants

We crossed the *cmt2*^20^ mutant to the *ddc*^103^ triple mutant and obtained the *ddcc* mutant by genotyping the F2 populations. Primer sequences are listed in Supplementary Data 2.

The constructs for CRISPR-Cas9-mediated genome editing were designed as previously described^55^. Briefly, the expression of Cas9 was controlled by the *UBQ1* promoter. The *UBQ1* terminator was placed at the end of Cas9 ORF. The nuclear localization signal (NLS) was fused to both the N and C termini of Cas9. The sgRNAs were driven by Pol III-dependent gene promoters, including U6, U3b, and 7SL. Two sgRNAs were designed to target the first exon of the *MET1* gene. The CRISPR-Cas9 construct was transformed into WT and the *ddcc* mutant backgrounds. The T1 transformants were analyzed by sequencing the sgRNAs target regions in the *MET1* gene, which were amplified by PCR using the primers listed in Supplementary Data 2. Then, we isolated homozygous *met1-9* mutants without the CRISPR-Cas9 constructs from the mutated T2 populations in the WT background. Heterozygous *met1* mutants (*met1*/+) without the CRISPR-Cas9 construct were isolated from the mutated T2 populations in the *ddcc* background. The *mddcc* mutant was isolated by genotyping the progenies of *met1*/+ *drm1 drm2 cmt3 cmt2* plants. Primer sequences are listed in Supplementary Data 2.

### PCR assay

To confirm new transposon insertions, PCR was performed with a transposon-specific primer and a primer flanking the new insertion or with two primers flanking the new insertion. The DNeasy Plant Mini Kit (Qiagen) was used for DNA extraction. All PCR reactions were carried out using Ex-Taq enzyme (Takara). Primer sequences are listed in Supplementary Data 2.

### Real-time quantitative RT-PCR

For real-time RT-PCR analysis, total RNA was subjected to reverse transcription using the TransScript One-Step gDNA Removal and cDNA Synthesis SuperMix kit (TransGen Biotech). The cDNA was used as template in a PCR reaction with Green Premix Ex Taq (Tli RNaseH Plus) (TaKaRa). All the reactions were carried out on a CFX96TM Real-Time System (Bio-Rad). The constitutively expressed EF1α was used as an endogenous control for normalization. Primer sequences are listed in Supplementary Data 2.

### Flow cytometry

Cotyledons of 11-day-old plants were chopped with a razor blade in 1 mL Galbraith’s buffer^104^ (45 mM MgCl_2_, 30 mM sodium citrate, 20 mM MOPS, 0.1% (v/v) Triton x-100, pH = 7.0). The lysate was filtered through a 40-μm cell strainer (BD Falcon) and incubated at 4 °C for 5 min. The eluate was transferred to a 15 mL tube, 2 μl DAPI solution (1 mg/mL) were added, and the mixture was incubated on ice for 10 min. Then, ploidy was analyzed by using a BD FASCAria III flow cytometer. The FACS data were analyzed by FlowJo 7.6. The Flow cytometry gating strategy is shown in Supplementary Fig. 21.

### Confocal microscopy

For visualizing pavement cells, cotyledons from 4-day-old or 11-day-old seedlings were detached and incubated with propidium iodide (PI) solution (10 μg/mL) for 10 min. Then, samples were imaged by confocal microscopy (LEICA SMD FLCS). PI was excited with a 538 nm laser; emission was detected between 600 and 640 nm.

### Histological analysis

11-day-old seedlings or cotyledon and hypocotyl of 11-day-old pants were infiltrated with FAA solution (50% (v/v) ethanol, 5% (v/v) acetic acid, 3.7% formaldehyde) through vacuum infiltration for 15 min, and incubated with this FAA solution overnight at 4 °C (12–16 h). After fixation, samples were dehydrated in a graded ethanol series (1 h 50% ethanol, 1 h 60% ethanol, 1 h 70% ethanol); samples were then stored in 70% ethanol overnight. Next, samples were again dehydrated and infiltrated with Histo-Clear II (HS-202) according the following steps: 85% ethanol for 1 h at 4 °C; 95% ethanol for 1 h at 4 °C; 100% ethanol for 30 min at room temperature (RT); 100% ethanol for 30 min at RT; 100% ethanol for 1 h at RT; 100% ethanol for 1 h at RT; 25% Histo-Clear II/75% ethanol for 30 min at RT; 50% Histo-Clear II/50% ethanol with eosin (1.25%) for 30 min at RT; 75% Histo-Clear II/25% ethanol for 30 min at RT; 100% Histo-Clear II for 1 h at RT; 100% Histo-Clear II for 1 h at RT; 100% Histo-Clear II with 1/4 volume paraffin (REF. 39601095, Leica) overnight at RT. In the next 4 days, the samples were repeatedly infiltrated with paraffin, and then embedded. A series of 6 μm-thick longitudinal sections were made with a Leica RM 2235 microtome. Sections were transferred to microscopic slides, stained for 15 min in 0.1% toluidine blue solution, and rinsed with water. The slides were sealed by neutral balsam and visualized under a microscope (BX53F, Olympus).

### Examination of cell death

Cell death was determined by trypan blue staining, following a published method^105^. Plant cotyledons were placed in TB staining solution (0.02 g of trypan blue and 10 g of phenol dissolved in 30 mL of mixed solution (1/3 (v/v) glycerol, 1/3 (v/v) lactic acid, 1/3 (v/v) water); this solution was further diluted with ethanol in 1:2 (v/v)) and boiled for 2 min. Then, the tubes were placed in the fume hood for 1 h with gentle shaking at RT. Then, the nonspecific staining was removed with the destaining solution (250% (m/v) chloral hydrate, pH = 1.2). Plant tissues were then kept in 10% (v/v) glycerol for imaging. Imaging was done using an SZX7 microscope (OLYMPUS).

### Analysis of trichomes

The first true leaf of 11-day-old plants were selected to do this assay. Quantification of trichome branching was done manually by counting the number of branches under the microscopy (SZX7, Olympus). At least 23 plants per genotypes were observed.

### Imaging leaf vein

Leaf vein patterning was imaging according to a previously described procedure with minor modifications^106^. Briefly, cotyledons were fixed in 100% ethanol:acetic acid (6:1, v/v) overnight at 4 °C. They were then washed once in 100% ethanol and again in 70% (v/v) ethanol, followed by clearing in chloral hydrate solution (chloral hydrate/glycerol/water (8:1:3)) for 1 h at RT. Then, cotyledons were rinsed twice in water. Cotyledons were cleared again in 85% (w/v) lactic acid for at least 3 days at RT. Cotyledons were placed in lactic acid and observed using IX73 microscopy (OLYMPUS).

### Root imaging

Root apices of 9-day-old seedlings were fixed with 4% paraformaldehyde, treated with ClearSee solution^107^, and stained with calcofluor-white and basic fuchsin. Confocal images were taken with a Leica TCS SP8 point scanning confocal microscope with the following settings: for calcofluor-white, Ex: 405 nm, Em: 425-475 nm; for basic fuchsin, Ex: 561 nm, Em: 600–650 nm. ImageJ was used for imaging analysis.

### 5-ethynyl-2**′**-deoxyuridine staining

11-day-old seedlings were incubated with 5-ethynyl-2′-deoxyuridine (EdU) (1 μM) (Cat#C10350, Invitrogen) for 30 min in liquid 1/2 MS medium. Then, samples were fixed with 1× PBS solution containing 4% formaldehyde and 0.1% Triton x-100 for 30 min at 4 °C. After fixation, samples were washed with 1× PBS 3 times with rotation for 5 min at RT, then conjugated to Alexa Fluor 488 with the Click-iT EdU Alexa Fluor 488 HCS Assay (Cat#C10350, Invitrogen) for 30 min in the dark at RT. Samples were then washed with 1× PBS 3 times with rotation for 10 min at RT and imaged using a stereomicroscope (Leica DM6B).

### DNA-seq and identification of non-reference TE insertions

The DNeasy Plant Mini Kit (Qiagen) was used for DNA extraction. Library construction and sequencing were performed at the PSC Genomics Core Facility. Identification of non-reference TE insertions with target site duplications (TSDs) was conducted using SPLITREADER with some modifications^108^. In brief, after trimming low-quality sequences and adapters using Trimmomatic, clean read pairs were mapped to the reference genome using Bowtie2 with the parameter “-very-sensitive”. Subsequently, unmapped reads from both pairs, including discordantly mapped reads, were extracted and merged together. Those unmapped reads were remapped to a collection of 5′ and 3′ TE extremities (300 bp) sequence with parameters “–local–very-sensitive” (TE families like ARNOLDY2, ATCOPIA62, ATCOPIA95, TA12, and TAG1 families were excluded, since they do not contain copies with intact extremities in the TAIR10 reference genome^108^) and reads with soft-clipped mapping (with one end ≥20 nt mapped to the TE extremity) were selected. Those selected reads were further recursively soft-clipped by 1 nt and mapped to the reference genome using Bowtie2 with parameters “–mp 13–rdg 8,5–rfg 8,5 --local --very-sensitive” until the soft-clipped read length reached 20 nt. For reads simultaneously clipped-mapped to the TE reference and the reference genome, we further require that the other pair of the clipped read was also mapped and met one of the following criteria: (a) the other pair was properly mapped (insertion size <3000 bp and on the opposite strand) on the reference genome; (b) the other pair was properly mapped on the same TE reference; (c) the other pair is also clipped-mapped for the same TE reference and reference genome on the opposite strand. 

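In the deposited lists, each of the 17 insertions is supported by 4 to 11 split reads in all (median 5). Counted per extremity, 9 insertions have at least 4 split reads at one of them and 8 do not, and among the 11 that amplified by PCR these numbers are 6 and 5. At 8 insertions, one extremity rests on a single split read. The length given as target site duplication runs from 2 to 18 bp and equals the right limit minus the left limit minus 1 in all 17 insertions, whereas with both limits included the overlap runs from 4 to 20 bp. The listed length is 3 bp or less at 3 insertions, and with both limits included 1 overlap is 20 bp long. The numbers of split reads per donor copy add up to the sum of both extremities in 15 insertions and not in 2, which are the insertion of AT1TE49860 (2 against 4) and the chloroplast insertion in *mddcc*_#2 assigned to AT2TE44930 (7 against 8).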

Around the TSD insertion sites, read clusters composed of four or more reads clipped from the same extremity and overlapping with read clusters composed of reads clipped from the other extremity were taken to indicate the presence of a bona fide TE insertion only if the size of the overlap was more than 3 bp and <20 bp. Putative non-reference TE insertions overlapping with aberrant genomic regions (3 kb away from the centromeric region based on Repbase annotation^109^, 3 kb away from the extremities of each chromosome and regions within 500 bp of “NNNN” sequence) or spanning the corresponding donor TE sequence were filtered out.

### Whole-genome bisulfite sequencing and analysis

Genomic DNA was extracted from the aerial part of 2-week-old (WT, *met1-9*, and *ddcc*) or 5-week-old (*mddcc*) plants using DNeasy Plant Maxi Kit (Qiagen). Bisulfite treatment (EpiTect Plus Bisulfite Kits, Qiagen), library construction (Ultra II DNA Library Prep Kit, NEB), and sequencing (Illumina Hiseq x10) were performed at the PSC Genomics Core Facility.

For data analysis, reads containing adapters and low-quality reads (*q* < 20) were trimmed using cutadapt^110^ and Trimmomatic^111^, respectively, and clean reads that were shorter than 45nt were discarded. The remaining clean reads were mapped to the *Arabidopsis* TAIR 10 genome using BSMAP(2.90)^112^ with default parameters. In order to reduce the effect of RNA-DNA hybrids that interfere with bisulfite treatment, the reads were also mapped to the genome using bowtie2, and the reads with 0/1 mismatch both in BSAMP and bowite2 were filtered. Then methratio.py script was used to extract methylation ratio from filtered mapping results; the option -r was used to remove potential PCR duplicates. Cytosine positions with at least 4 reads coverage were retained for further analysis.

### Defining DNA methylation-associated genes

Genes were classified into six groups using a modified version of the binomial test^113^. This approach tests for enrichment of C, CG, CHG, and CHH against a background level calculated from the whole genome. The total number of C counts and the total number of C+T counts within gene bodies (transcribed regions) of each gene were computed. The total number of C and C+T at all cytosine positions within each 500 bp bin of each gene promoter (2 kb) and downstream region (2 kb) were also computed, and the region with maximum DNA methylation level was selected for further analysis. A one-tailed binomial test was then applied to each gene for each context testing against the background methylation level in gene body, gene promoter, and gene downstream region, respectively. To control for false positives at the extremes, *q* values were calculated from *P* values by adjusting for multiple testing using the Benjamini–Hochberg false discovery rate.

gbM genes were defined by a gene body with a CG methylation *q* value <0.01 and CHG and CHH methylation *q* values ≥ 0.01. teM genes were defined by CHG or CHH methylation *q* values < 0.01. According to the CHG or CHH methylation *q* values < 0.01 of exon or intron, teM genes were divided into Intron teM genes and Other-teM genes. In addition to gbM and teM genes, genes could be classified into pM genes and dM genes. pM genes were defined by a gene promoter with a C methylation *q* value < 0.01. dM genes were defined by a downstream region with a C methylation *q* value < 0.01 and promoter with a C methylation *q* value ≥ 0.01. Other genes were classified as unmethylated (UM) genes. You can find the categories of genes in the Supplementary Data 3.

### mRNA-sequencing data analysis

Total RNA was extracted from the aerial part of 2-week-old WT, *met1-9*, and *ddcc*, or 5-week-old WT (removing the inflorescence) and *mddcc* using RNeasy Plant Mini Kit (Qiagen) and RNase-Free DNase Set (Qiagen). Library construction (RiboMinus Plant Kit, Invitrogen; Ultra II Directional RNA Library Prep Kit, NEB) and sequencing (Illumina Hiseq x10) were performed at the PSC Genomics Core Facility.

For RNA-seq data processing, quality control was performed using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc). RNA-Seq reads were trimmed using cutadapt^110^ and Trimmomatic^111^ before alignment. The trimmed reads were aligned to the *Arabidposis* TAIR10 genome using STAR (v2.5.3)^114^ with parameters “--outSAMmultNmax 1” and “--outSAMstrandField intronMotif” for running Cufflinks to assemble. The tool htseq-count of Python package HTSeq^115^ was used to count the mapped fragments for each gene and TE with “--stranded=reverse” for differentially expressed genes analysis and “--stranded = yes” for differentially expressed antisense transcription of genes.

In order to identify non-annotated transcripts, cufflinks was used to assemble transcriptomes from the results of STAR. Cuffmerge were used to merge all assemblies into a master transcriptome, which was compared to known gene transcripts. The transcripts with “class_code = u” were selected as non-annotated transcripts. The non-annotated transcripts overlapping with transposons elements were removed. The tool htseq-count of Python package HTSeq^115^ was used to count the mapped fragments for each non-annotated transcript with “--stranded = reverse” for differentially expressed non-annotated transcripts analysis.

The output count table was used as the input for DESeq2^116^ to compute the differentially expressed genes/TE/antisense transcripts/non-annotated transcripts.

To identify Intron-teM genes with down-regulated expression downstream of their methylated intron in mutants relative to WT, the gene region upstream of the intron with the maximum non-CG methylation level was designated as the 5′ part (5′), the gene region downstream of the intron was designated as the 3′ part (3′), and the numbers of mapped reads in 5′ and 3′ were calculated using featureCounts with parameters -M -p -s 2, separately. The Intron-teM genes in which the 5′ reads in WT were ≥10, were retained for the following analysis. The reads ratio of 3′/5′ was used to monitor expression changes in the 3′ of Intron-teM genes, and the 3′ down-regulated Intron-teM genes were determined using Log_2_[(3′/5′ counts ratio in mutant)/(3′/5′ counts ratio in WT)] < −1. Using this approach, we obtained 52 Intron-teM genes, 10 of which showed 3′ down-regulation in these mutants compared with the WT (Supplementary Table 3).

### GO-enrichment analysis

GO-enrichment analysis of genes was performed using agriGO v.2^117^ (http://systemsbiology.cau.edu.cn/agriGOv2/classification_analysis.php?category=Plant&&family=Brassicaceae).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Source data

Source Data

## Data Availability

All data supporting the findings of this study are available within the manuscript and its supplementary files. All high-throughput sequencing data generated in this study have been deposited in GEO with accessions codes GSE169497. Mutant seeds used to isolate the *mddcc* quintuple mutant are available at the Arabidopsis Biological Resource Center (ABRC) (stock numbers CS72761). Source data are provided with this paper.

## References

[1] Zhang, H., Lang, Z. & Zhu, J. K. Dynamics and function of DNA methylation in plants. *Nat. Rev. Mol. Cell Biol.***19**, 489–506 (2018).10.1038/s41580-018-0016-z29784956

[2] Law, J. A. & Jacobsen, S. E. Establishing, maintaining and modifying DNA methylation patterns in plants and animals. *Nat. Rev. Genet.***11**, 204–220 (2010).10.1038/nrg2719PMC303410320142834

[3] Jullien, P. E., Susaki, D., Yelagandula, R., Higashiyama, T. & Berger, F. DNA methylation dynamics during sexual reproduction in *Arabidopsis thaliana*. *Curr. Biol.***22**, 1825–1830 (2012).10.1016/j.cub.2012.07.06122940470

[4] Bond, D. M. & Baulcombe, D. C. Small RNAs and heritable epigenetic variation in plants. *Trends Cell Biol.***24**, 100–107 (2014).10.1016/j.tcb.2013.08.00124012194

[5] Pikaard, C. S., Mittelsten & Scheid, O. Epigenetic regulation in plants. *Cold Spring Harb. Perspect. Biol.***6**, a019315 (2014).10.1101/cshperspect.a019315PMC429215125452385

[6] Heard, E. & Martienssen, R. A. Transgenerational epigenetic inheritance: myths and mechanisms. *Cell***157**, 95–109 (2014).10.1016/j.cell.2014.02.045PMC402000424679529

[7] Deaton, A. M. & Bird, A. CpG islands and the regulation of transcription. *Genes Dev.***25**, 1010–1022 (2011).10.1101/gad.2037511PMC309311621576262

[8] Quadrana, L. & Colot, V. Plant transgenerational epigenetics. *Annu. Rev. Genet.***50**, 467–491 (2016).10.1146/annurev-genet-120215-03525427732791

[9] Schmitz, R. J., Lewis, Z. A. & Goll, M. G. DNA methylation: shared and divergent features across Eukaryotes. *Trends Genet.***35**, 818–827 (2019).10.1016/j.tig.2019.07.007PMC682588931399242

[10] Quante, T. & Bird, A. Do short, frequent DNA sequence motifs mould the epigenome? *Nat. Rev. Mol. Cell Biol.***17**, 257–262 (2016).10.1038/nrm.2015.3126837845

[11] He, X. J., Chen, T. & Zhu, J. K. Regulation and function of DNA methylation in plants and animals. *Cell Res.***21**, 442–465 (2011).10.1038/cr.2011.23PMC315220821321601

[12] Zhong, X. Comparative epigenomics: a powerful tool to understand the evolution of DNA methylation. *N. Phytol.***210**, 76–80 (2016).10.1111/nph.1354026137858

[13] Goll, M. G. & Bestor, T. H. Eukaryotic cytosine methyltransferases. *Annu. Rev. Biochem.***74**, 481–514 (2005).10.1146/annurev.biochem.74.010904.15372115952895

[14] Chen, T. & Li, E. Structure and function of eukaryotic DNA methyltransferases. *Curr. Top. Dev. Biol.***60**, 55–89 (2004).10.1016/S0070-2153(04)60003-215094296

[15] Kankel, M. W. et al. Arabidopsis MET1 cytosine methyltransferase mutants. *Genetics***163**, 1109–1122 (2003).10.1093/genetics/163.3.1109PMC146248512663548

[16] Finnegan, E. J. & Dennis, E. S. Isolation and identification by sequence homology of a putative cytosine methyltransferase from *Arabidopsis thaliana*. *Nucleic Acids Res.***21**, 2383–2388 (1993).10.1093/nar/21.10.2383PMC3095368389441

[17] Lindroth, A. M. et al. Requirement of CHROMOMETHYLASE3 for maintenance of CpXpG methylation. *Science***292**, 2077–2080 (2001).10.1126/science.105974511349138

[18] Du, J. et al. Dual binding of chromomethylase domains to H3K9me2-containing nucleosomes directs DNA methylation in plants. *Cell***151**, 167–180 (2012).10.1016/j.cell.2012.07.034PMC347178123021223

[19] Stroud, H. et al. Non-CG methylation patterns shape the epigenetic landscape in Arabidopsis. *Nat. Struct. Mol. Biol.***21**, 64–72 (2014).10.1038/nsmb.2735PMC410379824336224

[20] Zemach, A. et al. The *Arabidopsis* nucleosome remodeler DDM1 allows DNA methyltransferases to access H1-containing heterochromatin. *Cell***153**, 193–205 (2013).10.1016/j.cell.2013.02.033PMC403530523540698

[21] Cuerda-Gil, D. & Slotkin, R. K. Non-canonical RNA-directed DNA methylation. *Nat. Plants***2**, 16163 (2016).10.1038/nplants.2016.16327808230

[22] Haag, J. R. & Pikaard, C. S. Multisubunit RNA polymerases IV and V: purveyors of non-coding RNA for plant gene silencing. *Nat. Rev. Mol. Cell Biol.***12**, 483–492 (2011).10.1038/nrm315221779025

[23] Matzke, M. A. & Mosher, R. A. RNA-directed DNA methylation: an epigenetic pathway of increasing complexity. *Nat. Rev. Genet.***15**, 394–408 (2014).10.1038/nrg368324805120

[24] He, L. et al. Pathway conversion enables a double-lock mechanism to maintain DNA methylation and genome stability. *Proc. Natl Acad. Sci. USA***118**, e2107320118 (2021).10.1073/pnas.2107320118PMC853632334453006

[25] Bond, D. M. & Baulcombe, D. C. Epigenetic transitions leading to heritable, RNA-mediated de novo silencing in *Arabidopsis thaliana*. *Proc. Natl Acad. Sci. USA***112**, 917–922 (2015).10.1073/pnas.1413053112PMC431185425561534

[26] Singh, J., Mishra, V., Wang, F., Huang, H. Y. & Pikaard, C. S. Reaction mechanisms of Pol IV, RDR2, and DCL3 drive RNA channeling in the siRNA-directed DNA methylation pathway. *Mol. Cell***75**, 576–589 (2019). e575.10.1016/j.molcel.2019.07.008PMC669805931398324

[27] Borges, F. & Martienssen, R. A. The expanding world of small RNAs in plants. *Nat. Rev. Mol. Cell Biol.***16**, 727–741 (2015).10.1038/nrm4085PMC494817826530390

[28] He, X. J., Ma, Z. Y. & Liu, Z. W. Non-coding RNA transcription and RNA-directed DNA methylation in *Arabidopsis*. *Mol. Plant.***7**, 1406–1414 (2014).10.1093/mp/ssu07524966349

[29] Zhang, X. et al. Genome-wide high-resolution mapping and functional analysis of DNA methylation in *Arabidopsis*. *Cell***126**, 1189–1201 (2006).10.1016/j.cell.2006.08.00316949657

[30] Henderson, I. R. & Jacobsen, S. E. Epigenetic inheritance in plants. *Nature***447**, 418–424 (2007).10.1038/nature0591717522675

[31] Underwood, C. J., Henderson, I. R. & Martienssen, R. A. Genetic and epigenetic variation of transposable elements in *Arabidopsis*. *Curr. Opin. Plant Biol.***36**, 135–141 (2017).10.1016/j.pbi.2017.03.002PMC574604628343122

[32] Miura, A. et al. Mobilization of transposons by a mutation abolishing full DNA methylation in *Arabidopsis*. *Nature***411**, 212–214 (2001).10.1038/3507561211346800

[33] Tsukahara, S. et al. Bursts of retrotransposition reproduced in *Arabidopsis*. *Nature***461**, 423–426 (2009).10.1038/nature0835119734880

[34] Lippman, Z. et al. Role of transposable elements in heterochromatin and epigenetic control. *Nature***430**, 471–476 (2004).10.1038/nature0265115269773

[35] Mirouze, M. et al. Selective epigenetic control of retrotransposition in *Arabidopsis*. *Nature***461**, 427–430 (2009).10.1038/nature0832819734882

[36] Wang, Z. & Baulcombe, D. C. Transposon age and non-CG methylation. *Nat. Commun.***11**, 1221 (2020).10.1038/s41467-020-14995-6PMC706034932144266

[37] Lee, S. C. et al. *Arabidopsis* retrotransposon virus-like particles and their regulation by epigenetically activated small RNA. *Genome Res.***30**, 576–588 (2020).10.1101/gr.259044.119PMC719748132303559

[38] Quadrana, L. et al. Transposition favors the generation of large effect mutations that may facilitate rapid adaption. *Nat. Commun.***10**, 3421 (2019).10.1038/s41467-019-11385-5PMC666848231366887

[39] Kato, M., Miura, A., Bender, J., Jacobsen, S. E. & Kakutani, T. Role of CG and non-CG methylation in immobilization of transposons in *Arabidopsis*. *Curr. Biol.***13**, 421–426 (2003).10.1016/s0960-9822(03)00106-412620192

[40] Lei, M. et al. Regulatory link between DNA methylation and active demethylation in *Arabidopsis*. *Proc. Natl Acad. Sci. USA***112**, 3553–3557 (2015).10.1073/pnas.1502279112PMC437198725733903

[41] Williams, B. P., Pignatta, D., Henikoff, S. & Gehring, M. Methylation-sensitive expression of a DNA demethylase gene serves as an epigenetic rheostat. *PLoS Genet.***11**, e1005142 (2015).10.1371/journal.pgen.1005142PMC438047725826366

[42] Takuno, S. & Gaut, B. S. Gene body methylation is conserved between plant orthologs and is of evolutionary consequence. *Proc. Natl Acad. Sci. USA***110**, 1797–1802 (2013).10.1073/pnas.1215380110PMC356280623319627

[43] Niederhuth, C. E. et al. Widespread natural variation of DNA methylation within angiosperms. *Genome Biol.***17**, 194 (2016).10.1186/s13059-016-1059-0PMC503762827671052

[44] Rigal, M., Kevei, Z., Pelissier, T. & Mathieu, O. DNA methylation in an intron of the IBM1 histone demethylase gene stabilizes chromatin modification patterns. *Embo J.***31**, 2981–2993 (2012).10.1038/emboj.2012.141PMC339509522580822

[45] To, T. K., Saze, H. & Kakutani, T. DNA methylation within transcribed regions. *Plant Physiol.***168**, 1219–1225 (2015).10.1104/pp.15.00543PMC452875626143255

[46] Wang, X. et al. RNA-binding protein regulates plant DNA methylation by controlling mRNA processing at the intronic heterochromatin-containing gene IBM1. *Proc. Natl Acad. Sci. USA***110**, 15467–15472 (2013).10.1073/pnas.1315399110PMC378087724003136

[47] Saze, H. et al. Mechanism for full-length RNA processing of *Arabidopsis* genes containing intragenic heterochromatin. *Nat. Commun.***4**, 2301 (2013).10.1038/ncomms330123934508

[48] Duan, C. G. et al. A protein complex regulates RNA processing of intronic heterochromatin-containing genes in *Arabidopsis*. *Proc. Natl Acad. Sci. USA***114**, E7377–E7384 (2017).10.1073/pnas.1710683114PMC558446028808009

[49] Zhang, Y. Z. et al. Genome-wide distribution and functions of the AAE complex in epigenetic regulation in *Arabidopsis*. *J. Integr. Plant Biol.***63**, 707–722 (2021).10.1111/jipb.1306833438356

[50] Saze, H., Mittelsten Scheid, O. & Paszkowski, J. Maintenance of CpG methylation is essential for epigenetic inheritance during plant gametogenesis. *Nat. Genet***34**, 65–69 (2003).10.1038/ng113812669067

[51] Henderson, I. R. & Jacobsen, S. E. Tandem repeats upstream of the *Arabidopsis* endogene SDC recruit non-CG DNA methylation and initiate siRNA spreading. *Genes Dev.***22**, 1597–1606 (2008).10.1101/gad.1667808PMC242805818559476

[52] Tian, W. et al. SDC mediates DNA methylation-controlled clock pace by interacting with ZTL in Arabidopsis. *Nucleic Acids Res.***49**, 3764–3780 (2021).10.1093/nar/gkab128PMC805310633675668

[53] Zhang, X. & Jacobsen, S. E. Genetic analyses of DNA methyltransferases in *Arabidopsis thaliana*. *Cold Spring Harb. Symp. Quant. Biol.***71**, 439–447 (2006).10.1101/sqb.2006.71.04717381326

[54] Mathieu, O., Reinders, J., Caikovski, M., Smathajitt, C. & Paszkowski, J. Transgenerational stability of the *Arabidopsis* epigenome is coordinated by CG methylation. *Cell***130**, 851–862 (2007).10.1016/j.cell.2007.07.00717803908

[55] Zhang, Z. et al. A multiplex CRISPR/Cas9 platform for fast and efficient editing of multiple genes in *Arabidopsis*. *Plant Cell Rep.***35**, 1519–1533 (2016).10.1007/s00299-015-1900-zPMC551271226661595

[56] Lister, R. et al. Highly integrated single-base resolution maps of the epigenome in *Arabidopsis*. *Cell***133**, 523–536 (2008).10.1016/j.cell.2008.03.029PMC272373218423832

[57] Tran, R. K. et al. DNA methylation profiling identifies CG methylation clusters in *Arabidopsis* genes. *Curr. Biol.***15**, 154–159 (2005).10.1016/j.cub.2005.01.00815668172

[58] Zilberman, D., Gehring, M., Tran, R. K., Ballinger, T. & Henikoff, S. Genome-wide analysis of *Arabidopsis thaliana* DNA methylation uncovers an interdependence between methylation and transcription. *Nat. Genet.***39**, 61–69 (2007).10.1038/ng192917128275

[59] Shahzad, Z., Moore, J. D. & Zilberman, D. Gene body methylation mediates epigenetic inheritance of plant traits. Preprint at *bioRxiv*10.1101/2021.03.15.435374 (2021).

[60] Soppe, W. J. et al. The late flowering phenotype of fwa mutants is caused by gain-of-function epigenetic alleles of a homeodomain gene. *Mol. Cell***6**, 791–802 (2000).10.1016/s1097-2765(05)00090-011090618

[61] Vassileva, V., Hollwey, E., Todorov, D. & Meyer, P. Leaf epidermal profiling as a phenotyping tool for DNA methylation mutants. *Genet. Plant Physiol.***6**, 3–13 (2016).

[62] Chen, J., Wang, F., Zheng, S., Xu, T. & Yang, Z. Pavement cells: a model system for non-transcriptional auxin signalling and crosstalks. *J. Exp. Bot.***66**, 4957–4970 (2015).10.1093/jxb/erv266PMC459880326047974

[63] Sapala, A., Runions, A. & Smith, R. S. Mechanics, geometry and genetics of epidermal cell shape regulation: different pieces of the same puzzle. *Curr. Opin. Plant Biol.***47**, 1–8 (2018).10.1016/j.pbi.2018.07.01730170216

[64] Kotogany, E., Dudits, D., Horvath, G. V. & Ayaydin, F. A rapid and robust assay for detection of S-phase cell cycle progression in plant cells and tissues by using ethynyl deoxyuridine. *Plant Methods***6**, 5 (2010).10.1186/1746-4811-6-5PMC282898120181034

[65] Kazda, A., Akimcheva, S., Watson, J. M. & Riha, K. Cell Proliferation analysis using EdU labeling in whole plant and histological samples of *Arabidopsis*. *Methods Mol. Biol.***1370**, 169–182 (2016).10.1007/978-1-4939-3142-2_1326659962

[66] Kawashima, T. & Berger, F. Epigenetic reprogramming in plant sexual reproduction. *Nat. Rev. Genet.***15**, 613–624 (2014).10.1038/nrg368525048170

[67] Winter, D. et al. An “Electronic Fluorescent Pictograph” browser for exploring and analyzing large-scale biological data sets. *PLoS ONE***2**, e718 (2007).10.1371/journal.pone.0000718PMC193493617684564

[68] Hsieh, T. F. et al. Regulation of imprinted gene expression in *Arabidopsis* endosperm. *Proc. Natl Acad. Sci. USA***108**, 1755–1762 (2011).10.1073/pnas.1019273108PMC303326621257907

[69] Hu, L. et al. Mutation of a major CG methylase in rice causes genome-wide hypomethylation, dysregulated genome expression, and seedling lethality. *Proc. Natl Acad. Sci. USA***111**, 10642 (2014).10.1073/pnas.1410761111PMC411554325002488

[70] Fu, F. F., Dawe, R. K. & Gent, J. I. Loss of RNA-directed DNA methylation in maize chromomethylase and DDM1-type nucleosome remodeler mutants. *Plant Cell***30**, 1617–1627 (2018).10.1105/tpc.18.00053PMC609659429884624

[71] Huang, C. R. L., Burns, K. H. & Boeke, J. D. Active transposition in genomes. *Annu. Rev. Genet.***46**, 651–675 (2012).10.1146/annurev-genet-110711-155616PMC361253323145912

[72] Zemach, A., McDaniel, I. E., Silva, P. & Zilberman, D. Genome-wide evolutionary analysis of eukaryotic DNA methylation. *Science***328**, 916–919 (2010).10.1126/science.118636620395474

[73] Lee, J. Y. et al. Conserved dual-mode gene regulation programs in higher eukaryotes. *Nucleic Acids Res.***49**, 2583–2597 (2021).10.1093/nar/gkab108PMC796900633621342

[74] Liang, W. et al. Deciphering the synergistic and redundant roles of CG and non-CG DNA methylation in plant development and transposable element silencing. *N. Phytol.***233**, 722–737 (2022).10.1111/nph.17804PMC929811134655488

[75] Harris, C. J. et al. A DNA methylation reader complex that enhances gene transcription. *Science***362**, 1182 (2018).10.1126/science.aar7854PMC635363330523112

[76] Miao, W. et al. Roles of IDM3 and SDJ1/2/3 in establishment and/or maintenance of DNA methylation in *Arabidopsis*. *Plant Cell Physiol.***62**, 1409–1422 (2021).10.1093/pcp/pcab09134185870

[77] Li, S. et al. SUVH1, a Su(var)3-9 family member, promotes the expression of genes targeted by DNA methylation. *Nucleic Acids Res.***44**, 608–620 (2015).10.1093/nar/gkv958PMC473718526400170

[78] Zhao, Q. Q., Lin, R. N., Li, L., Chen, S. & He, X. J. A methylated-DNA-binding complex required for plant development mediates transcriptional activation of promoter methylated genes. *J. Integr. Plant Biol.***61**, 120–139 (2019).10.1111/jipb.1276730589221

[79] Xiao, X. et al. A group of SUVH methyl-DNA binding proteins regulate expression of the DNA demethylase ROS1 in *Arabidopsis*. *J. Integr. Plant Biol.***61**, 110–119 (2019).10.1111/jipb.1276830589237

[80] Rowley, M. J., Rothi, M. H., Bohmdorfer, G., Kucinski, J. & Wierzbicki, A. T. Long-range control of gene expression via RNA-directed DNA methylation. *PLoS Genet.***13**, e1006749 (2017).10.1371/journal.pgen.1006749PMC543818028475589

[81] Lei, M. et al. Arabidopsis EDM2 promotes IBM1 distal polyadenylation and regulates genome DNA methylation patterns. *Proc. Natl Acad. Sci. USA***111**, 527–532 (2014).10.1073/pnas.1320106110PMC389079924248388

[82] Neri, F. et al. Intragenic DNA methylation prevents spurious transcription initiation. *Nature***543**, 72–77 (2017).10.1038/nature2137328225755

[83] Le, N. T. et al. Epigenetic regulation of spurious transcription initiation in *Arabidopsis*. *Nat. Commun.***11**, 3224 (2020).10.1038/s41467-020-16951-wPMC731998832591528

[84] Zhao, L. et al. Chromatin loops associated with active genes and heterochromatin shape rice genome architecture for transcriptional regulation. *Nat. Commun.***10**, 3640 (2019).10.1038/s41467-019-11535-9PMC669240231409785

[85] Lupianez, D. G. et al. Disruptions of topological chromatin domains cause pathogenic rewiring of gene–enhancer interactions. *Cell***161**, 1012–1025 (2015).10.1016/j.cell.2015.04.004PMC479153825959774

[86] Zeng, W. et al. Roles of DEMETER in regulating DNA methylation in vegetative tissues and pathogen resistance. *J. Integr. Plant Biol.***63**, 691–706 (2020).10.1111/jipb.13037PMC825194333236824

[87] Halter, T. et al. The *Arabidopsis* active demethylase ROS1 cis-regulates defence genes by erasing DNA methylation at promoter-regulatory regions. *eLife***10**, e62994 (2021).10.7554/eLife.62994PMC788068533470193

[88] Schumann, U. et al. DEMETER plays a role in DNA demethylation and disease response in somatic tissues of *Arabidopsis*. *Epigenetics***14**, 1074–1087 (2019).10.1080/15592294.2019.1631113PMC677340931189415

[89] Wang, L. et al. A virus-encoded protein suppresses methylation of the viral genome through its interaction with AGO4 in the Cajal body. *eLife***9**, e55542 (2020).10.7554/eLife.55542PMC756760533064077

[90] Ito, H. et al. An siRNA pathway prevents transgenerational retrotransposition in plants subjected to stress. *Nature***472**, 115–119 (2011).10.1038/nature0986121399627

[91] Baduel, P. et al. Genetic and environmental modulation of transposition shapes the evolutionary potential of *Arabidopsis thaliana*. *Genome Biol.***22**, 138 (2021).10.1186/s13059-021-02348-5PMC810125033957946

[92] Yelina, N. E. et al. DNA methylation epigenetically silences crossover hot spots and controls chromosomal domains of meiotic recombination in *Arabidopsis*. *Genes Dev.***29**, 2183–2202 (2015).10.1101/gad.270876.115PMC461798126494791

[93] Underwood, C. J. et al. Epigenetic activation of meiotic recombination near *Arabidopsis thaliana* centromeres via loss of H3K9me2 and non-CG DNA methylation. *Genome Res.***28**, 519–531 (2018).10.1101/gr.227116.117PMC588024229530927

[94] Zhao, M. et al. The mop1 mutation affects the recombination landscape in maize. *Proc. Natl Acad. Sci. USA***118**, e2009475118 (2021).10.1073/pnas.2009475118PMC789630033558228

[95] Choi, J., Lyons, D. B., Kim, M. Y., Moore, J. D. & Zilberman, D. DNA methylation and histone H1 jointly repress transposable elements and aberrant intragenic transcripts. *Mol. Cell***77**, 310–323 (2020). e317.10.1016/j.molcel.2019.10.01131732458

[96] Bouyer, D. et al. DNA methylation dynamics during early plant life. *Genome Biol.***18**, 179 (2017).10.1186/s13059-017-1313-0PMC561164428942733

[97] Higo, A. et al. DNA methylation is reconfigured at the onset of reproduction in rice shoot apical meristem. *Nat. Commun.***11**, 4079 (2020).10.1038/s41467-020-17963-2PMC742986032796936

[98] Gutzat, R. et al. Arabidopsis shoot stem cells display dynamic transcription and DNA methylation patterns. *EMBO J.***39**, e103667 (2020).10.15252/embj.2019103667PMC756020332815560

[99] Kawakatsu, T. et al. Unique cell-type-specific patterns of DNA methylation in the root meristem. *Nat. Plants***2**, 16058 (2016).10.1038/nplants.2016.58PMC485545827243651

[100] Lu, H., Rate, D. N., Song, J. T. & Greenberg, J. T. ACD6, a novel ankyrin protein, is a regulator and an effector of salicylic acid signaling in the Arabidopsis defense response. *Plant Cell***15**, 2408–2420 (2003).10.1105/tpc.015412PMC19730514507999

[101] Inze, D. & De Veylder, L. Cell cycle regulation in plant development. *Annu. Rev. Genet.***40**, 77–105 (2006).10.1146/annurev.genet.40.110405.09043117094738

[102] del Pozo, J. C., Boniotti, M. B. & Gutierrez, C. Arabidopsis E2Fc functions in cell division and is degraded by the ubiquitin-SCF(AtSKP2) pathway in response to light. *Plant Cell***14**, 3057–3071 (2002).10.1105/tpc.006791PMC15120212468727

[103] Chan, S. W. et al. RNAi, DRD1, and histone methylation actively target developmentally important non-CG DNA methylation in arabidopsis. *PLoS Genet.***2**, e83 (2006).10.1371/journal.pgen.0020083PMC147270016741558

[104] Galbraith, D. W. et al. Rapid flow cytometric analysis of the cell cycle in intact plant tissues. *Science***220**, 1049–1051 (1983).10.1126/science.220.4601.104917754551

[105] Li, B. et al. FATTY ACID DESATURASE5 is required to induce autoimmune responses in gigantic chloroplast mutants of *Arabidopsis*. *Plant Cell***32**, 3240–3255 (2020).10.1105/tpc.20.00016PMC753447632796124

[106] Baylis, T., Cierlik, I., Sundberg, E. & Mattsson, J. SHORT INTERNODES/STYLISH genes, regulators of auxin biosynthesis, are involved in leaf vein development in *Arabidopsis thaliana*. *N. Phytol.***197**, 737–750 (2013).10.1111/nph.1208423293954

[107] Ursache, R., Andersen, T. G., Marhavy, P. & Geldner, N. A protocol for combining fluorescent proteins with histological stains for diverse cell wall components. *Plant J.***93**, 399–412 (2018).10.1111/tpj.1378429171896

[108] Quadrana, L. et al. The *Arabidopsis thaliana* mobilome and its impact at the species level. *eLife***5**, e15716 (2016).10.7554/eLife.15716PMC491733927258693

[109] Bao, W., Kojima, K. K. & Kohany, O. Repbase Update, a database of repetitive elements in eukaryotic genomes. *Mob. DNA***6**, 11 (2015).10.1186/s13100-015-0041-9PMC445505226045719

[110] Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet J.***17**, 1 (2011).

[111] Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics***30**, 2114–2120 (2014).10.1093/bioinformatics/btu170PMC410359024695404

[112] Xi, Y. & Li, W. BSMAP: whole genome bisulfite sequence MAPping program. *BMC Bioinforma.***10**, 232 (2009).10.1186/1471-2105-10-232PMC272442519635165

[113] Bewick, A. J. et al. On the origin and evolutionary consequences of gene body DNA methylation. *Proc. Natl Acad. Sci. USA***113**, 9111–9116 (2016).10.1073/pnas.1604666113PMC498780927457936

[114] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).10.1093/bioinformatics/bts635PMC353090523104886

[115] Anders, S., Pyl, P. T. & Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics***31**, 166–169 (2015).10.1093/bioinformatics/btu638PMC428795025260700

[116] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).10.1186/s13059-014-0550-8PMC430204925516281

[117] Tian, T. et al. agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. *Nucleic Acids Res.***45**, W122–W129 (2017).10.1093/nar/gkx382PMC579373228472432

# Supplementary material for: DNA methylation-free Arabidopsis reveals crucial roles of DNA methylation in regulating gene expression and development
**Source:** Nat Commun. 2022 Mar 14;13:1335. doi: 10.1038/s41467-022-28940-2
**Supplement:** Supplementary file 1 — Supplementary Information

**DNA methylation-free *Arabidopsis* reveals crucial roles of DNA  
methylation in regulating gene expression and development**

He *et al.*

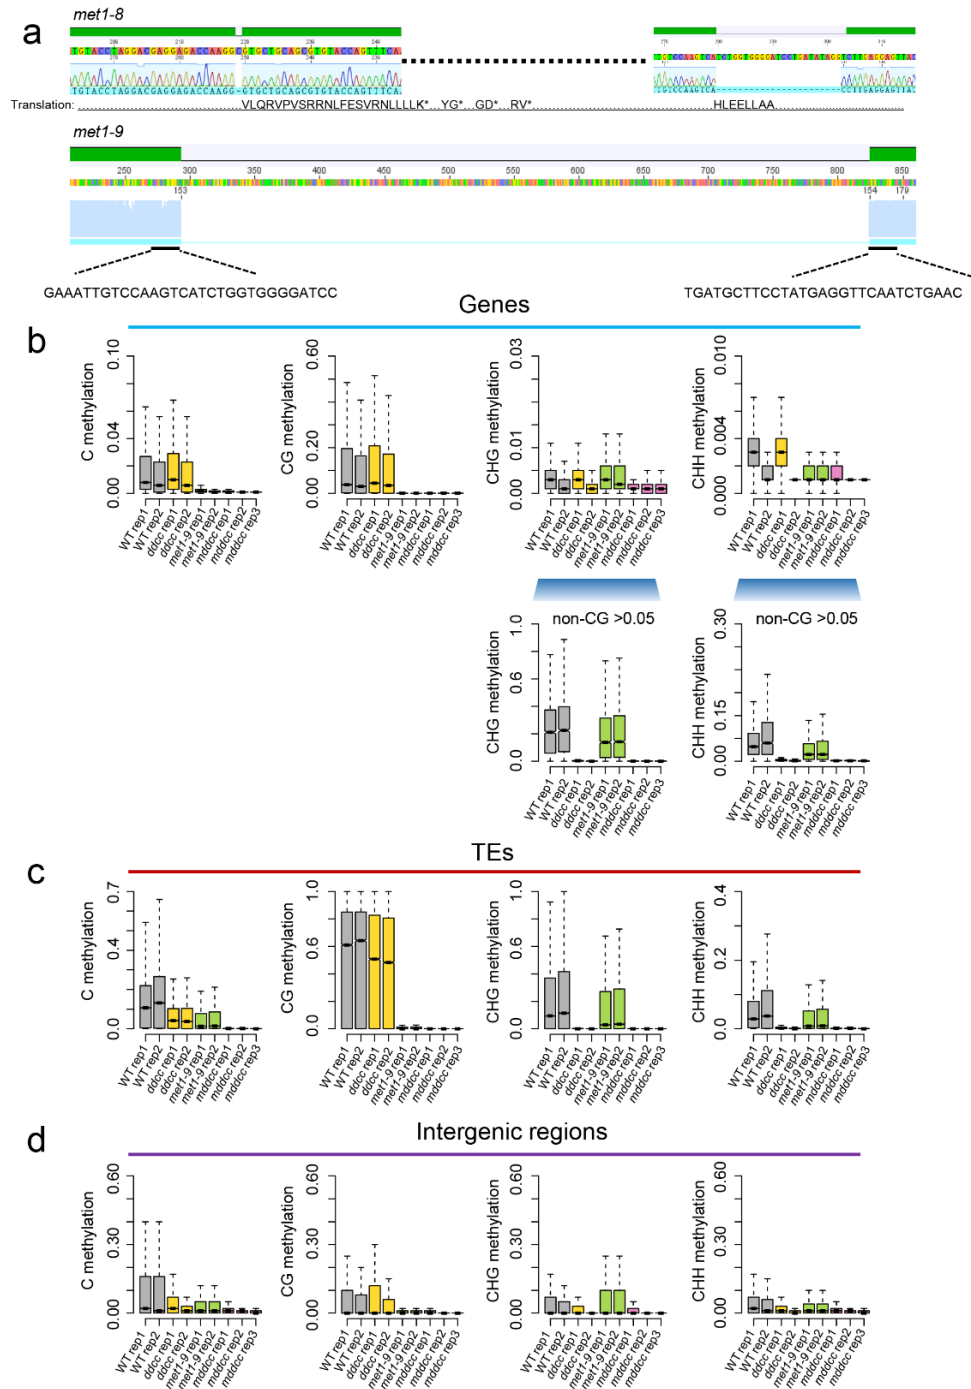

**Supplementary Figure 1. Comparison of the DNA methylation levels in WT, *ddcc*, *met1-9*, and *mddcc*.** (a) Sequence of *met1-8* and *met1-9* alleles aligned to wild-type *MET1*. The translation track shows that the deletion in *met1-8* results in a premature stop codon. (b)-(d) Box plots showing DNA methylation levels of all genes (b), all TEs (c), and all intergenic regions (d) in the indicated mutants. Since most genes do not carry non-CG methylation, the comparison of CHG and CHH methylation levels in genes with non-CG methylation > 0.05 in the WT is shown in the lower panel (b). The horizontal line within the box represents the median; the whiskers represent minimum and maximum values; and the lower and upper boundaries of the box represent the 25th and 75th percentiles, respectively.

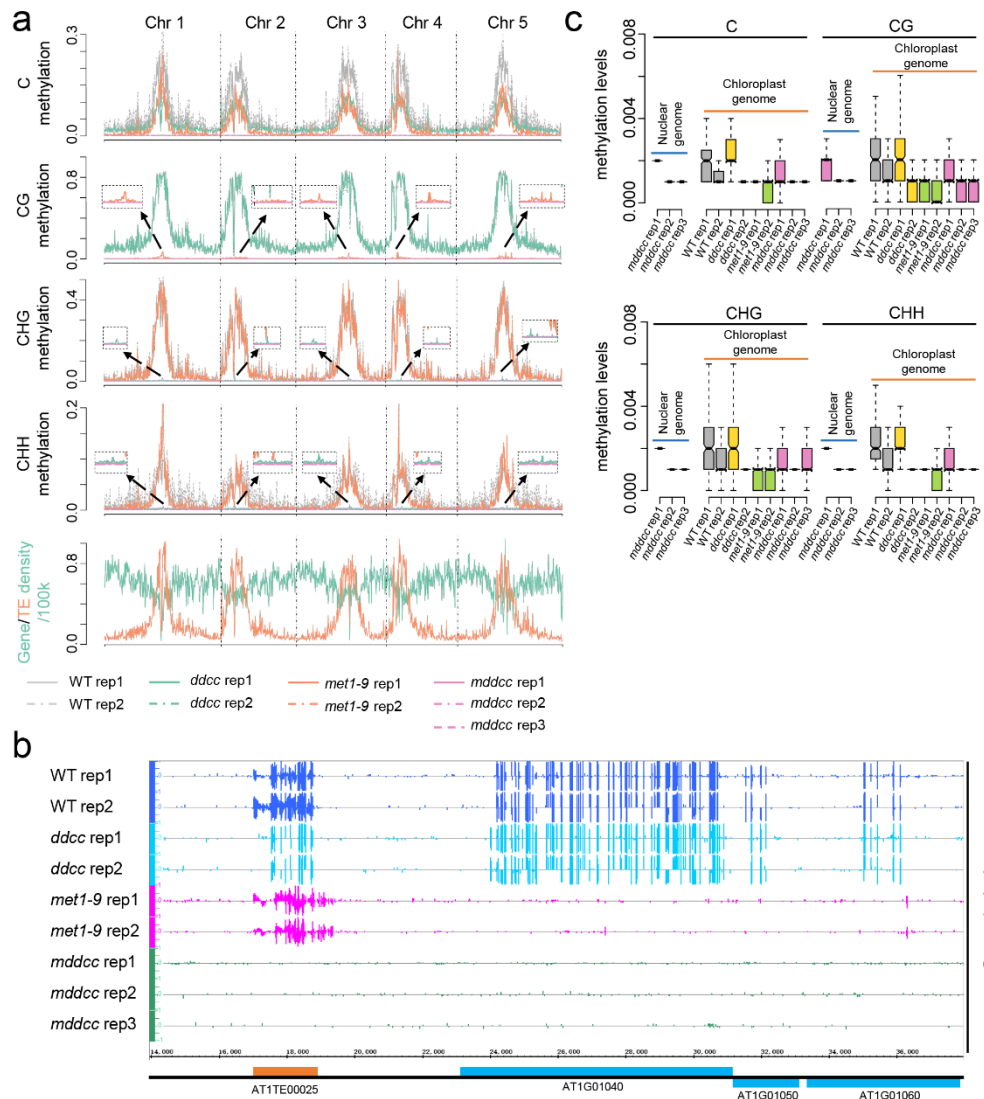

**Supplementary Figure 2. DNA methylation is eliminated in the *mddcc* mutant.** (a) Genome-wide distribution of DNA methylation in all three sequence contexts in the indicated mutants. Wireframes are zoom-in of the indicated regions. It should be noted that the lines of the WT overlap with those of *ddcc* in the mCG row. (b) Screenshot of DNA methylation levels over one representative locus in the indicated mutants. Orange and blue bars indicate TEs and genes, respectively. TEs and genes oriented 5' to 3' and 3' to 5' are shown above and below the line, respectively. (c) Comparison of the DNA methylation levels between nuclear and chloroplast genomes in the indicated genotypes. The horizontal line within the box represents the median; the whiskers represent minimum and maximum values; and the lower and upper boundaries of the box represent the 25th and 75th percentiles, respectively.

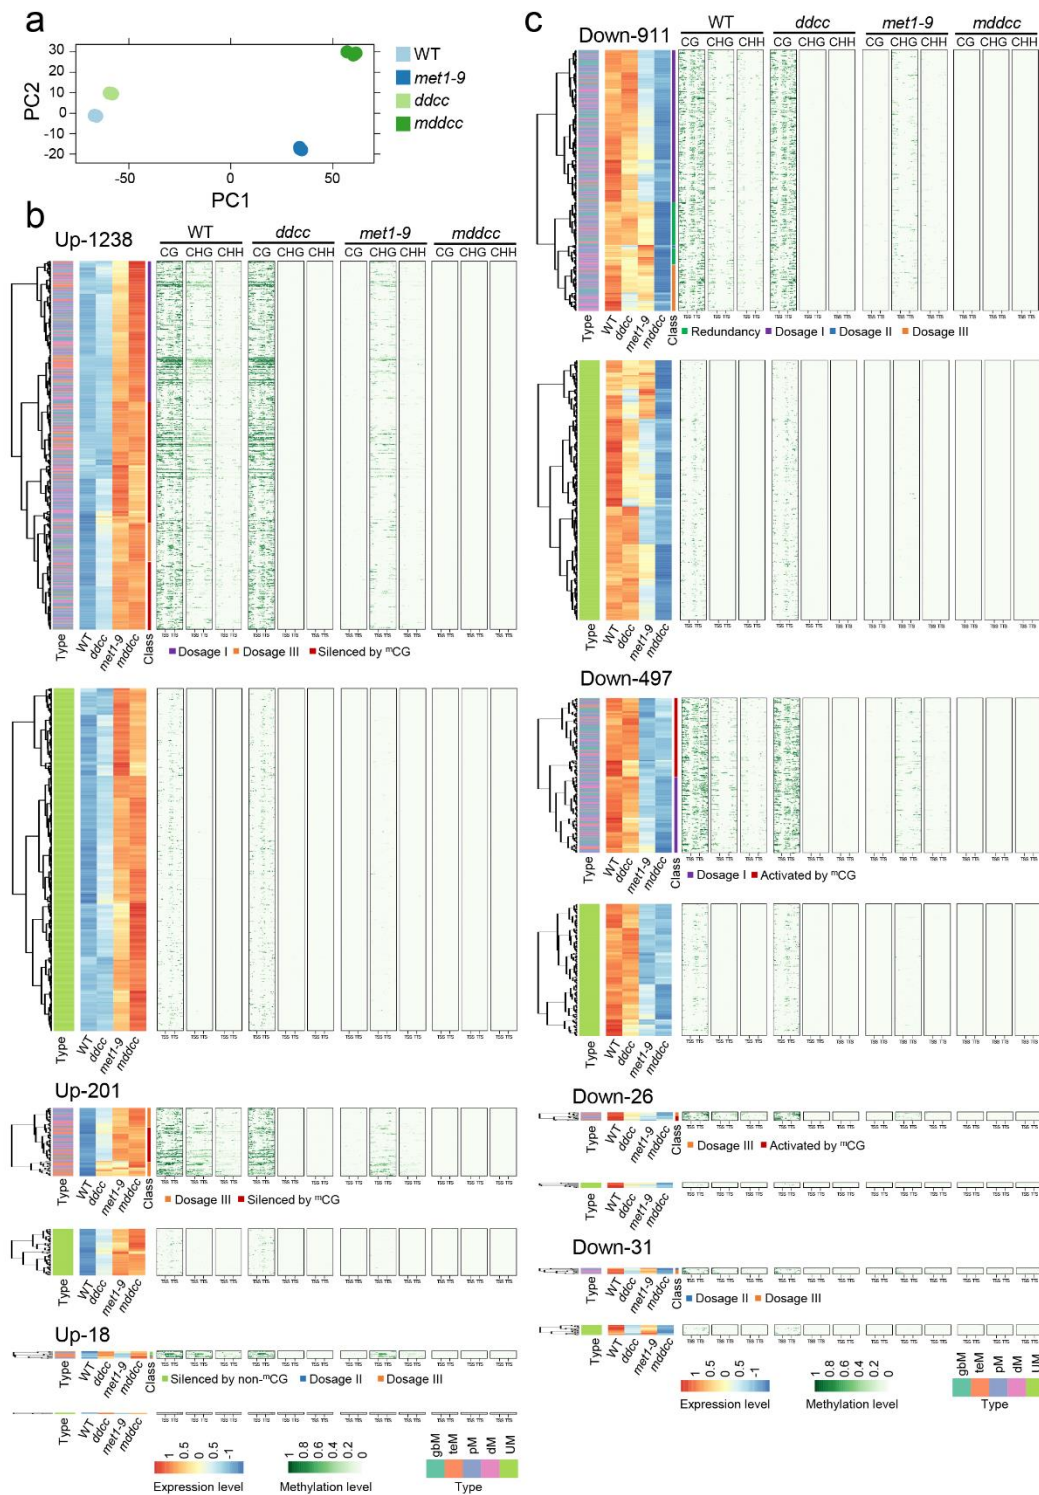

**Supplementary Figure 3. DNA methylation regulates gene expression in multiple ways.** (a) Principle component analysis of the indicated transcriptomes. (b)-(c) Heat maps showing the expression and DNA methylation patterns of the indicated groups of genes from up-regulated genes (b) or down-regulated genes (c) in DNA methyltransferases-deficient mutants. Selected subsets of genes are taken from those in Figure 2b or 2c. Based on their expression patterns, methylated DEGs were classified into Redundancy, Dosage I, Dosage II, Dosage III, Silenced/Activated by <sup>m</sup>CG (the degree of gene up- or down-regulation in *met1-9* is comparable to that in *mddcc*), and Silenced by non-<sup>m</sup>CG (the degree of gene up-regulation is similar between *ddcc* and *mddcc*); for details, please refer to the main text.

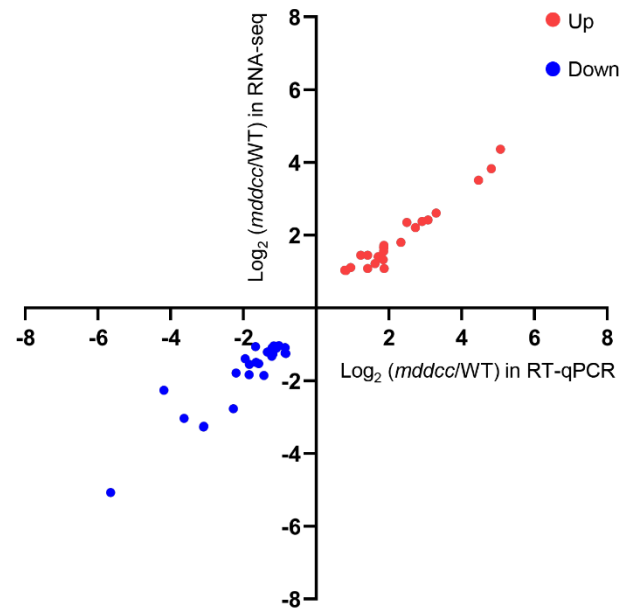

**Supplementary Figure 4. Validation of the RNA-seq results by RT-qPCR.** x-axis scales represent  $\text{Log}_2 (mddcc/WT)$ , measured by RT-qPCR; y-axis scales represent  $\text{Log}_2 (mddcc/WT)$ , measured by RNA-seq. Each data point is an average of three biological replicates. Three genes whose expression values are zero either in WT or *mddcc* were excluded in this scatter plot. Source data are provided as a Source Data file.

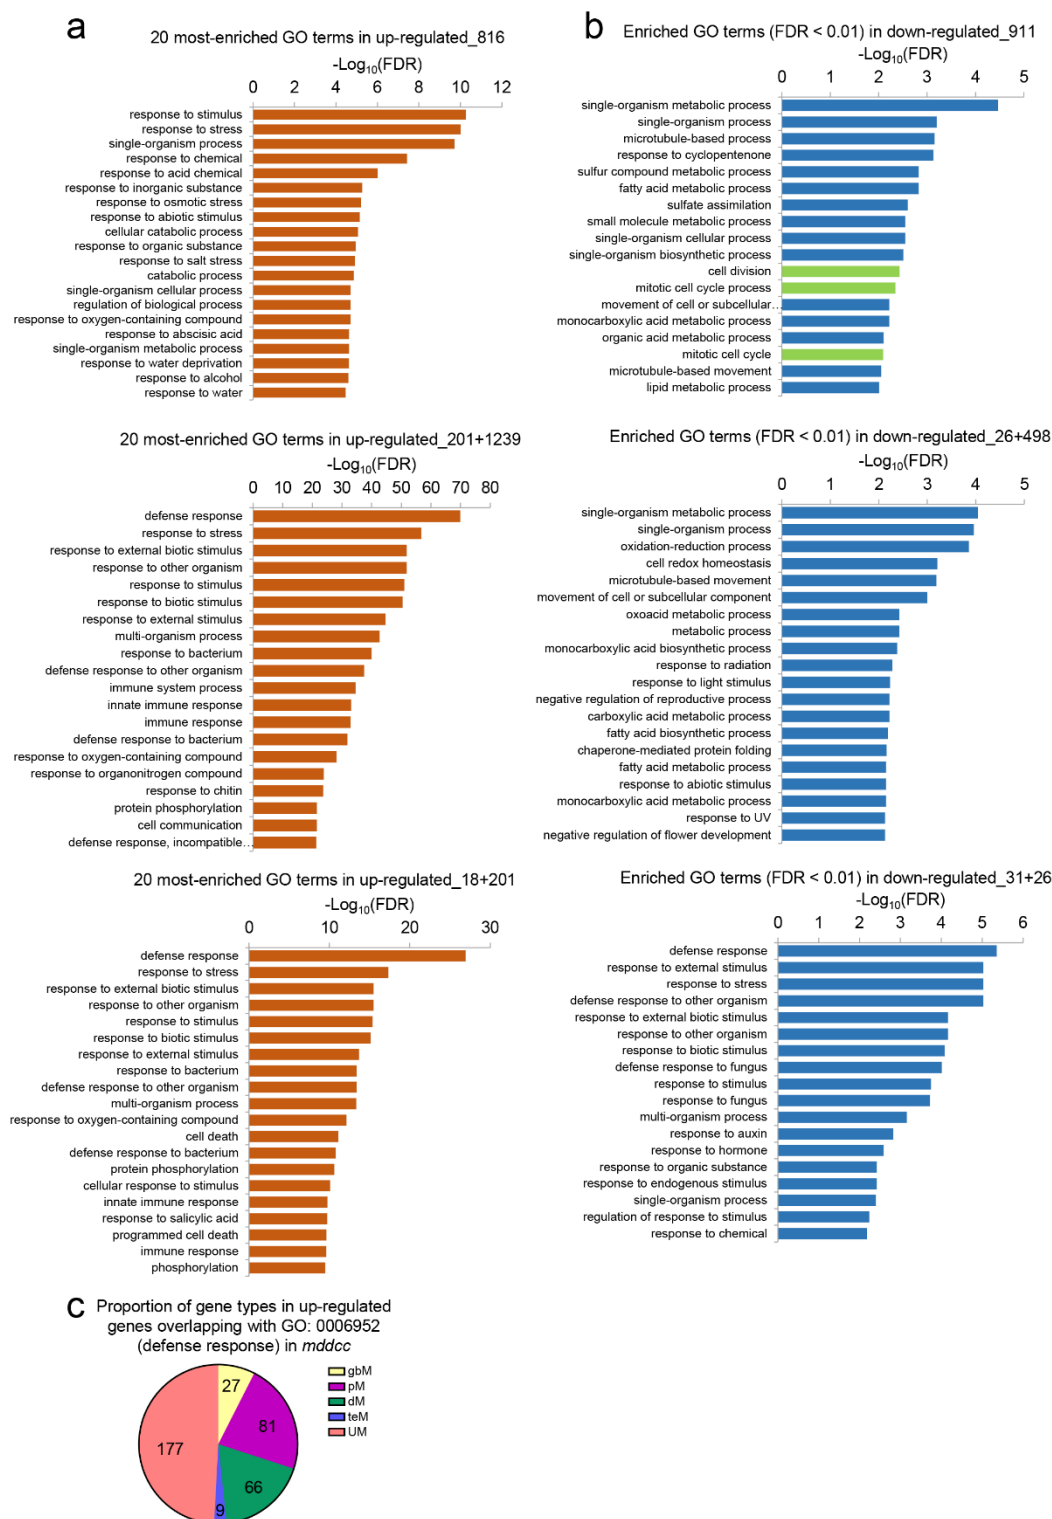

**Supplementary Figure 5. GO analysis of DEGs.** (a) Functional enrichment analysis of the indicated groups of up-regulated genes (for details, see Figure 2b). Considering that there are many GO terms with FDR < 0.01, only 20 most-enriched GO terms are shown in each case. (b) Functional enrichment analysis of the indicated groups of down-regulated genes (for details, see Figure 2c). GO terms with FDR < 0.01 are shown. Green colors highlight the cell division-related GO terms. (c) Proportion of gene types in the subset of up-regulated genes in *mddcc* within GO:0006952 (defense response).

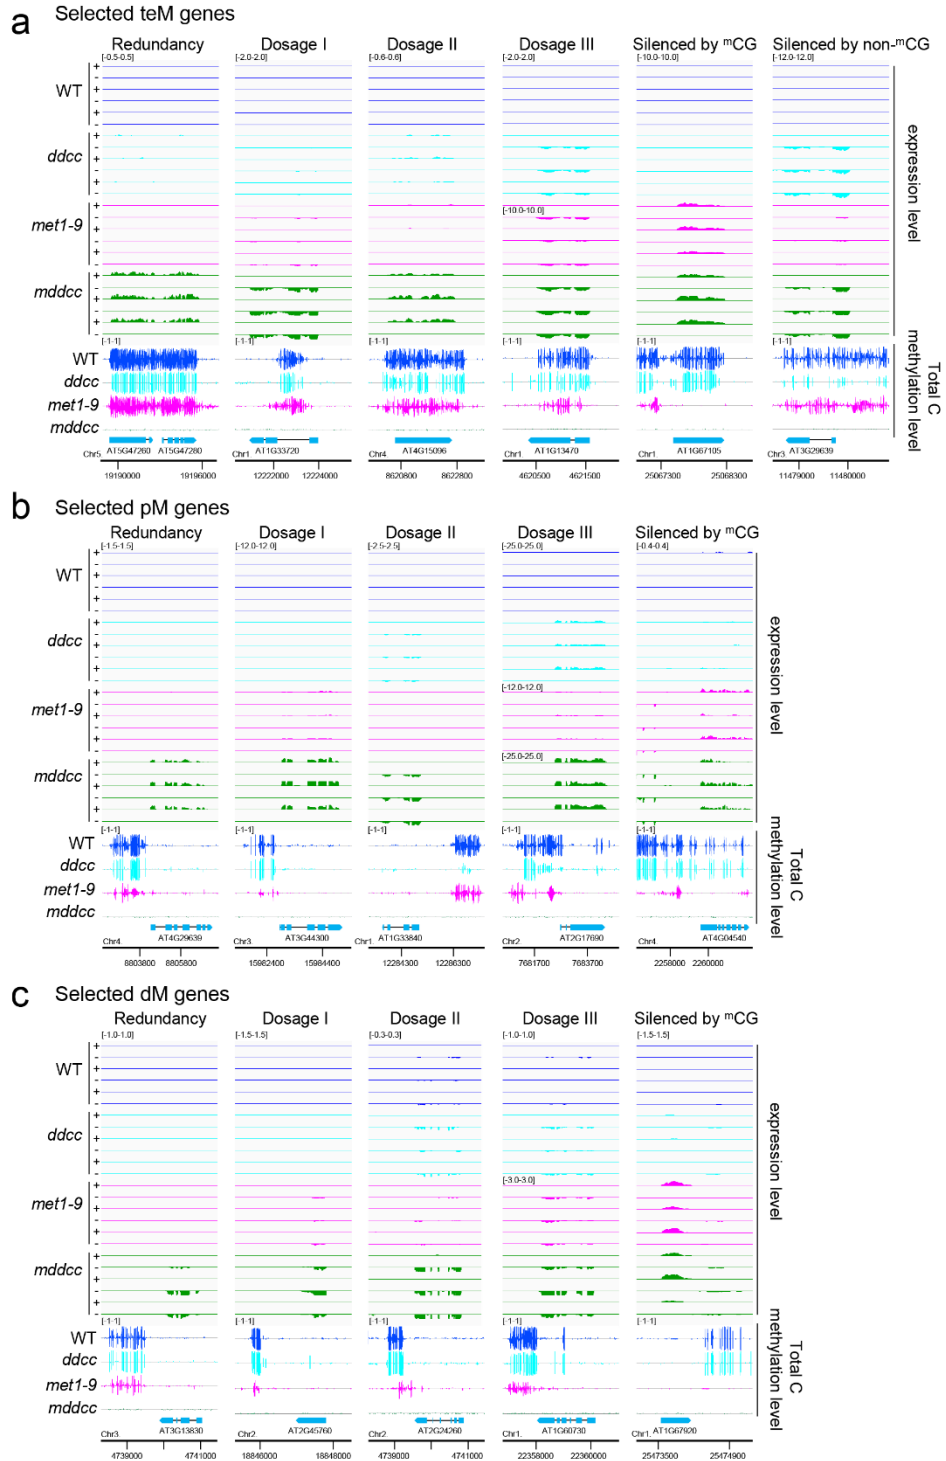

**Supplementary Figure 6. Examples of DNA methylation repressing gene expression.** (a)-(c) Snapshots of expression and DNA methylation levels over selected genes from the teM (a), pM (b), or dM (c) categories.

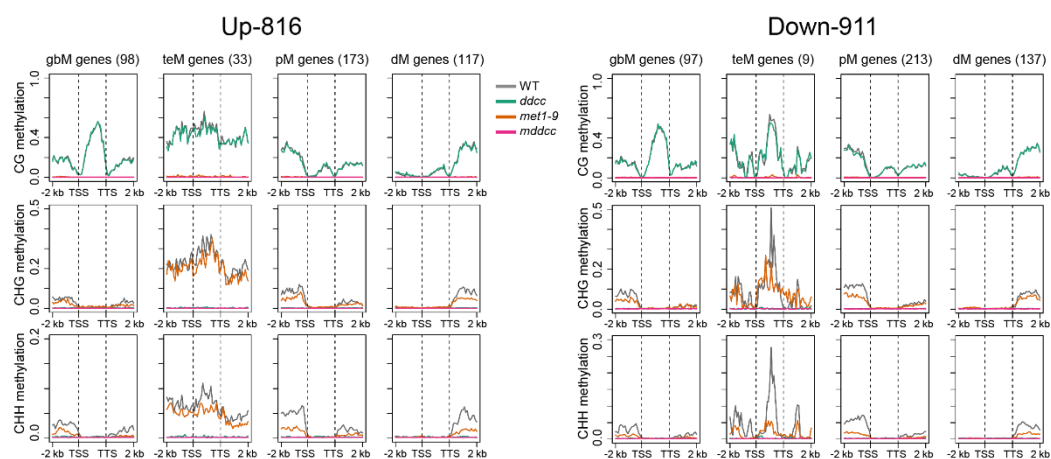

**Supplementary Figure 8. Metaplot of CG, CHG, and CHH methylation levels over methylated DEGs.** Selected subsets of genes are taken from those in Figure 2b or 2c. The numbers in parentheses indicate the numbers of corresponding gene types.

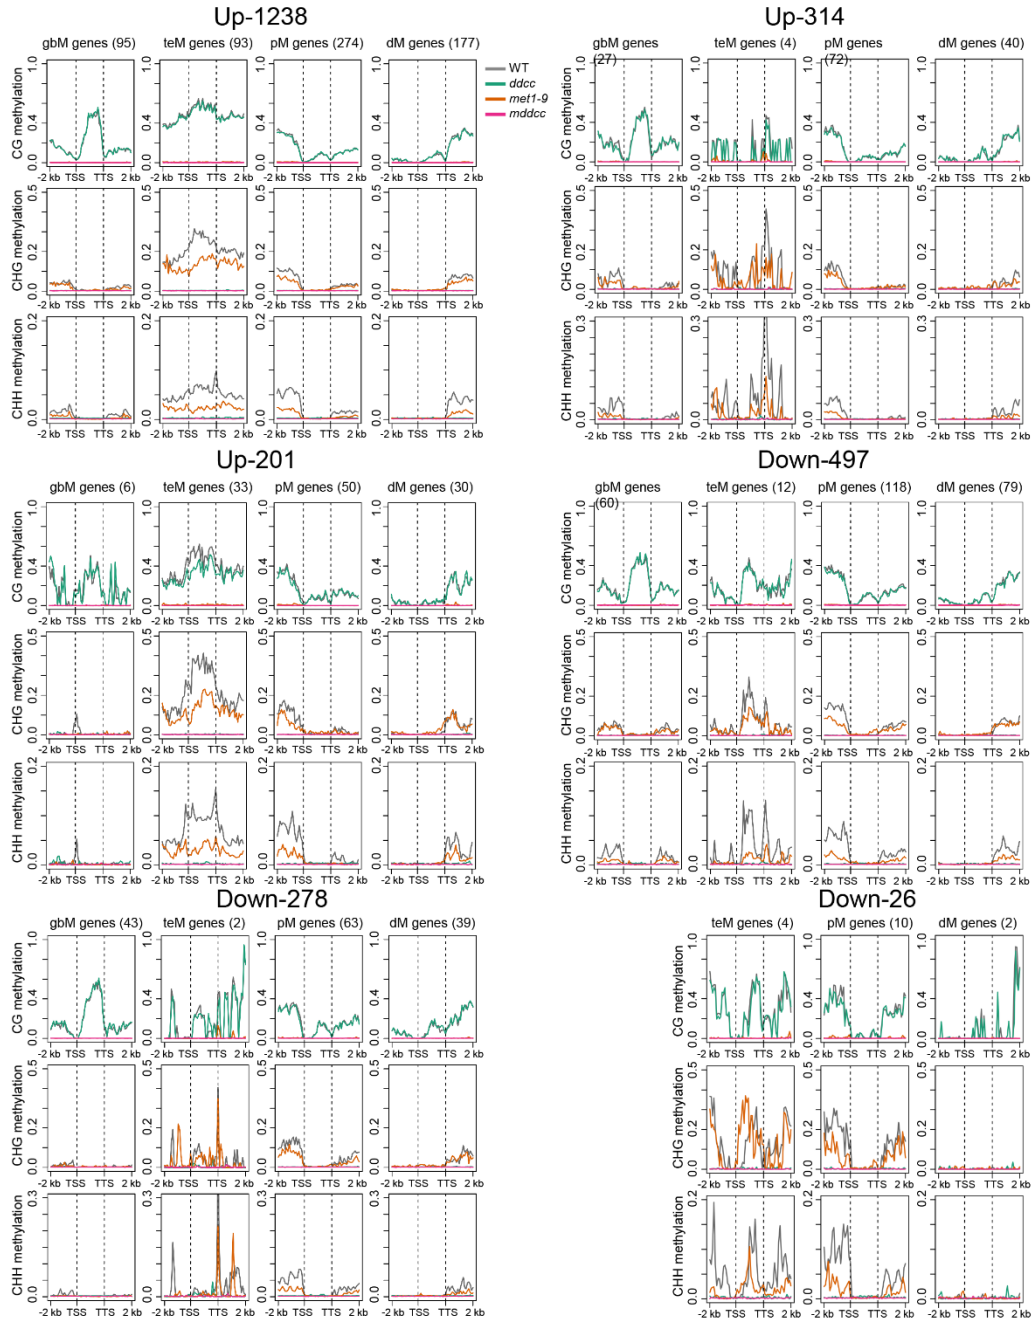

**Supplementary Figure 9. Metaplot of CG, CHG, and CHH methylation levels over methylated DEGs from the *met1-9* mutant.** Selected subsets of genes are taken from those in Figure 2b or 2c. The numbers in parentheses indicate the numbers of corresponding gene types.

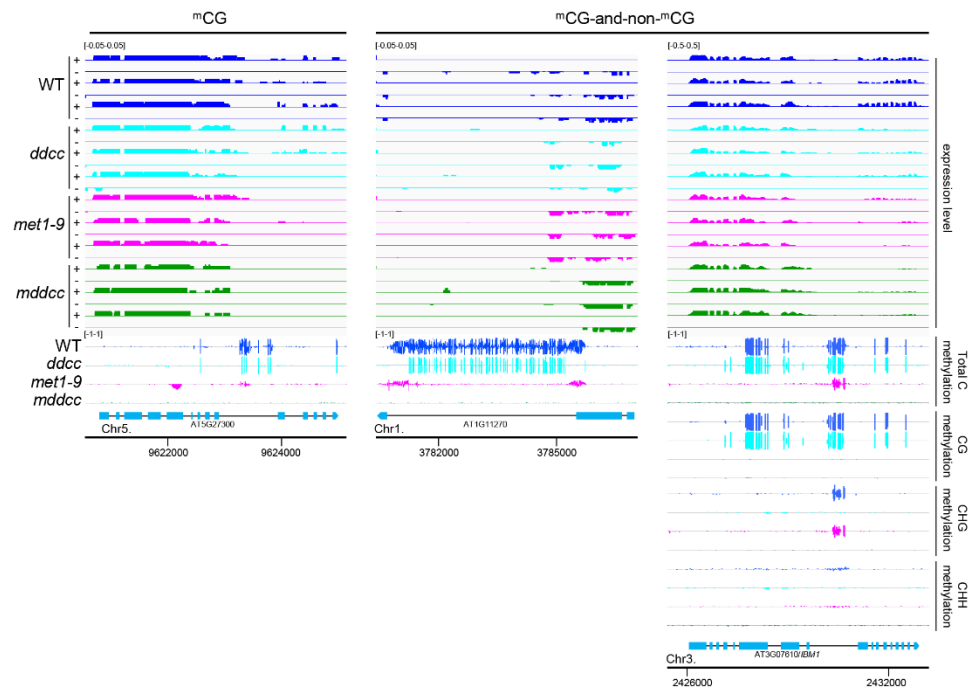

**Supplementary Figure 10. Examples of DNA methylation promoting full-length transcripts of Intron-teM genes.** Snapshots of expression and DNA methylation levels over selected Intron-teM genes.

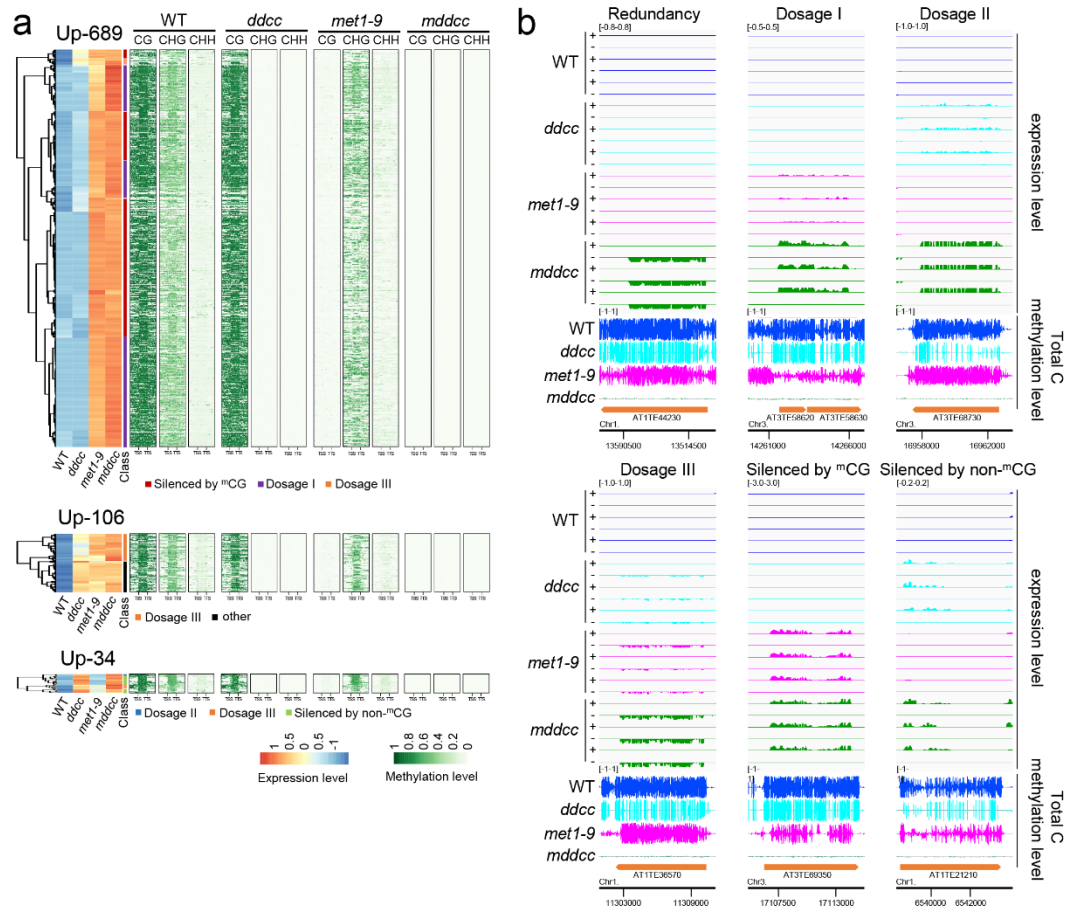

**Supplementary Figure 11. DNA methylation represses TEs expression.** (a) Heat maps showing the expression and DNA methylation patterns of TEs in the indicated groups (from Figure 3b). Based on their expression pattern, TEs were classified into Dosage I, Dosage II, Dosage III, Silenced by <sup>m</sup>CG, Silenced by non-<sup>m</sup>CG and other (TEs expression levels are similar among *ddcc*, *met1-9* and *mddcc*); for details, please refer to the main text. (b) Examples of DNA methylation repressing TEs expression.

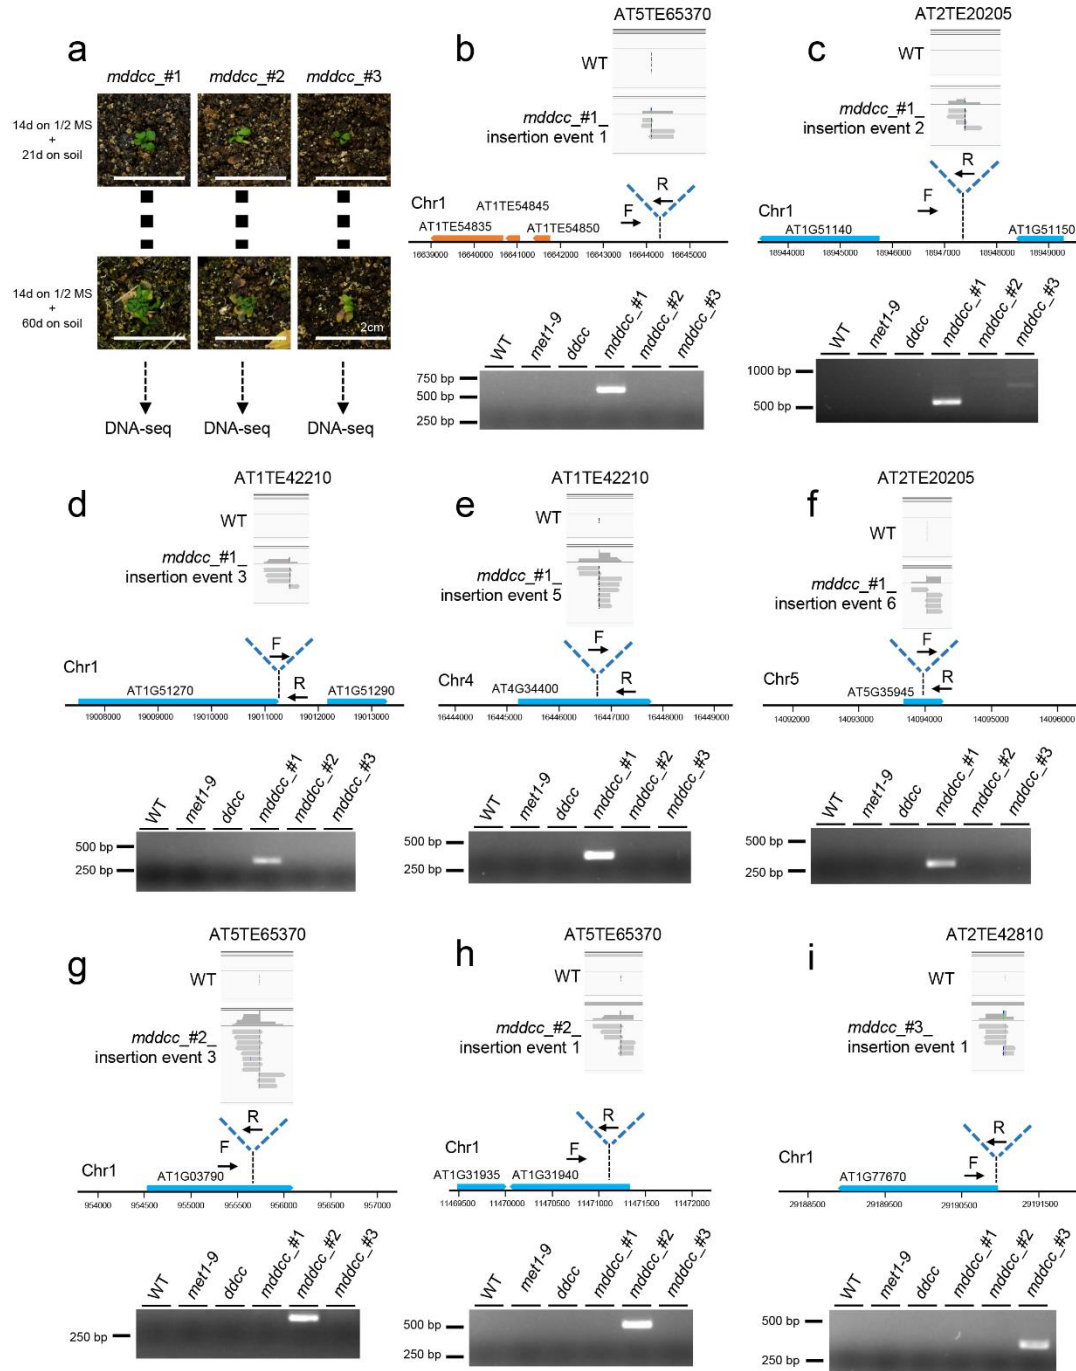

**Supplementary Figure 12. Confirmation of TE transpositions by PCR.** (a) Images of individual *mddcc* plants used for DNA-seq. (b)-(i) Products of PCR amplification with paired primers flanking the new insertion site or a transposon-specific primer and a primer flanking the new insertion site in the indicated genotypes. Black arrows indicate primers. Upper panels, screenshots from Integrative Genomic Viewer (IGV) showing split-reads for TE's insertion. Middle panels, coordinate lines indicate the sequence contexts of TE's insertion sites. Source data are provided as a Source Data file.

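The primers of Supplementary Data 2 were matched to the genome. All 11 pairs have a primer with a single exact match in the TAIR10.1 genome beside the listed site, 141 to 467 bp from it. In 10 pairs the other primer is specific to the TE, whereas the pair for the insertion on chromosome 3 at 4120598 flanks the site on both sides (4120313 to 4120333 and 4120940 to 4120959). Of the TE primers, 8 match more than 1 place exactly, up to 4 places, and 1 matches a single place. The primer CATATTATAGCGCTTTTCACTGGCTAAT, used for the insertion on chromosome 1 at 18947368, matches chromosome 1 at 12946962 and 11302284 and chromosome 2 at 4909232 and 4385878. The primer AAGGAAAATGAGCTATCCTCTACTGCT, used for the insertion on chromosome 4 at 16446738, matches chromosome 1 at 12942872 and no other place. The primer GTCTAGGGTATACACAACTACTAATGAC, used with AT5TE65370 for the insertion on chromosome 1 at 16644301, matches chromosome 5 at both 18142216 and 18146838. For the insertion in *ATP3*, the TE primer GGGACTGGCCAGACGATTGATGCTT has no exact match in the reference genome.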

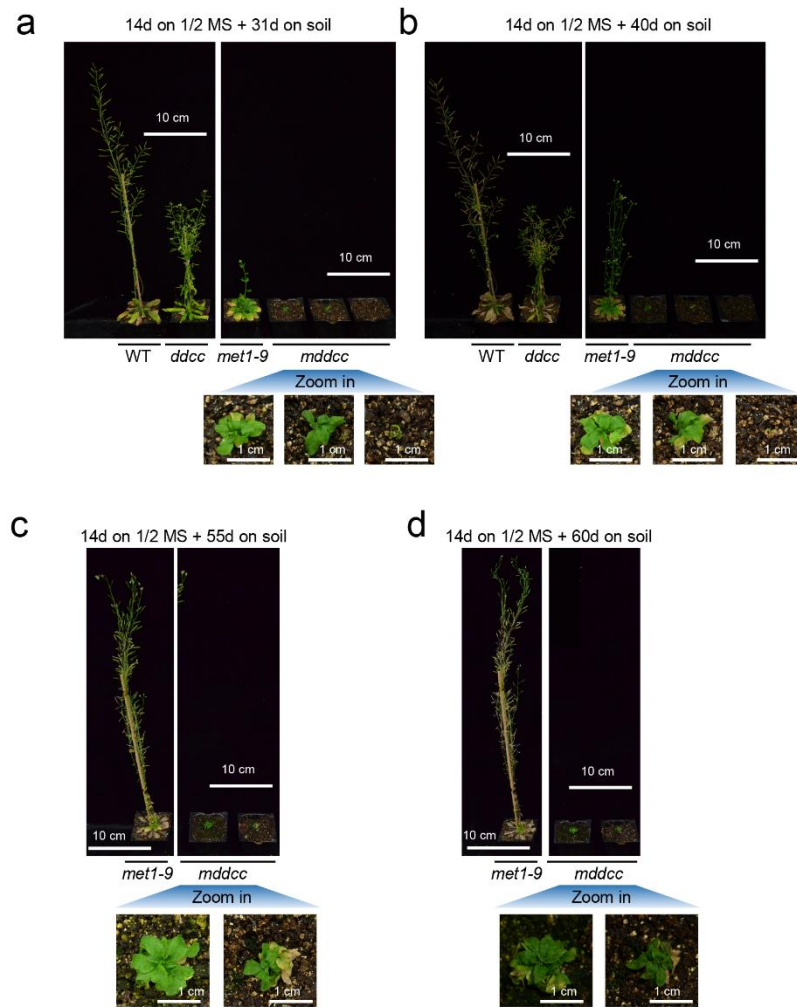

**Supplementary Figure 13. Phenotypes of *mddcc* plants in a time-course.** (a)-(d) Representative images of *mddcc* plants at different times, as indicated: a, 45-day-old plants; b, 54-day-old plants; c, 69-day-old plants; d, 74-day-old plants. WT, *ddcc*, and *met1-9* plants are shown for comparison.

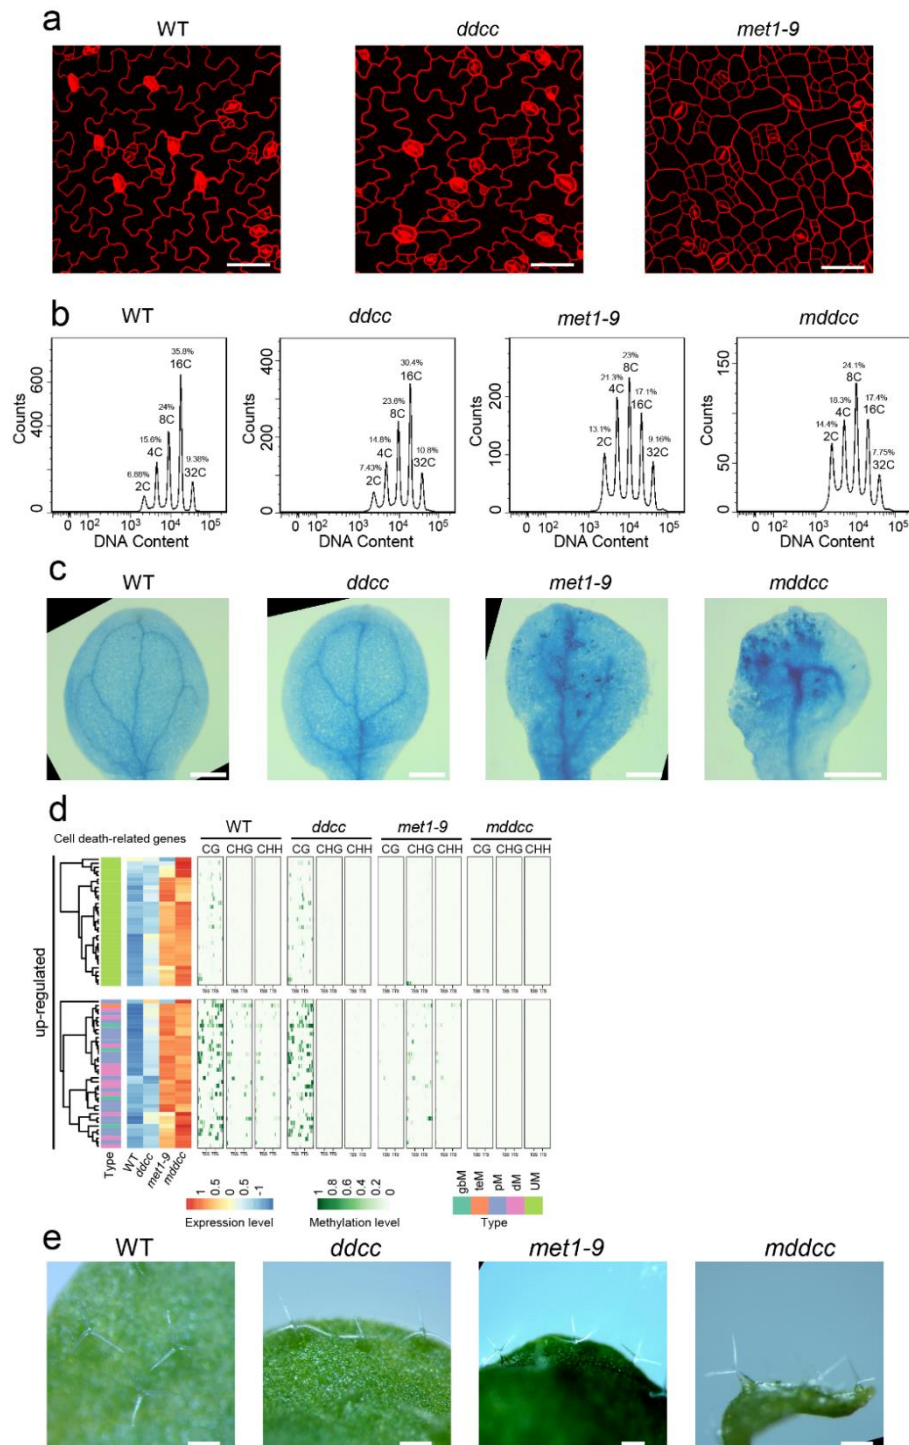

**Supplementary Figure 14. DNA methylation regulates pavement cell shape, cell death, endoreduplication, and trichome morphology.** (a) Representative images of pavement cell morphology of cotyledons from 4-day-old WT, *ddcc*, and *met1-9* seedlings. Cell outlines were visualized with PI. Scale bar: 50  $\mu$ m. Experiments were independently repeated two times with similar results. (b) DNA contents determined by flow cytometry using cotyledons from 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. (c) Representative images of cotyledons showing cell death detected by trypan blue staining in 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Scale bar: 500  $\mu$ m. (d) Heat maps showing the expression and DNA methylation patterns of cell death-related genes in the indicated genotypes. Cell death-related genes (see Supplementary Data 1) were identified from the overlap between GO:0008219 (cell death) and up-regulated genes in *mddcc*. (e) Representative images showing trichomes in the first true leaves of 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Scale bar: 200  $\mu$ m.

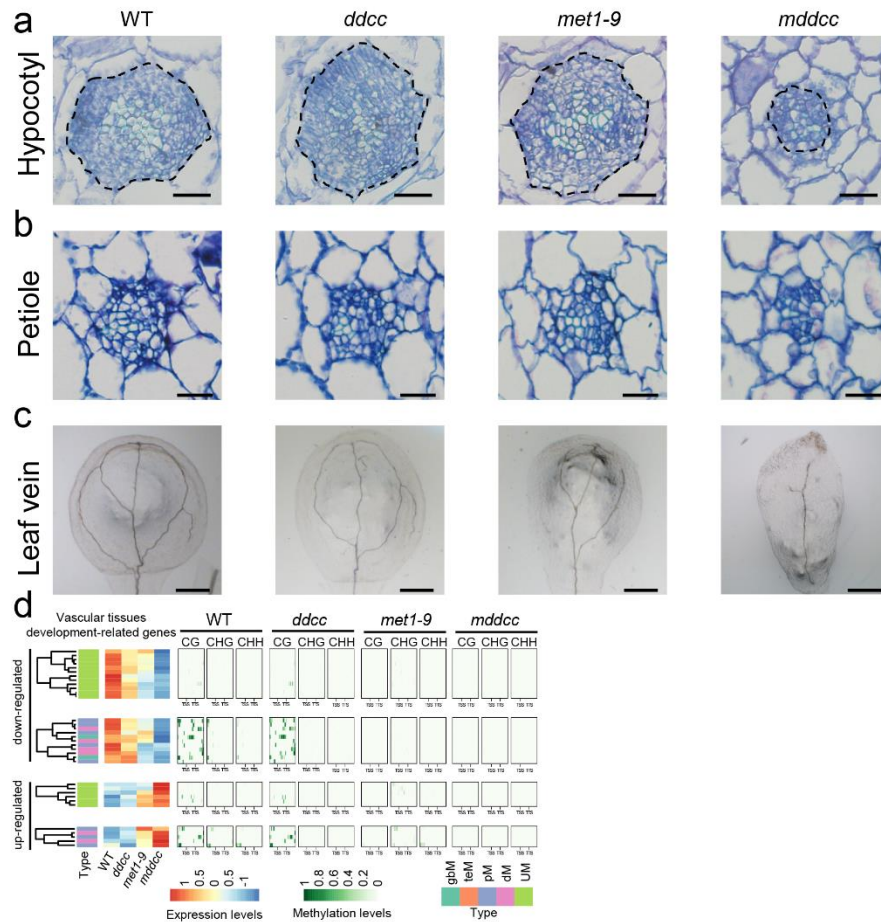

**Supplementary Figure 15. CG and non-CG methylation redundantly regulate vascular development.** (a) Representative sections across the hypocotyls of 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Scale bar: 25  $\mu$ m. Experiments were independently repeated one times with similar results. (b) Representative sections across the petioles of cotyledons of 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Scale bar: 20  $\mu$ m. Experiments were independently repeated one times with similar results. (c) Representative images showing the venation pattern of cotyledons of 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Scale bar: 500  $\mu$ m. Experiments were independently repeated one times with similar results. (d) Heat maps showing the expression and DNA methylation patterns of vascular development-related genes in the indicated genotypes. Vascular development-related genes were identified from the overlap between DEGs in *mddcc* and GO:0010087 (phloem or xylem histogenesis), GO:0010051 (xylem and phloem pattern formation) or genes references<sup>1</sup> and<sup>2</sup>.

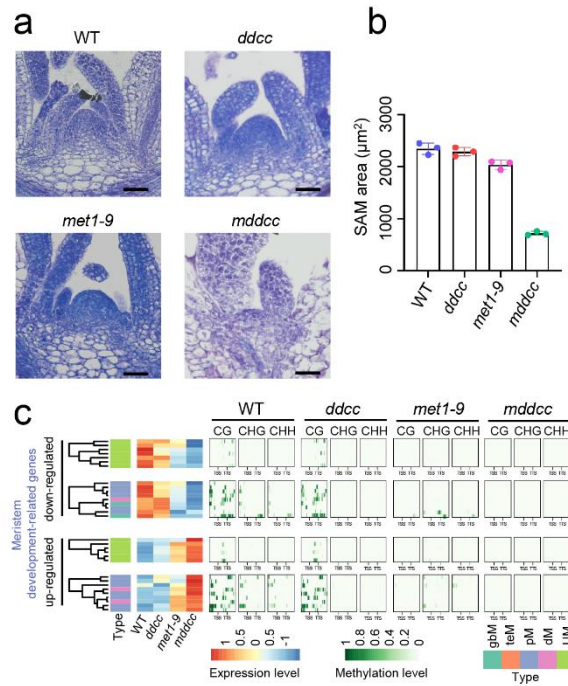

**Supplementary Figure 16. DNA methylation regulates SAM size.** (a) Representative longitudinal section of the shoot apical meristem of 11-day-old WT, *ddcc*, *met1-9*, and *mddcc* seedlings. Scale bar: 50  $\mu\text{m}$ . Experiments were independently repeated one times with similar results. (b) Quantification of SAM area in the indicated genotypes. The data are the means  $\pm$  S.D. of the biological repeats (n=3). (c) Heat maps showing the expression and DNA methylation patterns of meristem development-related genes in the indicated genotypes. Meristem development-related genes (see Supplementary Data 1) were identified from the overlap between GO:0048507 (meristem development) and DEGs in *mddcc*. Source data are provided as a Source Data file.

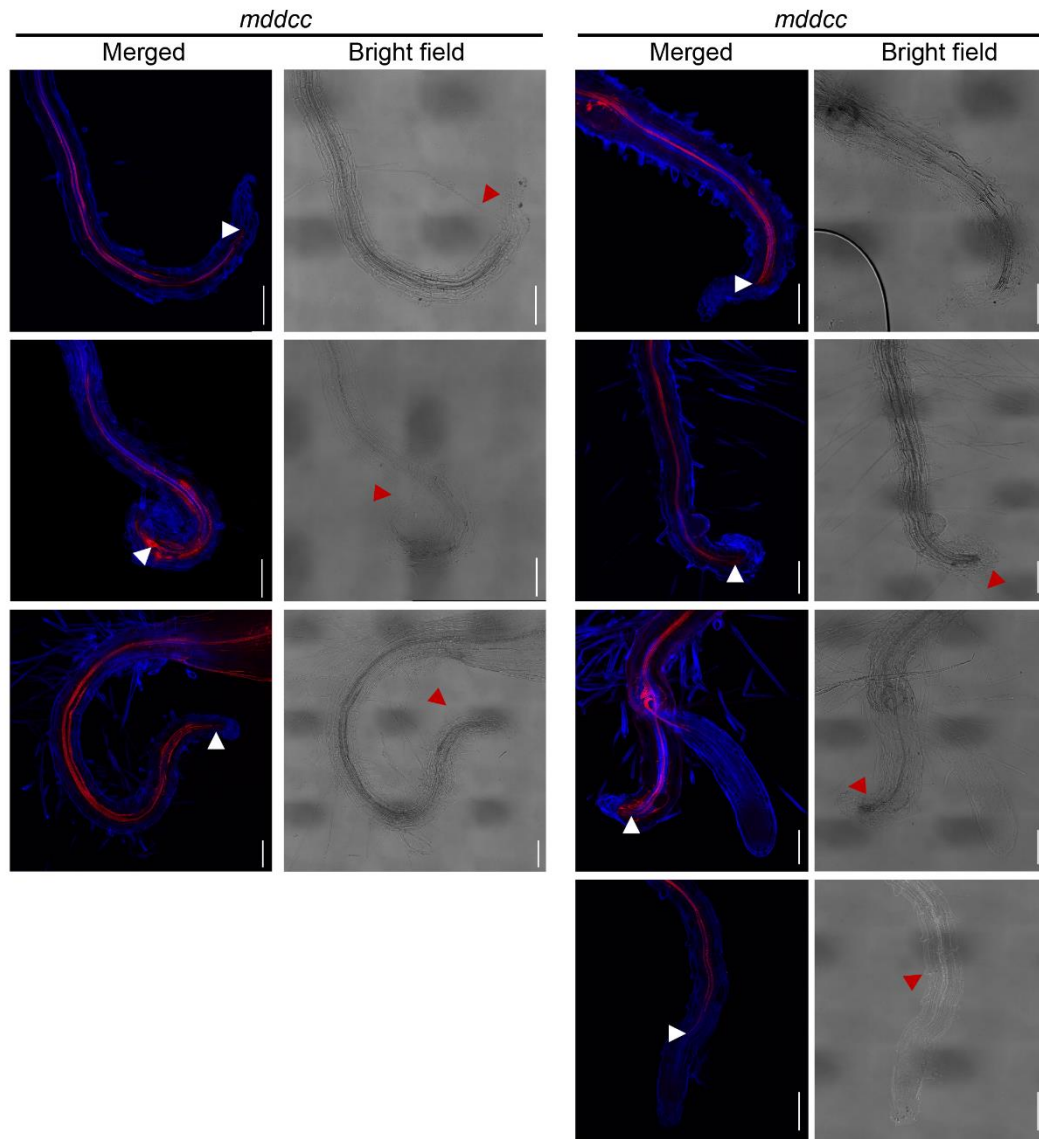

**Supplementary Figure 17. Root morphology of 11-day-old *mdcc* seedlings.** Representative microscopy images of *mdcc* mutant roots. Cleared roots stained with calcofluor white (blue) and basic fuchsin (red). White arrowheads indicate the site of appearance of the first protoxylem cells; red arrowheads indicate root hairs. Scale bars: 100  $\mu$ m. Experiments were independently repeated at least two times with similar results.

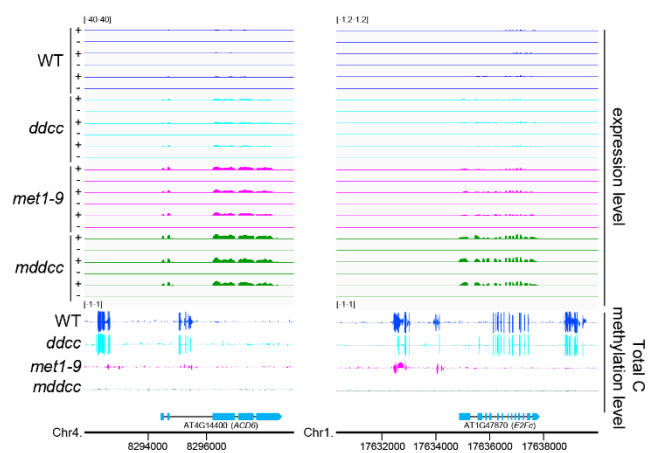

**Supplementary Figure 18. Snapshots of expression and DNA methylation levels of *ACD6* and *E2Fc*.**

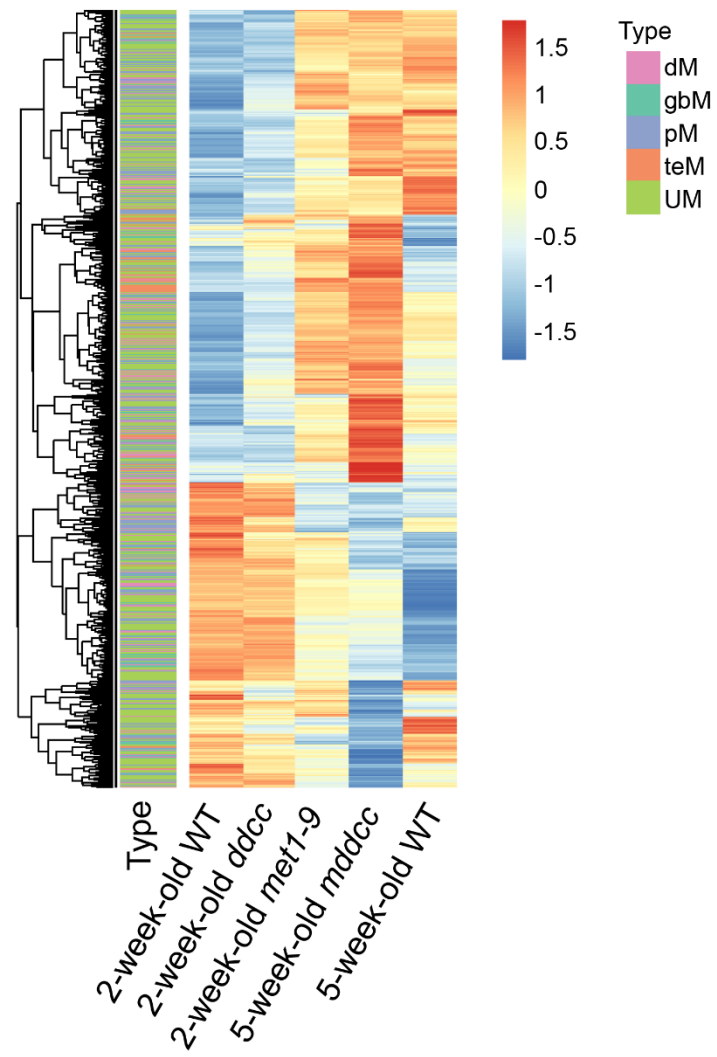

**Supplementary Figure 19. Expression profile of DEGs in 5-week-old *mddcc* relative to 2-week-old WT among the indicated genotypes.**

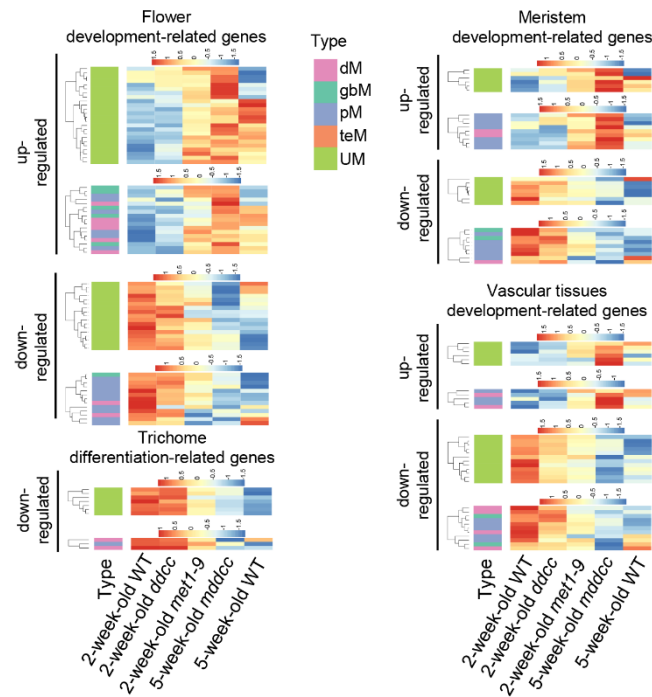

**Supplementary Figure 20. Comparing the expression levels of selected DEGs (5-week-old *mddcc* relative to 2-week-old WT) potentially involved in the specific phenotypes of *mddcc* among the indicated genotypes.**

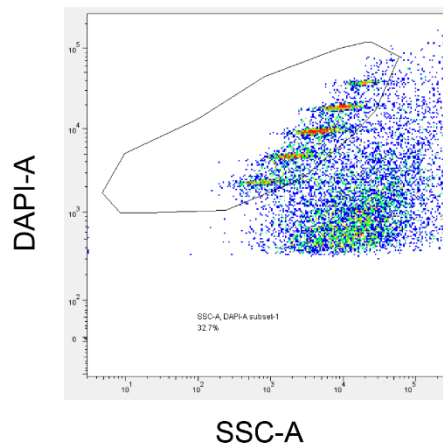

**Supplementary Figure 21. Flow cytometry gating strategy for analysis of DNA content.**

**Supplementary Table 1. Summary of whole-genome bisulfite sequencing results.**

| <b>Samples</b>              | <b>Total reads</b> | <b>Clean reads</b> | <b>Valid mappings</b> | <b>Average coverage</b> | <b>Conversion rates</b> |
|-----------------------------|--------------------|--------------------|-----------------------|-------------------------|-------------------------|
| WT_replicates 1             | 39139223           | 34191895           | 33132845              | 14.83                   | 99.79%                  |
| WT_replicates 2             | 26649050           | 24461165           | 21171418              | 9.31                    | 99.86%                  |
| <i>ddcc</i> _replicates 1   | 34478574           | 28905441           | 28928932              | 12.54                   | 99.74%                  |
| <i>ddcc</i> _replicates 2   | 23583553           | 21249060           | 18326908              | 8.1                     | 99.88%                  |
| <i>met1-9</i> _replicates 1 | 43989870           | 43350636           | 24038413              | 13.13                   | 99.76%                  |
| <i>met1-9</i> _replicates 2 | 53529716           | 52751089           | 29652650              | 16.02                   | 99.78%                  |
| <i>mddcc</i> _replicates 1  | 46622456           | 45803700           | 39437173              | 18.12                   | 99.85%                  |
| <i>mddcc</i> _replicates 2  | 34406557           | 34083836           | 29326757              | 13.4                    | 99.90%                  |
| <i>mddcc</i> _replicates 3  | 32385670           | 28432763           | 22134569              | 8.99                    | 99.90%                  |

**Supplementary Table 2. Summary of RNA sequencing results.**

| <b>Samples</b>              | <b>Total reads</b> | <b>Clean reads</b> | <b>Unique mapped rates</b> | <b>Mutiple mapped rates</b> |
|-----------------------------|--------------------|--------------------|----------------------------|-----------------------------|
| WT_replicates 1             | 33857672           | 29764885           | 48.83%                     | 50.97%                      |
| WT_replicates 2             | 34847108           | 30396787           | 46.35%                     | 53.41%                      |
| WT_replicates 3             | 30600113           | 26572700           | 50.49%                     | 49.27%                      |
| <i>ddcc</i> _replicates 1   | 28234524           | 24440928           | 50.11%                     | 49.32%                      |
| <i>ddcc</i> _replicates 2   | 31972793           | 27892239           | 51.88%                     | 47.58%                      |
| <i>ddcc</i> _replicates 3   | 32667938           | 28512310           | 48.58%                     | 51.17%                      |
| <i>met1-9</i> _replicates 1 | 30436432           | 26565552           | 49.70%                     | 50.10%                      |
| <i>met1-9</i> _replicates 2 | 31145791           | 27390165           | 50.56%                     | 49.21%                      |
| <i>met1-9</i> _replicates 3 | 27075192           | 22102626           | 48.14%                     | 51.56%                      |
| <i>mddcc</i> _replicates 1  | 28097660           | 21153102           | 50.73%                     | 48.73%                      |
| <i>mddcc</i> _replicates 2  | 31447449           | 23900420           | 56.29%                     | 43.12%                      |
| <i>mddcc</i> _replicates 3  | 27124679           | 20649099           | 51.92%                     | 47.27%                      |

**Supplementary Table 3. List of 3' down-regulated Intron-teM genes in *ddcc*, *met1-9*, and *mddcc*.**

| Gene ID   | WT 5' reads | WT 3' reads | Log2[( <i>ddcc</i> 3'/5')/(WT 3'/5')] | Log2[( <i>met1-9</i> 3'/5')/(WT 3'/5')] | Log2[( <i>mddcc</i> 3'/5')/(WT 3'/5')] |
|-----------|-------------|-------------|---------------------------------------|-----------------------------------------|----------------------------------------|
| AT1G58602 | 201         | 2379        | -0.311878937                          | -0.801366048                            | -8.070974471                           |
| AT5G27300 | 111.3333    | 4           | 0.093911569                           | -2.406282332                            | -4.073740275                           |
| AT1G25054 | 81          | 3.333333    | -4.964805157                          | -5.03479086                             | -5.400393985                           |
| AT4G28570 | 77.33333    | 0           | -0.036789797                          | -1.244229175                            | -1.809571248                           |
| AT3G05410 | 72          | 45.66667    | -1.300078305                          | -1.641807502                            | -7.334874706                           |
| AT1G24880 | 65.66667    | 3.333333    | -1.734164302                          | -0.595144209                            | -0.176647494                           |
| AT3G46490 | 37.66667    | 52          | 1.035590261                           | -0.464169917                            | -3.402769373                           |
| AT1G33080 | 18.66667    | 15.33333    | -0.331221573                          | -0.99798519                             | -1.346894952                           |
| AT3G28100 | 16.33333    | 39          | -0.610294565                          | -0.990758652                            | -1.002882606                           |
| AT1G11270 | 10          | 2           | -3.950043339                          | -4.188062429                            | -4.940306328                           |

**Supplementary Table 4. Summary of DNA sequencing results.**

| <b>Samples</b> | <b>Raw reads</b> | <b>Clean reads</b> | <b>Multiple mapped rates</b> | <b>Unique mapped rates</b> |
|----------------|------------------|--------------------|------------------------------|----------------------------|
| WT/#1          | 25137503         | 23490330           | 79%                          | 51%                        |
| <i>ddcc</i>    | 28316030         | 26385302           | 78%                          | 51%                        |
| <i>met1-9</i>  | 209285<br>vcv48  | 19984580           | 84.20%                       | 58.30%                     |
| <i>mdcc_#1</i> | 23077648         | 21700523           | 41.30%                       | 26.50%                     |
| <i>mdcc_#2</i> | 26793756         | 25102160           | 42.60%                       | 27.20%                     |
| <i>mdcc_#3</i> | 30479327         | 28629913           | 24.40%                       | 15.70%                     |

**Supplementary Table 5. Summary of TE transposition events identified in *mdcc*.**

| <b>Samples</b> | <b>Insertion events</b> | <b>Chromosome</b> | <b>Start</b> | <b>End</b> | <b>TE</b>  | <b>Family</b> | <b>Validation of PCR</b> |
|----------------|-------------------------|-------------------|--------------|------------|------------|---------------|--------------------------|
| <i>ddcc</i>    | 1                       | 5                 | 10532403     | 10532418   | AT1TE38795 | DNA/MuDR      | FALSE                    |
| <i>met1-9</i>  | 1                       | 1                 | 13402134     | 13402153   | AT2TE20085 | LTR/Gypsy     | FALSE                    |
| <i>mdcc_#1</i> | 1                       | 1                 | 16644301     | 16644308   | AT5TE65370 | LTR/Copia     | TRUE                     |
|                | 2                       | 1                 | 18947368     | 18947374   | AT2TE20205 | DNA/En-Spm    | TRUE                     |
|                | 3                       | 1                 | 19011273     | 19011280   | AT1TE42210 | DNA/En-Spm    | TRUE                     |
|                | 4                       | 3                 | 2999842      | 2999846    | AT1TE42210 | DNA/En-Spm    | TRUE                     |
|                | 5                       | 4                 | 16446738     | 16446742   | AT1TE42210 | DNA/En-Spm    | TRUE                     |
|                | 6                       | 5                 | 14093978     | 14093981   | AT2TE20205 | DNA/En-Spm    | TRUE                     |
| <i>mdcc_#2</i> | 1                       | 1                 | 11471129     | 11471136   | AT5TE65370 | LTR/Copia     | TRUE                     |
|                | 2                       | 1                 | 15202289     | 15202294   | AT1TE49860 | DNA           | FALSE                    |
|                | 3                       | 1                 | 955661       | 955667     | AT5TE65370 | LTR/Copia     | TRUE                     |
|                | 4                       | 2                 | 14021144     | 14021155   | AT2TE42810 | DNA/MuDR      | TRUE                     |
| <i>mdcc_#3</i> | 1                       | 1                 | 29190880     | 29190890   | AT2TE42810 | DNA/MuDR      | TRUE                     |
|                | 2                       | 3                 | 4120598      | 4120603    | AT2TE20205 | DNA/En-Spm    | TRUE                     |

## **Supplementary references**

- 1 Ruonala, R., Ko, D. & Helariutta, Y. Genetic Networks in Plant Vascular Development. *Annu. Rev. Genet.* **51**, 335-359 (2017).
- 2 Cano-Delgado, A., Lee, J. Y. & Demura, T. Regulatory mechanisms for specification and patterning of plant vascular tissues. *Annu. Rev. Cell Dev. Biol.* **26**, 605-637 (2010).

# Supplementary material for: DNA methylation-free Arabidopsis reveals crucial roles of DNA methylation in regulating gene expression and development
**Source:** Nat Commun. 2022 Mar 14;13:1335. doi: 10.1038/s41467-022-28940-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of DEGs in mddcc involved in indicated functional categories

File Name: Supplementary Data 2

Description: Primers used in this study

File Name: Supplementary Data 3

Description: Definition of DNA methylation-associated genes

# Supplementary material for: DNA methylation-free Arabidopsis reveals crucial roles of DNA methylation in regulating gene expression and development
**Source:** Nat Commun. 2022 Mar 14;13:1335. doi: 10.1038/s41467-022-28940-2
**Supplement:** Supplementary file 7 — Reporting Summary

Last updated by author(s): Jan 16, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | HiSeq X Ten; BD FASCAria III flow cytometer                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | BS-seq and RNA-seq analysis: Trimmomatic version 0.36, Cutadapt version 1.16, BSMAP version 2.9.0, Bowtie2 version 2.3.4.1, FastQC version v0.11.7, HTSeq version 0.9.1, Cufflink version v2.2.1, DESeq2 version 1.14.1, featureCounts version 1.14.1, STAR version v2.5.3<br>DNA-seq analysis: Bowtie2 version 2.2.5, SPLITREADER beta1.1<br>Data visualization: Integrative Genomics Viewer version 2.1.24, Integrated Genome Browser version 9.0.1<br>GO analysis: agriGO version 2<br>FACS data analysis: FlowJo 7.6 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All high-throughput sequencing data generated in this study have been deposited in GEO with accessions codes GSE169497. All data supporting the findings of this study are available within the manuscript and its supplementary files. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size in all the experiments was sufficient for statistical significance and reproducibility. For BS-seq and RNA-seq, at least 6 seedlings were collected for each sample. For the analysis of phenotypes, at least 3 plants (ranged from 3 to 49 plants for different experiments) were used for the measurement.                                             |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                             |
| Replication     | RNA-seq was performed with three biological replicates. BS-seq was performed with two biological replicates (with the exception of mddcc mutant, for which three replicates were used). DNA-seq was performed with one biological replicate (with the exception of mddcc mutant, for which three replicates were used). All attempts at replication were successful. |
| Randomization   | Arabidopsis plants grown under same conditions were randomly selected.                                                                                                                                                                                                                                                                                               |
| Blinding        | No blinding was used. When processing the sequencing data, the same parameters were applied. There was no possible manual intervention.                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Cotyledons of 11-day-old plants were chopped with a razor blade in 1ml Galbraith's buffer (45 mM MgCl <sub>2</sub> , 30 mM sodium citrate, 20 mM MOPS, 0.1% (v/v) Triton x-100, pH=7.0). The lysate was filtered through a 40-µm cell strainer (BD Falcon) and incubated at 4°C for 5 min. The eluate was transferred to a 15 ml tube, 2 µl DAPI solution (1 mg/ml) were added, and the mixture was incubated on ice for 10 min. |
| Instrument         | BD FASCAria III                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Software           | FlowJo 7.6                                                                                                                                                                                                                                                                                                                                                                                                                       |

Cell population abundance

At least 1500 cells were analysed in each genotype.

Gating strategy

Nuclei were isolated from cotyledons of 11-day-old plants and stained by propidium iodide. The relative fluorescence intensity indicated DNA content and ploidy of the nuclei. FACS was used to sort nuclei with different DNA content.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

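DNA-seq insertion lists of 6 libraries were analysed, 1 each of WT, *ddcc* and *met1-9* and 3 of *mddcc* plants. Conditions and plant numbers were taken from the sample labels and from Supplementary Table 4, which lists the same 6 libraries. The BS-seq and RNA-seq samples of the study were not analysed here.

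The authors trimmed the reads with Trimmomatic, mapped them with Bowtie2 (version 2.2.5 in the Reporting Summary) and searched the reads that stayed unmapped or mapped discordantly for TE ends with SPLITREADER beta1.1. They clipped reads with at least 20 nt on a TE end step by step, mapped the rest to the genome, joined reads clipped at the same place into clusters, and removed insertions near centromeres, chromosome ends, runs of unknown bases or their own donor. The deposited values are counts of split reads at each extremity of an insertion, which the authors did not scale to depth, together with site limits, the length of the target site duplication and the counts per donor copy. The filters on the reads could not be repeated or relaxed here, and not every listed insertion meets the limits that the methods state on split reads, overlap and TE family. An insertion left out of the lists cannot be seen, and one in repeated sequence can be placed wrongly or missed, so the numbers of insertions are numbers of listed calls.

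From the lists were computed the number of insertions per library, on all chromosomes, on nuclear chromosomes alone and with a positive PCR result in Supplementary Table 5. Rates were computed per 1000000 uniquely mapped reads, with depth from Supplementary Table 4 (4.49 to 13.5 times 1000000 uniquely mapped reads per library) and exact 95% Poisson intervals from SciPy 1.17.1. At these depths 3 insertions correspond to 0.223 to 0.667 insertions per 1000000 uniquely mapped reads. Rates from fewer than 3 insertions are printed but rest on 1 or 2 calls. The intervals cover counting error only.

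The RefSeq annotation of TAIR10.1 gave the genes, transcripts and sequences at each site. All annotated genes and pseudogenes were used, and an insertion was counted as inside a gene when the left limit of its site was. Primers of Supplementary Data 2 were matched exactly to both strands of the genome, and 12 of them lie 141 to 467 bp from the listed sites, which checks that the lists and the reference share coordinates. Sequence around sites was compared with the nuclear genome by BLASTN 2.17.0 (e-value 1e-05, no masking), with 300 bp on each side of a site, and matches of at least 100 bp and 80% identity were counted.

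Differences between 2 groups were tested by exact permutation tests over all splits of the same sizes, two-sided, on the mean. The 3 *mddcc* plants were set against the other 3 libraries together, since no other genotype has more than 1 library. The share of insertions in genes was compared with 100000 draws of random positions on the 5 nuclear chromosomes, and the share on the donor's chromosome with 100000 shuffles of the sites among the donors. The donor of an insertion was the copy with the most split reads. The 3 chloroplast insertions were left out of the test on genes, whose random positions are nuclear, and of comparisons by PCR result, since Supplementary Table 5 does not hold them. The p-values of the 7 main tests and of the test on genomic matches were adjusted together by the Benjamini-Hochberg method, a choice made after seeing the data. The comparison of an inverted repeat with random positions was left out of the adjustment, because its site was chosen for that repeat. The permutation tests were tested on simulated data. With no difference they gave p of 0.05 or less in 5.80% of 500 simulated comparisons and, for positions, in 3.67% of 300, and with a large difference in 100% of 100 and of 300. The simulated values were normally distributed, in groups of other sizes than those tested here. The large differences were extreme, with every simulated position in a gene. These simulations therefore do not show how the tests perform on the small groups and small counts used here.

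The alternatives covered which insertions were counted, the overlap limit, the depth measure, how the overlap was counted and summarised, what counted as a gene, and each *mddcc* plant left out in turn. Every listed insertion was named with its donor, site and gene or neighbouring genes, by a rule set before the data were examined. Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9 were used.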

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

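All tests in this part were chosen after the results they bear on had been seen.

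The lists hold 3 insertions on the chloroplast genome, all in *mddcc* (1 in *mddcc*_#1 and 2 in *mddcc*_#2) and 0 in WT, *ddcc* and *met1-9*, and the paper does not report them. They are a signal outside the insertions the paper discusses. Their listed donors, AT2TE44930 and AT2TE26350, are on chromosome 2. One explanation is that each TE lies beside a nuclear copy of chloroplast DNA, so that reads across a junction already in the reference look like an insertion into the chloroplast. The positions of these TEs were not given, but TE identifiers rise along the chromosome. A straight line through the identifier numbers and primer matches of AT2TE20205 and AT2TE42810 places AT2TE44930 near 10.48 Mb and AT2TE26350 near 6.29 Mb. The error of these places was not measured. The chloroplast sequence beside the sites has copies on chromosome 2 centred on 10.47 Mb and 6.46 Mb, 8.79 kb and 162 kb from these places, and the first of these copies ends at chloroplast position 63658, next to the site that starts at 63663. The second ends at 46571, short of the site that starts at 46667, so it is not shown to lie at a junction with its TE. Because the error of the places is unknown, the distances of 8.79 kb and 162 kb do not show which copy is nearer its TE. Of 1539 chloroplast windows taken every 100 bp, 1.82% and 2.92% match chromosome 2 within 250 kb of the same places, so a pair of random windows would do so in 0.0532% of cases. The limit of 250 kb was set after the distances had been seen, and the places of the TEs were inferred and not read from a TE annotation, so this value cannot decide whether a nuclear copy lies beside each donor TE. By uniquely mapped reads, deeper sequencing of the *mddcc* libraries does not account for them. *ddcc*, which has no such insertion, has 13.5 M (1000000 reads) and the *mddcc* plants with such insertions have 6.83 M at most. The calls were made from reads left unmapped, however, and the mapped rate was 41.3% in *mddcc*_#1 and 42.6% in *mddcc*_#2. It was 78% to 84.2% in WT, *ddcc* and *met1-9*, so a larger pool of searched reads cannot be excluded. In *mddcc*_#3, without such an insertion, it was 24.4%, the lowest. A junction in the reference would be present in every genotype. That explanation alone therefore leaves open why WT, *ddcc* and *met1-9*, at 11.7 M to 13.5 M, have 0 such insertions. In *mddcc*_#3, at 4.49 M, there were also 0. Whether the share of chloroplast DNA differed between the libraries was not analysed here. A real insertion into the chloroplast genome in plants without DNA methylation cannot be told apart from the nuclear copies on these values, and the presence of the same site in both *mddcc*_#1 and *mddcc*_#2 contrasts with the nuclear insertions, of which 0 were shared.

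Split reads were assigned to AT2TE18415, an ATENSPM3 copy that the paper does not name, in 4 insertions of *mddcc*, 6 split reads in all and 0 in the other genotypes. The copy is outside those the paper discusses. One technical explanation is that short clipped reads fit several near-identical copies. By the order of identifiers alone, AT2TE18415 is taken to be the copy on chromosome 2 that ends at 4385853, and 70.8% of the 20-nt words in the 300 bp at this end also occur at the end of AT1TE42210 or of the copy on chromosome 2 that ends at 4909284. Reads shared between copies may therefore account for these assignments. A transposition of AT2TE18415 itself in *mddcc* cannot be told apart from shared reads, because the sequences of the split reads were not analysed here.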

How the results depend on the processing

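The main settings and most alternatives were fixed before the data were examined. The alternatives that count nuclear insertions alone, that require at least 4 split reads at one extremity, or that use the donors named in Supplementary Table 5 were chosen after seeing the data. No paired analysis was possible because WT, *ddcc* and *met1-9* have 1 library each, so that the groups compared share only replicate number 1.

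The difference in the number of insertions per library kept its direction in all 7 alternatives (2.33 to 5.83 insertions), as did the difference in rate (0.181 to 0.995 per 1000000 clean, mapped or uniquely mapped reads). The exact permutation p was 0.1 throughout, which the design fixes as the smallest possible, so these p-values show no stability. No insertion has at least 5 split reads at each extremity, so that alternative gave no value.

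The overlap was shorter at PCR-positive than at PCR-negative insertions by the mean (difference −6.64 bp, exact permutation test, p = 0.0275) and by the median (−9.0 bp, exact permutation test, p = 0.0330). Counting end minus start shifts every overlap alike and cannot move the difference. In *mddcc* alone the difference reversed to 1.36 bp (exact permutation test, p = 0.583, smallest possible 0.0833), where a single insertion is PCR-negative, so the pattern rests on the insertions in *ddcc* and *met1-9*. The difference between ATENSPM3 and the other *mddcc* insertions kept its sign in all 6 alternatives. It was −4.83 to −4.0 bp across the 3 fits that each left out one plant, of which the fit without *mddcc*_#1 leaves 1 ATENSPM3 insertion and was not tested. In the other alternatives the exact permutation p was 0.0195 to 0.0455, without adjustment.

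The share of insertions inside a gene stayed near chance (p 0.138 to 1.00 by permutation). It changed from above to below chance when 1000 bp on each side of a gene were included (75.0% against 89.0% of random positions) and when *mddcc*_#2 was left out (62.5% against 64.1%), and ran from 62.5% to 70.0% across the 3 fits that each left out one plant. The share on the chromosome of the donor was 18.2% for PCR-positive insertions, against 21.5% by chance, and ran from 11.1% to 25.0% with one plant left out, on both sides of chance. The causes of these changes were not tested.

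The number of donor copies named in *mddcc* was 8 over all insertions, 5 over the PCR-positive ones and 4 with the donors of Supplementary Table 5, and the number of subfamilies fell from 6 to 3 over the PCR-positive insertions. The number of sites shared between libraries was 1 over all insertions and 0 on nuclear chromosomes. With 4 to 11 split reads per insertion, the lists cannot show insertions carried by few cells, and the *mddcc* libraries have the fewest uniquely mapped reads.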

Differences from the paper's values

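No value differed from the paper's by more than 1.5 times in the main setting. The points below are statements of the paper with which the lists disagree.

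The paper gives fewer putative insertions in *mddcc* than the 15 listed. The 12 on nuclear chromosomes have the number and the coordinates of the paper's table, a setting that was chosen after seeing the values.

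The paper includes AT1TE49860 among the transposed TEs of the PCR-positive insertions. In Supplementary Table 5 its only insertion is PCR-negative, the PCR-positive insertions there have 4 donors, and the lists name 5 possible donors of these insertions, of which AT2TE18415 is not named by the paper and AT1TE49860 is not one. The paper's table assigns the insertion on chromosome 1 at 18947368 to AT2TE20205, which has 1 of its 4 split reads, while AT2TE18415 has 2.

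The methods ask for more reads at a single extremity than 8 of the 17 insertions have. With at least 4 split reads at one extremity, 9 insertions remained. The methods exclude ARNOLDY2, and the insertion listed in *ddcc* belongs to it. The limits that the methods set on the overlap are not kept by 3 insertions when the listed length is used, and by 1 when both limits are counted.

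The colour key of Fig. 3d–f gives other subfamilies for the arrows than the lists do for the same donors. The lists give ATCOPIA21 for AT5TE65370, ATENSPM3 for AT1TE42210 and AT2TE20205, and VANDAL21 for AT2TE42810. Fig. 3i draws the insertion of AT2TE20205 in *mddcc*_#3 inside AT3G12920, whereas the listed site at 4120598 is 1186 bp from this gene in the RefSeq annotation, with both PCR primers (4120313 and 4120940) outside it.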

Other observations

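The test on the inverted repeat was chosen after the result was seen, the test on split reads was planned but taken up as an explanation only after its result was seen, the test on genomic matches was chosen before its result was seen, and the overlaps and PCR results were open to view in Supplementary Table 5 when the test on overlaps was chosen.

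The 3 PCR-negative insertions had an overlap of 14.0 ± 7.21 bp (SD, n = 3) and the 11 PCR-positive ones 7.36 ± 2.46 bp (SD, n = 11; difference −6.64 bp, exact permutation test, two-sided, p = 0.0275). After Benjamini-Hochberg adjustment over 8 tests the p was 0.0733, so the difference fails the correction. A hypothesis is that the PCR-negative insertions are in repeated sequence, where reads can be placed wrongly. The sequence around the PCR-negative sites matched 14, 217 and 657 other places in the nuclear genome, and that around the PCR-positive sites matched 0 places in 10 cases and 1 in the other (exact permutation test of the mean, two-sided, p = 0.00275, the smallest that 3 against 11 allow, adjusted p = 0.0220). This is consistent with false calls in repeats, but it does not follow the overlaps. The site with the most matches, in *mddcc*_#2 at 15202289, has an overlap of 6 bp, below the PCR-positive mean, and in *mddcc* alone the difference in overlap reversed to 1.36 bp. A PCR in repeated sequence may also fail for a real insertion, and the test cannot tell false calls from failed PCR. Fewer supporting reads cannot be excluded as an explanation. PCR-negative insertions had 4.33 split reads on average and PCR-positive ones 5.82, and with 3 against 11 insertions the test could not settle it (exact permutation test, two-sided, p = 0.368). Genotype cannot be separated from this pattern, because *ddcc* and *met1-9* hold 2 of the 3 PCR-negative insertions and no PCR-positive one.

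The site listed in *ddcc* lies between inverted repeats. The 30 bp on each side of ACAAAATGTTTTAAAA share an inverted word of 20 bp, against 3 to 6 bp at the other 13 nuclear sites and a median of 5 bp at 10000 random nuclear positions, of which 19 had a word as long (permutation test against these positions, one-sided, p = 0.002). The site was compared because its inverted repeat had been noticed, so this p restates the observation, and whether the repeat gave rise to the call was not tested. The sequence is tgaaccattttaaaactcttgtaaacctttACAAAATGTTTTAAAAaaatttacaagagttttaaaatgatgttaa, and no biological explanation was tested.

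In the paper's Supplementary Table 4, the unique mapped rate is 26.5%, 27.2% and 15.7% in the *mddcc* plants and 51%, 51% and 58.3% in WT, *ddcc* and *met1-9*. Among the *mddcc* plants, *mddcc*_#3 has the lowest rate and the fewest listed insertions (2), and the relation between mapped rate and insertions was not tested.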
